# Post-feeding transcriptomics reveals essential genes expressed in the midgut of the desert locust

**DOI:** 10.3389/fphys.2023.1232545

**Published:** 2023-08-10

**Authors:** Joachim Van Lommel, Michiel Holtof, Laurentijn Tilleman, Dorien Cools, Seppe Vansteenkiste, Daria Polgun, Rik Verdonck, Filip Van Nieuwerburgh, Jozef Vanden Broeck

**Keywords:** post-feeding, transcriptomics, RNA-seq, digestion, desert locust, insect, Niemann-pick 1b protein, vacuolar-type H(+)-ATPase

## Abstract

The digestive tract constitutes an important interface between an animal’s internal and external environment. In insects, available gut transcriptome studies are mostly exploratory or look at changes upon infection or upon exposure to xenobiotics, mainly performed in species belonging to holometabolan orders, such as Diptera, Lepidoptera or Coleoptera. By contrast, studies focusing on gene expression changes after food uptake and during digestion are underrepresented. We have therefore compared the gene expression profiles in the midgut of the desert locust, *Schistocerca gregaria*, between three different time points after feeding, i.e., 24 h (no active digestion), 10 min (the initial stage of feeding), and 2 h (active food digestion). The observed gene expression profiles were consistent with the polyphagous herbivorous lifestyle of this hemimetabolan (orthopteran) species. Our study reveals the upregulation of 576 genes 2 h post-feeding. These are mostly predicted to be associated with digestive physiology, such as genes encoding putative digestive enzymes or nutrient transporters, as well as genes putatively involved in immunity or in xenobiotic metabolism. The 10 min time point represented an intermediate condition, suggesting that the *S. gregaria* midgut can react rapidly at the transcriptional level to the presence of food. Additionally, our study demonstrated the critical importance of two transcripts that exhibited a significant upregulation 2 h post-feeding: the vacuolar-type H(+)-ATPase and the sterol transporter Niemann-Pick 1b protein, which upon RNAi-induced knockdown resulted in a marked increase in mortality. Their vital role and accessibility via the midgut lumen may make the encoded proteins promising insecticidal target candidates, considering that the desert locust is infamous for its huge migrating swarms that can devastate the agricultural production in large areas of Northern Africa, the Middle East, and South Asia. In conclusion, the transcriptome datasets presented here will provide a useful and promising resource for studying the midgut physiology of *S. gregaria*, a socio-economically important pest species.

## 1 Introduction

The digestive tract represents an important interface between an animal’s external and internal environment. To ensure survival, changes in the digestive tract, such as food intake, infection, and ingestion of plant toxins and other xenobiotics, require a swift reaction. The aim of this study is to improve our understanding of insect digestive physiology by analyzing the midgut transcriptome of the socio-economically important pest species, the desert locust (*Schistocerca gregaria*) (Cullen et al., 2017), as well as to compare gene expression profiles in the midgut at different post-feeding time points.

Annotated midgut transcriptomes have become abundantly available, though mostly in holometabolan insect orders, such as Diptera, Lepidoptera and Coleoptera, presumably due to their large species diversity and prevalence of insect pests in these orders (Sanders et al., 2003; Campbell et al., 2005; Pauchet et al., 2009; Ma et al., 2012; Xu et al., 2012; Noland et al., 2013; Herde and Howe, 2014; Spit et al., 2016a; Zhang et al., 2016; Gazara et al., 2017; Huang et al., 2017; Nadeau et al., 2017; Lu et al., 2018; Dhania et al., 2019; Bonelli et al., 2020; Coutinho-Abreu et al., 2020; Cui and Franz, 2020; Hung et al., 2020; Kuang et al., 2021; Shu et al., 2021; Zou et al., 2021; Hixson et al., 2022; Jin et al., 2022). As expected in the insect midgut, transcripts encoding digestive enzymes, nutrient transporters, and proteins involved in detoxification and peritrophic membrane formation are abundantly present (Pauchet et al., 2009; Ma et al., 2012; Gazara et al., 2017). The composition of midgut digestive enzymes is often complex, species-dependent and is largely determined by feeding habits, food quality, and specific midgut luminal environments, and presence of symbiotic microbiota (Holtof et al., 2019; Hung et al., 2020).

In addition to descriptive transcriptomic studies, many comparative studies are available, primarily focusing on changes in midgut gene expression upon infection or exposure to xenobiotics. Changes in immunity- and detoxification-related genes upon infection tend to be complex as well as species- and pathogen- or toxin-dependent. Upon infection, a shift in gene expression generally occurs, inhibiting digestive processes in favor of the immune system (Noland et al., 2013; Coutinho-Abreu et al., 2020; Kuang et al., 2021). Transcriptomic studies investigating the xenobiotic metabolism in the digestive tract clearly revealed a strong ability of insects to metabolize foodborne toxins, i.e., plant-derived xenobiotics, bacterial entomotoxins, or synthetic insecticides (Herde and Howe, 2014; Dhania et al., 2019; Shu et al., 2021; Jin et al., 2022). This is reflected by high numbers of detoxification enzymes, namely, cytochrome P450s (CYPs), carboxylesterases (CEs), glutathione S-transferases (GSTs), and uridine diphosphate glucuronosyl-transferases (UGTs), being observed in the insect midgut (Pauchet et al., 2009; Spit et al., 2016a; Zhang et al., 2016; Rane et al., 2019).

Despite the abundance of midgut transcriptomes, very few studies have focused on post-feeding midgut gene expression changes. Often these studies have focused on gene expression changes upon a bloodmeal in dipterans, where generally an upregulation of digestion-related genes is reported, especially of serine proteases, which is to be expected for a protein-rich food source such as blood (Sanders et al., 2003; Campbell et al., 2005; Cui and Franz, 2020). There is a limited number of reports comparing high-quality to low-quality diets in herbivorous insects (Huang et al., 2017; Lu et al., 2018; Bonelli et al., 2020; Zou et al., 2021). In *Chilo suppressalis* larvae fed on a toxin-rich plant diet, the majority of studied digestion-, detoxification-, and immune-related genes were downregulated (Lu et al., 2018). By contrast, when *Spodoptera litura* larvae were fed with a toxin-rich food source, upregulated genes were enriched in detoxification-related genes as soon as 6 h after feeding, while downregulated genes were enriched in digestion- and immune-related genes as soon as 48 h after feeding (Zou et al., 2021). Various digestive enzymes were upregulated when the grasshopper, *Oedaleus asiaticus*, was fed on a high-quality food source (Huang et al., 2017). Black soldier fly (*Hermetia illucens*) larvae showed the ability to optimally exploit various food sources by tweaking the expression of digestive enzymes (Bonelli et al., 2020). Nevertheless, research investigating post-feeding temporal changes in midgut gene expression, besides post-bloodmeal ingestion, are surprisingly scarce. In *Nilaparvata lugens*, two midgut sugar transporters were found to be upregulated 2 h after feeding, although other genes were not analyzed (Kikuta et al., 2015). One study investigated differences between unfed and fed males and females in the beetle *Dendroctonus ponderosae.* Although primarily focusing on pheromone biosynthesis (Nadeau et al., 2017), large differences were observed in gene expression profiles, including an upregulation of digestion related genes upon feeding. In *Bombyx mori*, many digestion-related genes were reported to be downregulated, while immunity-related genes were upregulated in the wandering stage, during which larvae stop feeding (Xu et al., 2012).

Here, we intend to address this knowledge gap by investigating the gene expression changes upon feeding in the midgut of the desert locust, *S. gregaria* (Orthoptera). The desert locust is a polyphagous herbivorous species, known as one of the most destructive migratory pests in the world due to its swarming behavior and voracious appetite (Cullen et al., 2017). Gut transit time can vary greatly amongst insects, depending on feeding habitats and diet (Chapman, 2013). Locusts will ingest food until their crop is maximally expanded, resulting in the activation of stretch receptors present on the foregut (Chapman, 2013). Active stretch receptors will lead to the cessation of feeding. Water and solutes are absorbed in the midgut of *Locusta migratoria* as soon as 5 min after feeding, while solid particles enter the midgut as soon as 15 min after feeding (Baines et al., 1973). In *L. migratoria* with continuous access to food a meal had left the crop and had entered the midgut after 1.5 h and the midgut was empty after 2 h, which is consistent with observations in the grasshopper *Abracris flavolineata* (Baines et al., 1973; Simpson, 1983; Marana et al., 1997). By contrast, in the absence of additional food, it can take 8 h for food to leave the locust midgut (Chapman, 2013).

The main objective of this study is to analyze the general midgut transcript profile of *S. gregaria* as well as changes in midgut gene expression during different stages of feeding. By doing so we aim to address the underrepresentation of midgut gene expression studies outside of the Diptera, Lepidoptera and Coleoptera orders as well as the lack of studies focusing on post-feeding temporal changes. To illustrate this, there are currently only two Orthoptera species with a publicly available annotated midgut transcriptome: *L. migratoria* and *O. asiaticus* (Spit et al., 2016a; Huang et al., 2017). This is remarkable as some orthopteran species, including *S. gregaria*, are notorious pests*.* In this study, we compared the midgut gene expression profile between three different time points of the digestive process, which were chosen based on reports in literature (Baines et al., 1973; Marana et al., 1997) as well as our own observations: 24 h after feeding (no active digestion), 10 min after feeding (the initial stages of feeding) and 2 h after feeding (active digestion in the midgut). In addition, we functionally characterized two transcripts that were upregulated upon feeding, using RNA interference, namely, a vacuolar-type H(+)-ATPase (H^+^ V-ATPase) subunit (*SgVAHa1*) and a sterol transporter orthologue (*SgNPC1b*).

## 2 Materials and methods

### 2.1 Animal rearing

Desert locusts (*S. gregaria gregaria*) were kept under crowded conditions at a controlled temperature (30°C ± 1°C), relative humidity (50% ± 10%), and photoperiod (a daily 14 h:10 h light:dark cycle). In addition, during this photoperiod, incandescent light bulbs (40 W) generated a temperature gradient within the cages. Locusts were allowed daily to feed *ad libitum* on fresh cabbage leaves (*Brassica oleracea*), supplemented with rolled oats. Adult females deposited their eggs in pots filled with a slightly moistened turf/sand mixture (1:3 ratio). Pots were collected weekly and then transferred to empty cages. Measures were taken to avoid contamination of midgut samples intended for sequencing by gregarines (2.3). Gregarines are parasitic microorganisms that infect the midgut of *S. gregaria* and other Orthoptera. Six to seven-day-old eggs were carefully removed from the egg pods and rinsed with distilled water to remove soil particles. Next, eggs were disinfected by washing them in ethanol (70%) for 30 s, then rinsed with distilled water and finally transferred to clean egg pots (pretreated with 10% bleach) containing an autoclaved turf/sand mixture. The egg pots were placed in a disinfected cage (pretreated with 10% bleach) located inside a closed incubator (J.P. Selecta^®^, 30°C ± 1°C, relative humidity 50% ± 10%).

### 2.2 Tissue collection and RNA extraction

#### 2.2.1 Dissections and tissue collection

All dissections were performed under an SZ2-ST binocular microscope (Olympus), and images were taken using a mounted HD-Pro VC.3038 camera (Euromex). Animals were weighed using a Genius ME215p analytical balance (Sartorius). Tissues were immediately transferred to screwcapped 2 mL Eppendorf vials containing 0.5 mL RNAlater (Thermo Scientific™) to avoid RNA degradation. Subsequently, tissues were removed from RNAlater, rinsed in *S. gregaria* Ringer (1 L: 8.766 g NaCl; 0.188 g CaCl_2_; 0.746 g KCl; 0.407 g MgCl_2_; 0.336 g NaHCO_3_; 30.807 g sucrose; 1.892 g trehalose; pH 7.2), and transferred to MagNA Lyser Green Beads vials (Roche), with the exception of suboesophageal ganglia (SOG) and prothoracic glands (PG) which were transferred to screwcapped 1.5 mL Eppendorf vials. All tissues were stored at −80°C until RNA extraction (2.2.2). For ecdysteroid measurements, 10 µL of hemolymph was collected using a glass capillary prior to sacrificing the animals and immediately transferred to 300 µL of phosphate-buffered saline (PBS) (13.7 mM NaCl, 0.27 mM KCl, 1 mM NH_2_HPO_4_, 0.18 mM KH_2_PO_4_, pH 7.4) and 300 µL of 1-butanol (Merck). After vortexing and centrifugation at 20,000 × g for 10 min, the upper organic phase was collected, lyophilized using a SpeedVac vacuum concentrator, and stored at −20°C until ecdysteroid extraction (2.6).

#### 2.2.2 Total RNA extraction

Two different RNA extraction methods were used based on tissue type. Total RNA was extracted using the RNeasy Lipid Tissue extraction kit (Qiagen) according to the manufacturer’s protocols. To each MagNA Lyser Green Beads vial (Roche), 1 mL QIAzol lysis reagent buffer (Thermo Scientific™) was added. Next, the tissues were homogenized for 30 s at 6,000 × g using a MagNA Lyser instrument (Roche). Finally, total RNA was eluted in 80 μL of nuclease-free water. By contrast, total RNA was extracted from the SOG and PG using the RNAqueous®-Micro Kit (Ambion) according to the manufacturer’s protocols. First, 100 µL of lysis solution was added to the tissues. Next, tissues were disrupted and homogenized using a Teflon micro pestle attached to a drill. Using either extraction method, a DNase treatment was performed upon elution of the extracted RNA. In both cases, the concentration of the resulting RNA extracts was determined by means of a Nanodrop spectrophotometer (Nanodrop ND-1000, Thermo Fisher Scientific, Inc.). RNA extracts were stored at −80°C.

### 2.3 mRNA sequencing of the midgut

The *S. gregaria* midgut transcriptome was studied at three distinct time points. The following steps were therefore followed. First, the whole-body transcriptome of Ragionieri et al. (Ragionieri et al., 2022) (GenBank accession number GJPN000000000.1) was cleaned and annotated (2.3.1). Next, total RNA extracts from the midgut (2.3.2) were sequenced and mapped (2.3.3) to this reference transcriptome. Finally, a differential gene expression analysis was performed to characterize gene expression changes across three different timepoints of the digestive process (2.3.4).

#### 2.3.1 Processing and annotating of the reference transcriptome

The *S. gregaria* whole-body transcriptome of Ragionieri et al. (Ragionieri et al., 2022) (GenBank accession number GJPN000000000.1) contains different gene isoforms and was therefore first processed to reduce the redundancy of transcript sequences. The tool Supertranscripts combines all isoforms of a transcript into one assembled contiguous sequence referred to as a SuperTranscript (Davidson et al., 2017). A SuperTranscript is a single linear sequence constructed from collapsing unique and common sequence regions of all available splicing isoforms of a transcript. This way, all isoforms of a transcript are combined into one assembled contiguous sequence without losing transcript data (Davidson et al., 2017). Furthermore, the original transcripts that make up the SuperTranscripts can be retraced in the original transcriptome (GJPN000000000.1). Therefore, the SuperTranscripts transcriptome version provides a very potent alternative reference for mapping RNA-Seq reads. The SuperTranscripts transcriptome retained 140,093 distinct transcripts. Next, the CD-HIT-EST tool clusters highly similar sequences (>95%) and thereby filters remaining redundant sequences, resulting in the removal of 16,379 redundant contigs (Li and Godzik, 2006; Fu et al., 2012). The resulting processed transcriptome containing 123,714 contigs was submitted to Gene Expression Omnibus (GEO) (accession number GSE226871). Next, the processed transcriptome was annotated in different steps. First, these nucleotide sequences were translated to their predicted best coding sequence using Transdecoder^1^ and annotated using Trinotate according to the procedure described by Bryant et al*.* (Bryant et al., 2017). Next, all transcript sequences and their predicted coding sequences were used as queries for Basic Local Alignment Search Tool searches (BLASTx and BLASTp, E ≤ 1e^−5^) (Boratyn et al., 2013) in the annotated UniProtKB/Swiss-Prot databases (Boeckmann et al., 2005; Bateman et al., 2015). The hits from these homology searches were used to provide the functional annotations of Gene Ontology (GO) and Clusters of Orthologous Groups (COG) terms (Figures 1, 2). The predicted coding regions were further used to annotate domain content in the Pfam database currently hosted by InterPro^2^ (Mistry et al., 2021) using the HMMER software^3^ (version 3.1.2), signal peptides^4^ (SignalP, version 4.1), and transmembrane domains^5^ (TMHMM, version 2.0). This processed and annotated transcriptome served as a reference for mapping the sequenced reads and is referred to as the reference transcriptome from this point forward. Finally, the annotated mapped midgut transcripts were organized in an SQLite database using Trinotate (Supplementary Table S1).

**FIGURE 1:**
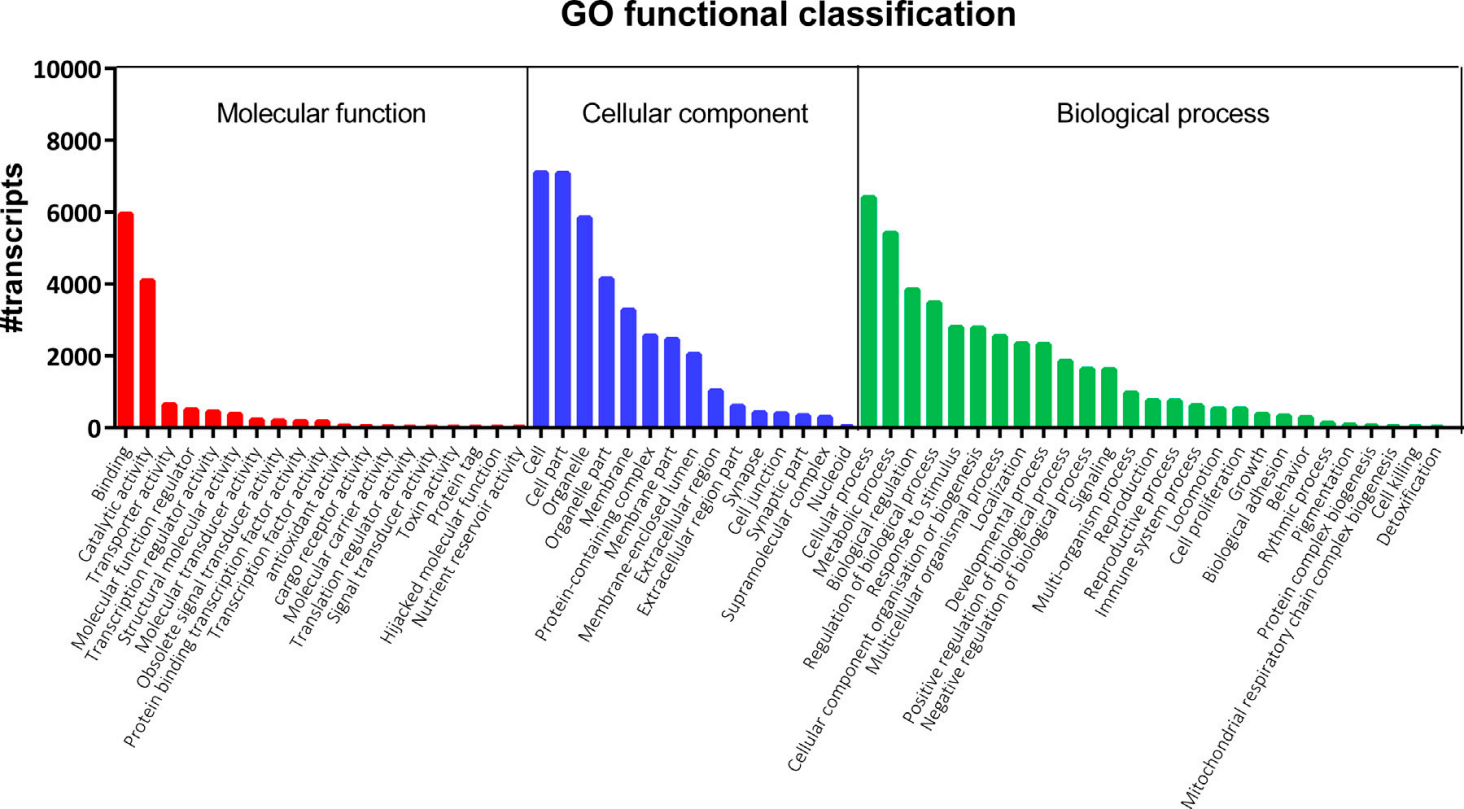
Gene Ontology (GO) classification of nucleotide sequences in the *S. gregaria* midgut transcriptome. GO terms belonging to three categories are indicated on the *x*-axis: “Molecular function” (red), “Cellular component” (blue), and “Biological process” (green). The number of annotated transcripts is indicated on the *y*-axis. A total of 22,961 GO terms were assigned to 8,645 distinct transcripts (44.6%) of the midgut transcriptome. These GO terms were further subdivided into 7,443; 7,837 and 7,681 terms representing “Biological process”, “Cellular component”, and “Molecular function”, respectively.

**FIGURE 2:**
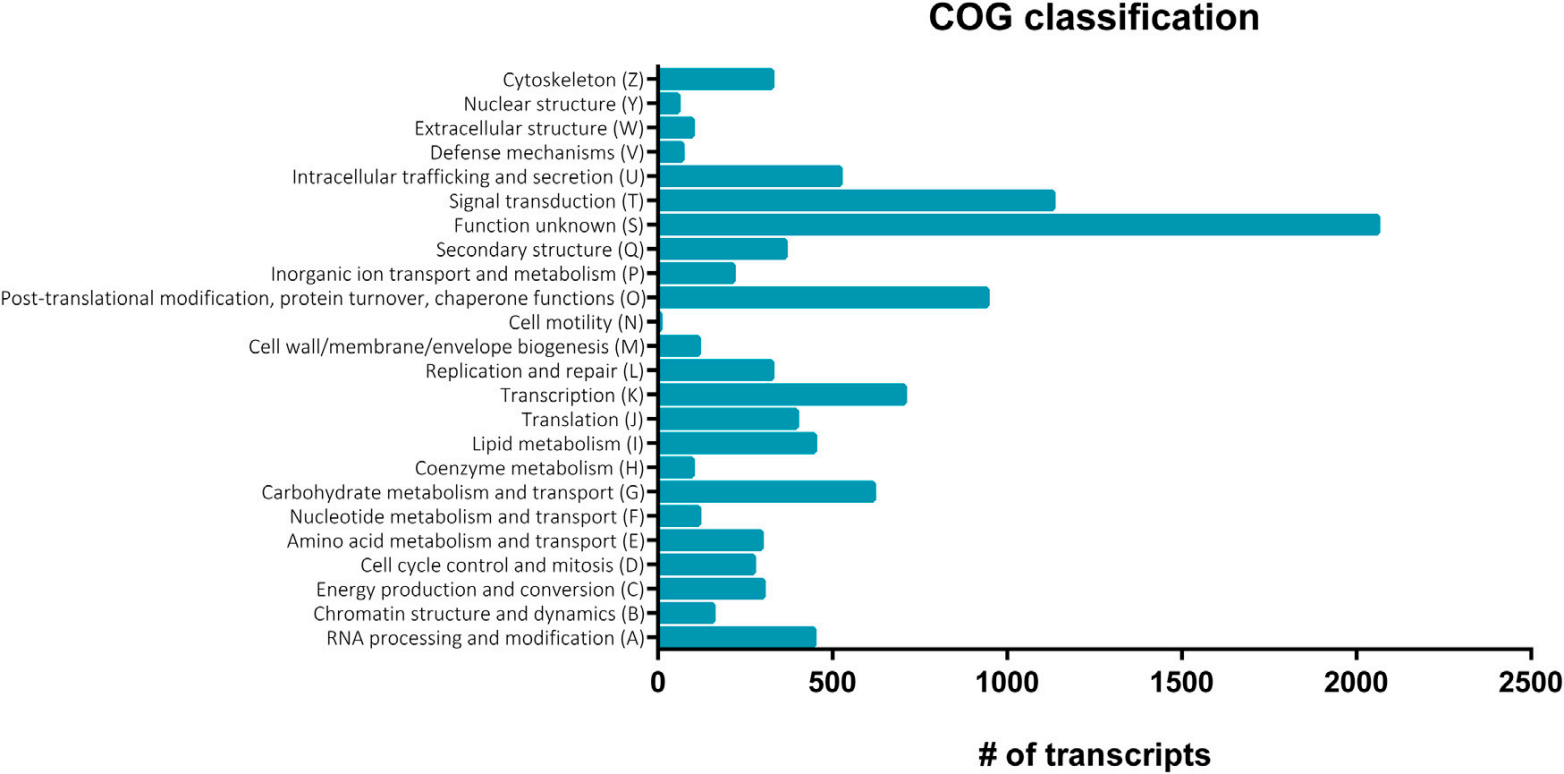
Clusters of orthologous groups (COG) functional classification of nucleotide sequences in the *S. gregaria* midgut transcriptome. COG assignments were based on the COG alphabet, retrieved from the Swiss-Prot database and used to cluster transcripts according to predicted orthology. A total of 7,142 transcripts (36.9%) of the midgut transcriptome could be attributed to at least one COG category. The number of transcripts is plotted on the *x*-axis. The different COG categories are shown on the *y*-axis.

#### 2.3.2 Sample preparation

Three different post-feeding timepoints were selected based on the progression of the digestive process in *S. gregaria*. Based on descriptions in literature (Baines et al., 1973; Marana et al., 1997) and our own observations, we decided to analyze the transcript profile of the midgut in *S. gregaria* during the initial phase of digestion (10 min after food uptake) when the ingested food was present in the foregut, and the core phase of digestion when the majority of the food bolus was observed in the midgut lumen (2 h after food uptake). We compared both these timepoints to a reference condition with locusts that had not been fed for 24 h (24 h after food uptake). This condition can therefore also be considered as a group of animals that were food-deprived (or starved) for 24 h. To obtain samples from these timepoints, animals with a balanced sex ratio were bred under gregarine-free conditions (2.1). From the day they molted to the 5th nymphal stage (N5D0), feeding was synchronized by allowing animals to feed on freshly washed cabbage leaves twice daily, in the morning and the afternoon, for 1 h periods (Figure 3A). After feeding on the morning of the 4^th^ day of the N5 stage (N5D4), three groups were established: one group was deprived of food for the next 24 h and sacrificed the next day (24 h condition). The other animals were allowed to eat for 1 h in the afternoon of N5D4 and received a final meal in the morning of N5D5. They were allowed to eat for 10 min from this meal, which was equal to their typically observed initial feeding stage. A group of animals was sacrificed after an additional 10 min (10 min condition), and a second group of animals was sacrificed after 2 h (2 h condition). In both cases, the time was measured from the end of the initial 10 minutes feeding period. Animals were dissected as described in 2.2.1. Additionally, the dissections of all three groups were executed on the same day around the same time to exclude any potential circadian effects. Midgut tissues of six animals were pooled per sample. For each condition, six biological replicate samples were collected.

**FIGURE 3:**
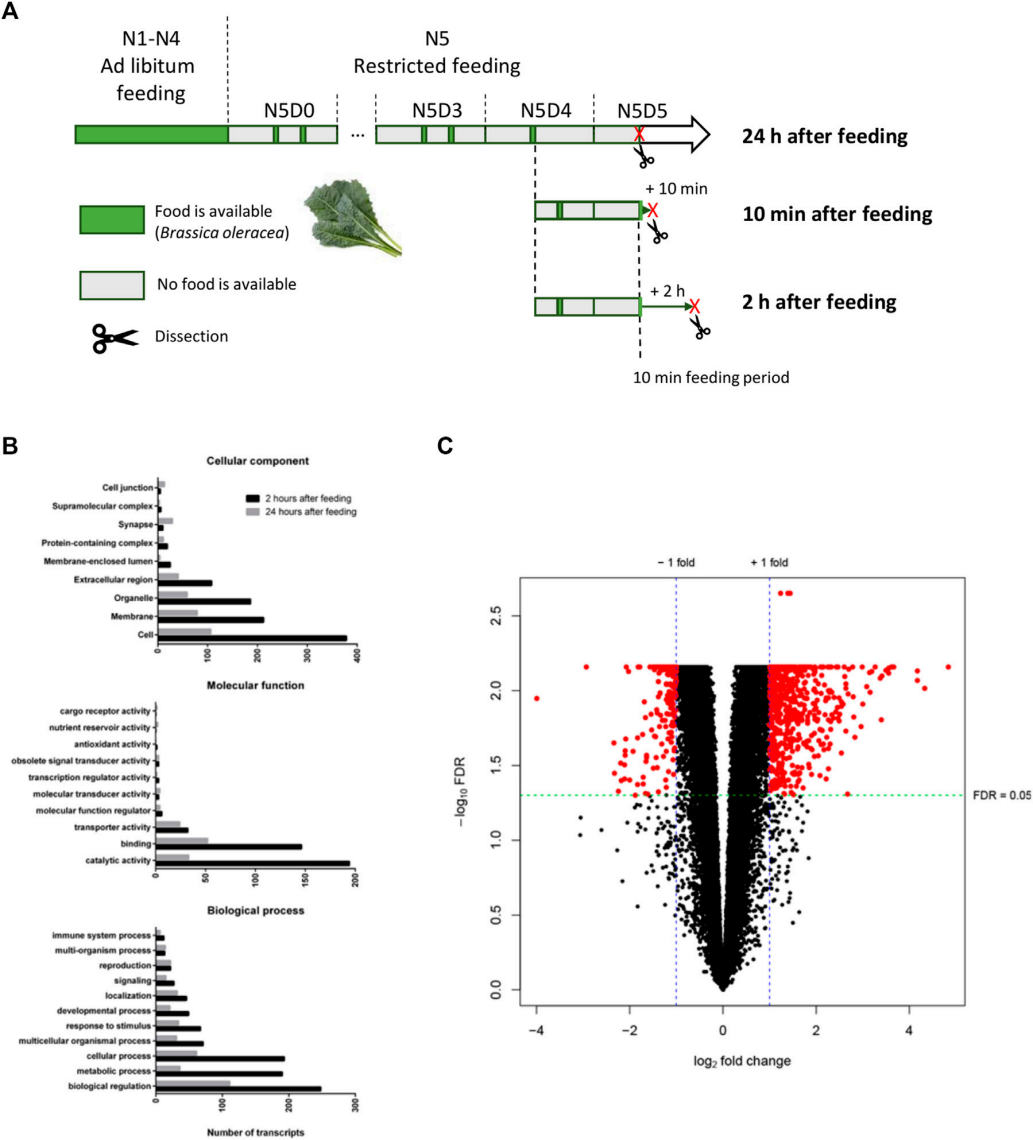
Differential gene expression analysis of the midgut transcriptome. **(A)** Graphical overview of the sampling strategy for the collection of midgut tissues at three post-feeding timepoints for RNA-seq. Desert locusts (*Schistocerca gregaria*) were fed *ad libitum* from the first (N1) until the end of the 4th nymphal instar (N4). From the day animals molted to the 5th nymphal instar (N5D0) they were fed twice a day during 1 h feeding periods at 10 a.m. and 5 p.m. (restricted feeding). Feeding periods when animals were provided *Brassica oleracea* leaves are indicated by green bars. Periods when animals were deprived of food are indicated by grey bars. The length of the bars is time-proportional for the N5 instar. Sacrificing and subsequent dissection of animals are indicated by a red “X” and a scissor pictogram, respectively. Animals were divided into three groups on the morning of N5D4. Animals from the 24 h condition were deprived of food after the feeding session on the morning of N5D4 and dissected 24 h later on N5D5. Animals from the remaining two conditions were allowed to feed for 10 min on the morning of N5D5 and were dissected 10 min or 2 h after this initial feeding period (10 min after feeding and 2 h after feeding condition, respectively). **(B)** Summary of the gene ontology (GO) term annotations of differentially expressed genes in the *S. gregaria* midgut 2 hours after feeding (2 h) compared to 24 h after feeding (24 h). Black bars represent transcripts belonging to GO terms that are upregulated 2 h after feeding compared to 24 h, while gray bars represent transcripts belonging to GO terms that are downregulated 2 h after feeding compared to 24 h. GO terms are subdivided into three ontologies: “Cellular component”, “Molecular function”, and “Biological process”. GO terms are indicated on the *y*-axis. The number of annotated transcripts is indicated on the *x*-axis. **(C)** Volcano plot of differentially expressed genes 2 h after feeding (2 h) compared to 24 h after feeding (24 h). For each individual transcript (represented by a single dot) the negative log of the false discovery rate adjusted *p*-values (-log_10_FDR) is plotted against the log_2_ fold change (log_2_FC). Red dots represent differentially expressed transcripts. A -log_10_FDR-adjusted *p*-value of ±1.30 corresponds to an FDR-adjusted *p*-value (FDR) of 0.05. 569 transcripts with log_2_FC ≥ 1 and FDR ≤ 0.05 were considered upregulated 2 h after feeding compared to 24 h. 212 transcripts with log_2_FC ≤ −1 and FDR ≤0.05 were considered downregulated 2 h after feeding compared to 24 h.

#### 2.3.3 Mapping of sequenced reads to the reference transcriptome

From each sample, 1 μg of total RNA was used to perform an Illumina^®^ sequencing library preparation using the TruSeq^®^ Stranded mRNA Library prep kit (Illumina^®^) according to the manufacturer’s protocol. First, poly-A-containing mRNA molecules are enriched from the total RNA mixture using poly-dT oligonucleotides attached to magnetic beads. Next, these purified mRNA molecules were fragmented into smaller fragments (100–1,000 nt) using divalent metal cations under elevated temperature in a proprietary Illumina^®^ fragmentation buffer. The smaller RNA fragments resulting from the fragmentation step were used for the first-strand cDNA synthesis using reverse transcriptase and random primers. Next, a single adenosine was added to these cDNA fragments, followed by the ligation of the Illumina^®^ adapters. The resulting cDNA products were then purified and enriched with 13 PCR cycles to create the final cDNA library. Libraries were quantified by RT-qPCR, according to Illumina’s “Sequencing Library qPCR Quantification protocol guide,” version February 2011. A High Sensitivity DNA chip (Agilent Technologies^®^) was used to control the library’s size distribution and quality. A total of six midgut samples per condition (eighteen in total) were sequenced on a high throughput Illumina^®^ NextSeq 500 flow cell generating 75 bp single reads. The samples were multiplexed, allowing for the sequencing of all samples on one Illumina^®^ flow cell. Moreover, sequencing was performed in duplicate on two different flow cells to increase sequencing depth (Supplementary Figure S1).

Prior to mapping, Illumina^®^ adapter sequences were trimmed using Cutadapt (version 1.11) (Martin, 2011). Base calling quality was assessed using FastQC^6^. Trimmed sequencing reads were mapped to the reference transcriptome using Bowtie2 (version 2.2.5). Transcript abundance was quantified using the RSEM software package (RNA-seq by Expectation Maximization, version 1.2.31) (Li and Dewey, 2011). Transcripts that did not have an abundance of at least 1 count-per-million in at least six out of eighteen samples were considered to be both biologically and statistically irrelevant and were removed from the dataset prior to downstream analyses. The other transcripts were considered quantifiable. Read counts were normalized using Bioconductor software edgeR’s standard TMM normalization method (Robinson, McCarthy, and Smyth, 2009) in R, version 3.4.2^7^. These TMM-normalized transcript counts were used to calculate differential expression among the three conditions (Supplementary Table S2).

#### 2.3.4 Differential expression analysis

A principal component analysis (PCA) was performed on regularized log-transformed counts using the DESeq2 Bioconductor software in R (Supplementary Figure S2) (Love et al., 2014). Differential expression analysis between groups of samples was performed using the Bioconductor package edgeR in R (Robinson et al., 2009). Three separate differential expression analyses were performed: 10 min vs. 24 h, 2 h vs. 24 h, and 10 min vs. 2 h. A generalized linear model was built for each separate analysis, and statistical testing was done using the empirical Bayes quasi-likelihood F-test. Transcripts having a false discovery rate (FDR) adjusted *p*-value ≤ 0.05 and a log_2_ fold change (FC) ≥ 1 or ≤ −1 were considered to be significantly differentially expressed.

### 2.4 RNA interference

Double-stranded (ds)RNA constructs targeting *SgNPC1b* (*dsNPC1b1* and *dsNPC1b2*), *SgVAHa1* (*dsVAHa1*) and *GFP* (*dsGFP*) were produced using the MEGAscript^®^ RNAi kit (Ambion). This procedure of dsRNA production is based on a high-yield *in vitro* transcription reaction from a DNA template with flanking T7 promoter sequences. Therefore, forward and reverse primers flanked by the T7 promoter sequence were used in a PCR reaction with REDTaq DNA polymerase (Sigma-Aldrich) to amplify a fragment of the target gene (Supplementary Table S3). Primer positions and amplicon sequences can be found in Supplementary Figures S3, S4. The dsRNA constructs are 542 bp (*dsVAHa1*), 795 bp (*dsNPC1b1*), 550 bp (*dsNPC1b2*) and 589 bp (*dsGFP*) in length. Amplicons were separated by agarose gel electrophoresis (1.2% agarose gel containing GelRedTM (Biotium) and further purified (GenElute^TM^ Gel Extraction Kit, Sigma-Aldrich). These fragments were cloned (TOPO^®^ TA cloning kit for sequencing, Invitrogen) and the amplicon sequences were confirmed (Sanger sequencing, LGC genomics, Berlin, Germany). The resulting plasmids were subsequently used as templates for *in vitro* transcription. The dsRNA concentration was determined by means of a Nanodrop spectrophotometer (Nanodrop ND-1000, Thermo Fisher Scientific, Inc.). The dsRNA was further diluted to 50 ng/μL in an isotonic *S. gregaria* Ringer solution to avoid osmotic effects upon injection and stored at −20°C. Locusts were injected with dsRNA using a Hamilton syringe into the hemocoel by entering the needle between the first and second abdominal segment on the ventrolateral side, pointing towards the thorax. Animals were marked on their prothoracic tergite with nail polish to distinguish the experimental conditions. Animals were injected on N4D6, N5D1, N5D3, and N5D6 with 500 ng of dsRNA in 10 µL of *S. gregaria* Ringer solution (*SgVAHa1* KD, *dsGFP*: *n* = 45, *dsVAHa1*: *n* = 46; *SgNPC1b* KD, *dsGFP*: *n* = 10, *dsNPC1b1*: *n* = 10, *dsNPC1b2*: *n* = 10). A subset of fifteen animals per condition were dissected on N5D6 for their midgut to assess knockdown efficiency. The remaining animals were monitored daily to assess mortality and successful molting until they either died or molted into adulthood. In case of a *SgNPC1b* knockdown, animals were weighed on N5D0 and N5D6.

### 2.5 RT-qPCR

Prior to RT-qPCR transcript profiling, several previously described housekeeping genes were tested for their stability (Van Hiel et al., 2009). Optimal housekeeping genes were selected using the geNorm software (Vandesompele et al., 2002). RT-qPCR primers for reference genes and target genes were designed using the online tool primer3plus^8^ (Supplementary Table S4). Primer sets were validated by designing relative standard curves for gene transcripts with a serial ten-fold dilution of a calibrator cDNA sample. The efficiency of RT-qPCR and correlation coefficient were measured for each primer pair. All PCR reactions were performed in duplicate in 96-well plates on a QuantStudio™ 3 Real-Time PCR System (ABI Prism, Applied Biosystems). Each reaction contained 5 µL Fast SYBR^TM^ Green Master Mix (Applied Biosystems), 0.5 µL Forward and Reverse primer (10 μM), 1.5 µL Milli-Q water (Millipore, MQ), and 2.5 µL of diluted cDNA. For all RT-qPCR reactions, the following thermal cycling profile was used: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. Finally, a melt curve analysis was performed to check for primer dimers. Relative transcript levels were calculated using the ΔΔCt method according to Livak and Schmittgen (Livak and Schmittgen, 2001). To correct for variation between samples, expression was normalized against two housekeeping genes, *SgRP49* and *SgGAPDH*.

### 2.6 Ecdysteroid measurements using EIA

Hemolymph samples were collected, and the organic phase was stored as described in 2.2.1. Dried extracts were dissolved in 200 µL chloroform (Acros Organics, Thermo Fisher Scientific) and 200 µL MQ. The organic phase was re-extracted twice with (1:1) MQ. Next, the aqueous phases were pooled and lyophilized. Ecdysteroid titers were measured using the Enzyme Immunoassay kit (Bertin Bioreagent) according to the manufacturer’s protocol. This protocol includes acetylcholinesterase (AChE^®^)-labeled 20-hydroxyecdysone (20E) as a tracer together with rabbit polyclonal antiserum. Absorbance was measured at 414 nm using a Mithras LB 940 (Mikrotek) microplate reader. The ecdysteroid levels were normalized to a series of known 20E concentrations ranging from 39.1 pg/mL to 5,000 pg/mL.

### 2.7 Statistical analysis

Differential expression analysis of the midgut transcriptome is described in 2.3.4. Relative transcript levels, weight gain, and 20E levels were first tested for normality using the Shapiro-Wilk normality test. Next, differences between control and treatment groups were inferred using the Student’s t-test or one-way ANOVA with Holm-Šídák’s *post hoc* test. Survival and molting rate were analyzed using a log-rank Mantel-Cox test. The threshold for statistical significance was *p* ≤ 0.05. All of the above-mentioned statistical analyses were performed using GraphPad Prism software (Version 6).

## 3 Results

### 3.1 mRNA sequencing of the midgut

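Desert locust nymphs on day 5 of nymphal stage 5 were dissected 10 min, 2 h or 24 h after a meal of cabbage, and the midguts of 6 animals were pooled into each sample. Each of the 3 conditions had 6 such samples, which gave 18 libraries of poly(A) RNA, prepared with a stranded kit and read as single reads. The paper describes 10 min of feeding before the 10 min and 2 h collections. The labels of the deposited samples describe feeding for 10 min or 120 min with dissection 10 min after the food was taken away, and the condition names used here are those of the paper. The authors trimmed the reads with cutadapt 1.11, mapped them with Bowtie2 2.2.5 to a reference of 123714 contigs made from a whole-body transcriptome and estimated an expected count for each contig with RSEM, which divides a read that fits several contigs among them. Values of close copies within a gene family are uncertain for that reason, and the paper's text does not name the strand setting of the counting. The expected counts of a sample added up to between 39.0 M and 49.7 M at 10 min (median 41.5), between 43.4 M and 69.5 M at 2 h (median 56.5) and between 38.0 M and 51.3 M at 24 h (median 47.8). The paper's mean is 55 M reads per sample, whereas the expected counts, on which the values given here rest, averaged 48.5 ± 8.65 M (SD, n = 18). The 10 most abundant contigs took between 22.7% and 25.5% of a library. A floor of 3 counts corresponds to 0.0448 CPM in the deepest and 0.0821 CPM in the shallowest library, which covers counting error only. Expected counts were rounded, scaled with TMM factors from all 18 libraries and given as CPM, counts relative to the scaled library total. Pairs of conditions were compared with edgeR's quasi-likelihood F-test, 6 samples against 6, and a transcript was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its log2 fold change at least 1 or at most -1. Protein names are best Swiss-Prot matches, mostly from other species, as Supplementary Tables S1, S8 and S9 give them. The copies of Tables S1 and S8 at hand were shortened, so each gene group holds the members those copies list, not every member in the transcriptome.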

A total of eighteen samples, six per timepoint, were sequenced on two Illumina^®^ NextSeq 500 flow cells, generating on average 55 ± 10 million (M) reads per sample. On average, 88%–90% of the reads mapped at least once to the reference transcriptome. RSEM was used to estimate the transcript abundances in all eighteen RNA-Seq samples (Supplementary Table S2). These data were used to infer differential gene expression across the different conditions (3.3). Amongst 19,345 quantifiable transcripts, 5,732 are SuperTranscripts constructed from at least two transcript isoforms, while the remaining 13,613 are unique transcripts. 

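Among the annotated transcripts of the shortened Table S1, the most abundant in the midgut was a match to Bax inhibitor 1, a membrane protein that restrains cell death, at 890 CPM over the 18 samples (range 651 to 1202). Innexin inx2, which forms gap junctions between insect cells, followed at 802 CPM (508 to 1082), and an ornithine decarboxylase, the first enzyme of polyamine synthesis, at 672 CPM (461 to 1154). The RNA-binding protein hnRNP K stood at 392 CPM (360 to 445) and protein disulfide-isomerase A3, which folds secreted proteins, at 312 CPM (190 to 486). Of the 147 annotated transcripts of that table that were measured, 88 had a mean of at least 10 CPM and 18 of at least 100 CPM. These 5 were named after their values were seen. With the filter of at least 1 CPM in at least 6 samples, 19345 contigs were kept of 92584 with any count. The kept contigs held between 99.1% and 99.2% of the counts of each library.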

Using Transdecoder, 10,536 transcripts were shown to have at least one open reading frame. Trinotate retrieved GO and COG based functional annotations of the transcripts from the Swiss-Prot database (Table 1). Altogether, a total of 10,939 of the quantifiable transcripts had at least one functional annotation. Additionally, non-coding (nc) RNAs databases were searched, but no significant hits were retrieved. A total of 22,961 GO terms were assigned to 8,645 distinct transcripts (44.6%). These GO terms were further divided into 7,443; 7,837 and 7,681 terms representing biological process (BP), cellular component (CC), and molecular function (MF), respectively (Figure 1). The BP ontology indicated that the annotated transcripts are predicted to mediate a wide range of biological processes, including cellular, metabolic, and regulatory processes. In the CC ontology, the most abundant subcategories were “cell” and “cell part” (7,098 and 7,079 transcripts; respectively). Additionally, a high number of transcripts were assigned to the subcategories “membrane” (3,274 transcripts) and “extracellular region” (1,022 transcripts). Most transcripts in the MF ontology, 5,947 and 4,090; respectively, were assigned to the subcategories “binding” and “catalytic activity.” A total of 7,142 transcripts (36.9%) could be attributed to at least one COG category (Figure 2). “Function unknown” (S) was by far the largest represented COG group (2,060; 20.5%), followed by “signal transduction” (T) (1,130; 11.2%), and “post-translational modification, protein turnover and chaperone functions,” respectively (O) (941, 9.3%).

**TABLE 1:** Functional annotation of the *S. gregaria* midgut transcriptome by matching to different databases.

Annotation	# Transcripts
BLASTx UniProtKB/Swiss-Prot	8,659
BLASTp UniProtKB/Swiss-Prot	7,990
Pfam	7,656
GO	8,645
COG	7,142

### 3.2 Composition of the midgut transcriptome

#### 3.2.1 Digestive enzymes

Numerous transcripts predicted to encode proteases were identified amongst putative digestive enzymes, of which the majority code for serine proteases, such as trypsin and chymotrypsin (Supplementary Table S5). 

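The most abundant serine protease among the 14 listed trypsin-family transcripts was TR42553|c0_g1, a match to chymotrypsin BI, which cleaves proteins after aromatic residues. Its level was 410 ± 328 CPM at 10 min, 341 ± 202 CPM at 2 h and 91.6 ± 65.8 CPM at 24 h (SD, n = 6 each). TR55943|c3_g1, a match to trypsin-1, which cleaves after lysine and arginine, stood at 280 ± 187, 250 ± 137 and 87.7 ± 62.4 CPM in the same order. The 14 trypsin-family transcripts together held 1149 ± 803 CPM at 10 min, 1001 ± 455 CPM at 2 h and 314 ± 171.8 CPM at 24 h. The 5 aminopeptidases and carboxypeptidases, which release single amino acids from the ends of peptides, held 205 ± 93.9, 251 ± 77.6 and 91.5 ± 50.0 CPM. The most abundant of them, zinc carboxypeptidase A1, reached 136 ± 70.2, 138 ± 59.4 and 52.0 ± 40.6 CPM. TR55943|c3_g1 was named after its values were seen. Most of the members come from Tables S8 and S9, which list what the study called at 2 h, so these levels do not rank the protease classes of the midgut.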

Large numbers of the most commonly found types of carbohydrases were identified, namely, α-Amylase, α-Glucosidase, and β-Glucosidase, as well as three transcripts encoding putative cellulases belonging to the GH9 family of endoglucanases (Pfam00759). 

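Of the 19 listed glycoside hydrolases the one with the highest mean over all 18 samples was TR64699|c0_g2, an endoglucanase of the GH9 family that cleaves cellulose, at 297 ± 186 CPM at 10 min, 245 ± 136 CPM at 2 h and 88.6 ± 52.9 CPM at 24 h (SD, n = 6 each). TR81787|c0_g1, a match to maltase, an alpha-glucosidase that splits maltose into glucose, stood at 224 ± 102, 252 ± 34.5 and 100.4 ± 57.5 CPM. TR42387|c1_g2, a lactase-like beta-glucosidase relative, stood at 192 ± 113, 177 ± 85.8 and 62.7 ± 35.4 CPM. TR91535|c3_g1 matched myrosinase 1, a thioglucosidase that splits the glucosinolates of cabbage plants, and its levels were 80.9 ± 51.3, 74.6 ± 42.1 and 21.4 ± 14.5 CPM. Together the 19 transcripts held 1132 ± 683 CPM at 10 min, 1077 ± 347 CPM at 2 h and 345 ± 153 CPM at 24 h. The last 3 named transcripts were chosen after their values were seen, and no alpha-amylase was among the listed members.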

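Of the 5 listed lipases, which release fatty acids from dietary lipids, the most abundant was TR76143|c0_g1, a match to lipase member H. It stood at 94.7 ± 66.9 CPM at 10 min, 90.6 ± 47.0 CPM at 2 h and 28.9 ± 20.3 CPM at 24 h (SD, n = 6 each). TR49189|c0_g1, a match to bile salt-activated lipase, an enzyme of the carboxylesterase family that hydrolyses several kinds of lipid esters, stood at 74.9 ± 46.4, 71.4 ± 42.4 and 20.5 ± 14.1 CPM. TR55865|c1_g1, a match to lipase 3, stood at 76.8 ± 52.7, 64.9 ± 30.2 and 23.2 ± 13.0 CPM, and it was named after its values were seen. The 5 together held 293 ± 189, 265 ± 134 and 85.1 ± 52.4 CPM.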

A relatively large variety of lipid-degrading enzymes was identified, namely, lipases, phospholipases, and sterol dehydrogenases/reductases. Finally, putative DNase, RNase, nucleotidase and nucleosidase encoding transcripts were present in the *S. gregaria* midgut.

#### 3.2.2 Nutrient absorption and other intestinal processes

Multiple transcripts encoding putative amino acid, carbohydrate, and lipid transporters were identified (Supplementary Table S6). Additionally, the midgut transcriptome was scanned for other transcripts known to contribute to the intestinal physiology of herbivorous insects, including those involved in peritrophic membrane formation, transmembrane trafficking, and xenobiotic metabolism (Supplementary Table S7). 

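The most abundant listed amino acid transporter was TR37582|c1_g2, a match to sodium-dependent nutrient amino acid transporter 1, which takes up amino acids from the gut lumen. It stood at 217 ± 165 CPM at 10 min, 222 ± 142 CPM at 2 h and 88.8 ± 56.8 CPM at 24 h (SD, n = 6 each). TR59587|c0_g1, a proton-coupled amino acid transporter, stood at 54.4 ± 39.7, 57.5 ± 43.1 and 16.7 ± 2.96 CPM. Among carbohydrate transporters, the match to the trehalose transporter Tret1 TR34420|c0_g1 stood at 39.7 ± 24.0, 37.9 ± 18.9 and 11.4 ± 2.66 CPM, and it was named after its values were seen. The fatty acid-binding protein TR36332|c0_g3, which carries fatty acids inside the cell, was the most abundant of its 3 listed members at 336 ± 131, 470.3 ± 172.1 and 188 ± 84.2 CPM. The 9 transcripts of the sugar transporter group together held 174 ± 72.8, 124 ± 54.9 and 93.4 ± 49.0 CPM. The group was drawn by protein family and includes matches to a carcinine transporter (TR64094|c0_g1) and to sialin (TR86957|c1_g3). The carcinine transporter match had the highest mean of the group over all 18 samples. Against 24 h these 2 had log2 fold changes of -2.11 and -2.10 at 2 h, so the sum does not stand for sugar carriers alone. The 4 amino acid transporters held 309 ± 214, 320.3 ± 194 and 121 ± 63.7 CPM.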

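Peritrophins are chitin-binding proteins of the membrane that lines the gut lumen, and the 25 listed transcripts with their chitin-binding domain CBM14 together held 10170 ± 4111 CPM at 10 min, 13260 ± 4177 CPM at 2 h and 5016 ± 2665 CPM at 24 h (SD, n = 6 each). The peritrophin-1 match TR89551|c0_g1 had the highest mean of them over all 18 samples, with 3705 ± 1071, 5561 ± 1648 and 2173 ± 1333 CPM. TR56571|c0_g1, another peritrophin-1 match, stood at 4208 ± 2086, 4566 ± 1509 and 1760 ± 668 CPM and was named after its values were seen. Nitrile-specifier and G12 proteins, insect gut proteins of which the nitrile-specifier type turns glucosinolate breakdown toward nitriles, held 4732 ± 2650, 4477 ± 1881 and 1603 ± 853 CPM over 4 transcripts. The most abundant of those 4 was the G12 match TR56550|c0_g5 at 3601 ± 2003, 3362 ± 1433 and 1203 ± 657 CPM. The 3 transcripts of subunit a of the V-ATPase, a proton pump of membranes, held 786 ± 139, 966 ± 89.7 and 690.0 ± 139 CPM.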

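For phase I of detoxification, the 7 listed cytochrome P450s, which oxidize foreign compounds, together held 84.2 ± 35.0 CPM at 10 min, 68.6 ± 18.0 CPM at 2 h and 50.3 ± 14.5 CPM at 24 h (SD, n = 6 each). The most abundant over all 18 samples was TR78286|c0_g1, a match to P450 4C1, at 24.2 ± 14.0, 23.8 ± 12.0 and 9.56 ± 4.18 CPM. The 14 carboxylesterases, which hydrolyse esters, held 158 ± 81.9, 155 ± 59.5 and 58.1 ± 20.9 CPM. For phase II, the 4 UDP-glycosyltransferases, which attach sugars to foreign compounds, held 73.0 ± 87.1, 41.6 ± 38.9 and 6.79 ± 2.49 CPM. The most abundant was TR46182|c3_g1, a match to ecdysteroid UDP-glucosyltransferase, at 51.8 ± 63.4, 26.2 ± 29.0 and 2.46 ± 0.658 CPM. The 2 glutathione S-transferases held 6.48 ± 5.73, 5.19 ± 3.61 and 1.84 ± 0.575 CPM. For phase III, the 4 ABC transporters, which pump compounds out of cells, held 22.7 ± 13.6, 13.7 ± 3.15 and 27.6 ± 23.0 CPM.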

Transcripts predicted to encode proteins active in all three phases of detoxification of xenobiotics were identified, namely, P450s and CEs (phase I), UGTs and GSTs (phase II) as well as putative transmembrane transporters such as members of the ATP-binding cassette (ABC) family of transporters (phase III).

### 3.3 Differential expression analysis

A PCA was performed to explore if samples clustered condition-dependently and to detect any outlier samples (Supplementary Figure S2). 

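The 500 most variable transcripts, on the rlog scale of DESeq2, placed the 2 h samples at a mean of 7.3 on PC1, the 10 min samples at 4.5 and the 24 h samples at -11.9 (n = 6 each). PC1 held 53.4% of the variance of these transcripts and PC2 17.9%. On PC2 the means were 3.8 at 2 h, -2.4 at 10 min and -1.4 at 24 h. No pair of conditions differed on PC2 by an exact two-sided permutation test of the means, with Holm-adjusted p of 0.584 for 2 h against 24 h, 0.842 for 10 min against 24 h and 0.584 for 10 min against 2 h.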

The majority of the variability, 48% and 17.7% respectively, could be explained by principal components (PC) 1 and 2. Samples of the 2 h and 24 h conditions could be separated on PC1, with the exception of sample sixteen. By contrast, two samples of the 10 min condition grouped with the 24 h condition, while the remaining samples grouped with the 2 h condition. 

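Of the 24 h samples, 5 lay between -15.6 and -10.3 on PC1 and replicate 4 lay at -2.7. The 2 h samples lay between -3.7 and 20.5, so 24 h replicate 4 fell inside their range, next to replicates 4 (-1.7) and 5 (-3.7) of 2 h. In the same sample, the peritrophin-1 match TR89551|c0_g1 and the fatty acid-binding protein TR36332|c0_g3 were higher than in any other 24 h sample, at 4760 CPM and 357 CPM. The library closest to it by correlation of log2 CPM was 2 h replicate 4 (r = 0.988). The mean of 2 h exceeded that of 24 h by 19.2 on PC1 (exact two-sided permutation test, p = 0.00433, Holm-adjusted p = 0.013 over 3 pairs).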

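Replicates 1 and 5 of the 10 min condition lay at -15.2 and -10.3 on PC1, within the range of the 24 h samples, and the libraries closest to them were 24 h replicate 3 (r = 0.988) and 24 h replicate 5 (r = 0.987). Replicates 2, 4 and 6 lay at 17.5, 19.6 and 17.5, beside the highest 2 h samples, and replicate 3 lay between at -1.8. The protease, carbohydrase and peritrophin groups were lowest in replicate 1, where the 14 trypsin-family proteases averaged 12.0 CPM, the 19 glycoside hydrolases 11.3 CPM and the 25 peritrophins and related proteins 170 CPM per transcript. In replicate 6 the same averages were 170 CPM, 96.4 CPM and 542 CPM. The mean of 10 min exceeded that of 24 h by 16.4 on PC1 (exact two-sided permutation test, p = 0.0411, Holm-adjusted p = 0.0823) and differed from that of 2 h by -2.8 (p = 0.719 from the same exact test).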

A differential gene expression analysis was performed with pairwise comparisons of all three conditions. No significantly differentially expressed genes (DEGs) were identified when comparing the 10 min condition to the 24 h condition or the 10 min condition to the 2 h condition. Nevertheless, a total of 569 and 212 transcripts were found to be significantly up- and downregulated, respectively, in the 2 h condition compared to the 24 h condition (Figure 3; Supplementary Tables S8, S9). 

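At 10 min the digestive gene groups had mean levels near those of 2 h, with a wide spread between samples, and no transcript was called against either condition by edgeR. Against 24 h, the myrosinase match TR52701|c4_g5, a glucosinolate-splitting enzyme, had a log2 fold change of 3.09 (SE 0.838), the trypsin match TR89726|c0_g1 of 2.28 (SE 0.63) and the trehalose transporter match TR34420|c0_g1 of 1.80 (SE 0.377), each with an adjusted p of 0.18 from edgeR. These 3 were named after their values were seen. Within the glycoside hydrolases all 19 members were higher at 10 min than at 24 h when adjusted over the list alone, as were 17 of the 25 peritrophins and related proteins, 11 of the 14 trypsin-family proteases and 7 of the 9 sugar transporter transcripts. The study chose most of these members as higher at 2 h against the same 24 h samples, so these counts are not independent evidence. Of the 19345 transcripts, edgeR called 0 higher and 0 lower at 10 min against 24 h (4011 at an unadjusted p under 0.05, with 967 expected, and a smallest adjusted p of 0.18). DESeq2 called 289 higher and 1 lower there, and limma-voom 0 and 0. Without 10 min replicate 1, edgeR called 515 higher and 37 lower. At 10 min against 2 h, edgeR called 0 and 0 (1194 at an unadjusted p under 0.05, smallest adjusted p 0.673), DESeq2 2 higher and 0 lower, and limma-voom 0 and 0. On counts simulated for 10 min against 24 h over 19345 transcripts, the edgeR test found 72% of changes of 2-fold and 94% of changes of 3-fold by adjusted p. With the fold threshold as well it found 34% and 94%. The simulated noise was drawn for each transcript on its own and lacks differences that many transcripts of a sample share. These shares therefore do not tell how many changes the real comparison missed.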

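At 2 h, 674 transcripts were higher and 275 lower than at 24 h. The largest rises among named transcripts whose samples did not overlap were a match to ecdysteroid UDP-glucosyltransferase, which attaches sugars to steroids and foreign compounds (TR46182|c3_g1, log2 fold change 3.41, SE 0.741, adjusted p = 0.00828 from edgeR), and a Tcb1 transposase, encoded by a mobile element (TR50321|c5_g1, 2.99, SE 0.587). Fatty acid synthase, which builds fatty acids (TR73028|c0_g1, 2.33, SE 0.559), RNA-binding protein 1 (TR89657|c0_g5, 2.32, SE 0.423) and the peritrophin-1 match TR100696|c1_g4 (2.30, SE 0.393) followed. The largest falls were in I'm not dead yet, a membrane transporter of citrate and related acids (TR67978|c0_g3, -2.08, SE 0.398), and a match to a viral RNA-directed RNA polymerase L (TR42436|c0_g1, -1.38, SE 0.212). UDP-glucose 4-epimerase, which interconverts UDP-glucose and UDP-galactose (TR89384|c0_g5), venom dipeptidyl peptidase 4 (TR59642|c2_g4) and PDZ domain-containing protein 2 (TR105356|c0_g2) fell by 1.31, 1.24 and 1.24 on the log2 scale. All 10 stayed called when each of the 12 libraries was left out in turn, and I'm not dead yet stood at -1.50 without 24 h replicate 5. In 137 of the rises and 72 of the falls, no 2 h sample overlapped any 24 h sample, and over all tested transcripts 8.11% did not overlap, where chance gives 0.217%. The falls numbered 165 without 2 h replicate 6, 425 without 2 h replicate 3 and 466 without 24 h replicate 4. Without replicates 1, 3 and 6 of 2 h, left out together for their high Hsp83 after the data had been seen, 319 were higher and 238 lower. Of the calls, 71% were rises, and 49.6% (512 higher, 521 lower) when only library totals were used for scaling, which moved the median log2 fold change of all transcripts from 0.01 to -0.12.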

From these transcripts, 283 up- and 84 downregulated transcripts had at least one GO term annotation, meaning that 50.3% and 60.4% of these transcripts, respectively, did not have a functional annotation. Transcripts with a GO term annotation that were upregulated 2 h post-feeding compared to 24 h, belong mostly to the GO terms “catalytic activity” and “binding” from the MF ontology and “Cellular process”, “Metabolic process”, and “Biological regulation” from the BP ontology (Figure 3B).

Differentially expressed transcripts 2 h after feeding were classified according to Pfam protein family, of which 239 up- and 69 downregulated transcripts could be ascribed to at least one Pfam family. 

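Chaperones, enzymes of lipid synthesis and ornithine decarboxylases were among the families higher at 2 h, and anion transporters of the SLC17 family among those lower. Of 12 heat shock proteins and chaperones of the endoplasmic reticulum, 8 rose, none fell and 4 were not called (11 higher when adjusted over the list alone). Heat shock protein 83, the insect Hsp90 that folds signalling proteins, stood at 1196 ± 1052 CPM at 2 h and 275 ± 72.7 CPM at 24 h (SD, n = 6 each), a log2 fold change of 2.12 (SE 0.61, adjusted p = 0.0189 from edgeR). BiP, the main Hsp70 of the endoplasmic reticulum, rose by 2.68 (SE 0.647) and the small heat shock protein lethal(2)essential for life (TR107741|c0_g2) by 4.33 (SE 1.01, and 3.64 without 2 h replicate 6). Endoplasmin, an Hsp90 of the same compartment, rose by 1.26 (SE 0.229) and was higher in all 6 samples of 2 h than in any of 24 h. Hsp83 was above every 24 h sample in only 3 of the 6 samples of 2 h (replicates 1, 3 and 6, at 2104, 1882 and 2441 CPM) and in 3 of the 6 of 10 min (replicates 2, 4 and 6). Of 7 transcripts of lipid synthesis and storage 5 rose and 2 were not called, and Mid1-interacting protein 1, which activates fatty acid synthesis, had the highest level (log2 fold change 1.38, SE 0.304). Of 4 ornithine decarboxylases, which start polyamine synthesis, 3 rose, at 2.49 (TR71759|c0_g1), 2.49 (TR43732|c0_g2) and 2.45 (TR73230|c0_g1), and TR100553|c0_g1 had 0.16 (adjusted p = 0.534 from edgeR). All 6 SLC17-like transporters were lower, led by vesicular glutamate transporter 2 (TR48663|c0_g1, -4.004, SE 0.995, -2.64 without 24 h replicate 5 and -4.81 without 2 h replicate 4), and 3 of the 6 stayed called without 24 h replicate 5, without 2 h replicate 1 or without 2 h replicate 2. Their mean level was 26.35 CPM in 10 min replicate 5 and 36.26 CPM in 24 h replicate 5, against 0.772 to 7.52 CPM in the other samples, and the fat body, muscle and obstructor markers were also highest of their condition in these 2 samples. Without replicates 1, 3 and 6 of 2 h, left out for their high Hsp83, 3 samples remained at 2 h and the median log2 fold change went from 1.85 to 0.15 for the 12 chaperones, which the choice of these samples brings about, from 1.37 to 0.40 for the lipid synthesis group, from 2.47 to 0.28 for the ornithine decarboxylases and from -2.11 to -2.29 for the SLC17-like transporters, with 0 of each called. BiP, endoplasmin and TR107741|c0_g2 were named after their values were seen, and the study chose most members of these lists on these samples, so the counts are not independent evidence.

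**Figure D1:**
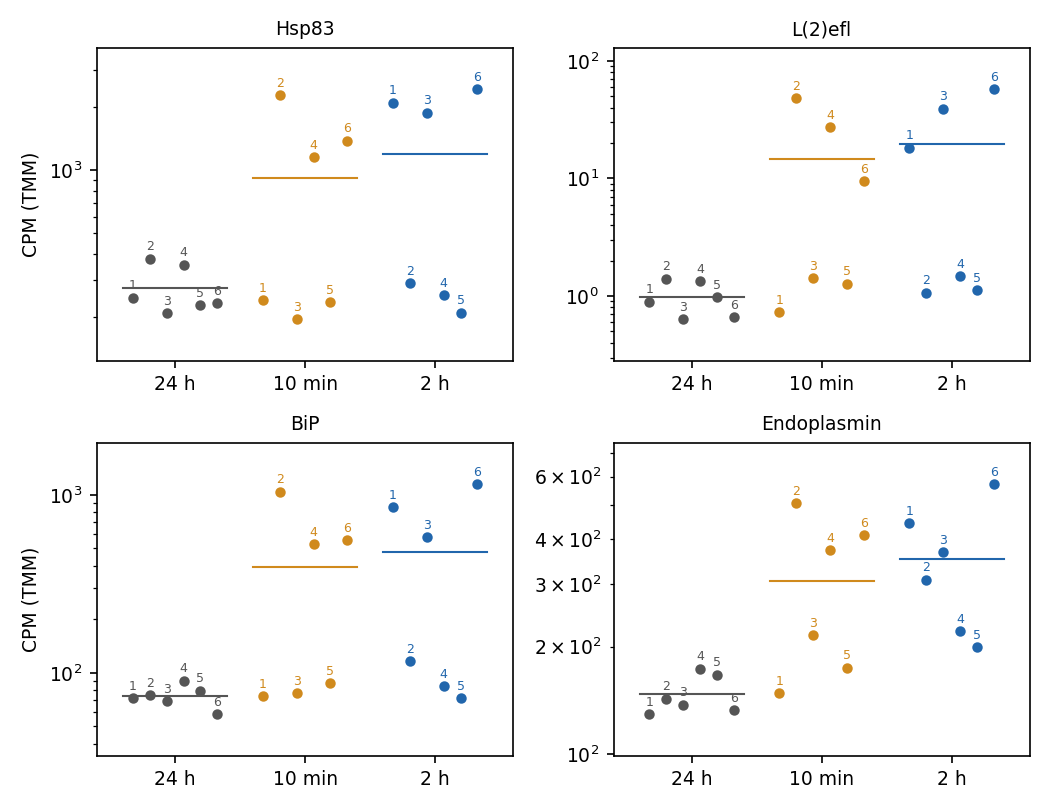
Levels of Hsp83, lethal(2)essential for life, BiP and endoplasmin in each sample, in TMM-scaled CPM on a log axis, by time after feeding. Points are samples with their replicate number and lines are means of 6. Hsp83 lies between 209 and 378 CPM in the 24 h samples and reaches 2441 CPM in 2 h replicate 6.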

Amongst others, various transcripts predicted to encode proteins contributing to the enzymatic digestion, nutrient uptake and detoxification of xenobiotics were upregulated 2 h after feeding (Table 2). In contrast to the high number of induced putative protease and carbohydrase encoding transcripts, significantly fewer putative lipid-degrading enzymes were induced in transcript levels 2 h after feeding. Furthermore, transcripts predicted to encode transporters for all major nutrients, namely, amino acids, carbohydrates, and lipids, were represented amongst upregulated transcripts. 

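Most of the listed enzymes that digest sugars and proteins and most chitin-binding proteins were higher at 2 h. All 19 listed glycoside hydrolases were higher than at 24 h, with log2 fold changes from 1.33 to 2.70 (median 1.75). Among them were 2 matches to myrosinase 1 (TR52701|c4_g5 at 2.63, SE 0.598, and TR86870|c1_g1 at 2.54, SE 0.658) and the GH9 endoglucanase TR64699|c0_g2 (1.47, SE 0.441, adjusted p = 0.0225 from edgeR), which was no longer called without 2 h replicate 6 or without 24 h replicate 3. Of 14 trypsin-family proteases, 10 rose, 2 fell and 2 were not called (12 and 2 when adjusted over the list alone), with the abundant match to chymotrypsin BI at 1.90 (SE 0.555) and the trypsin match TR89726|c0_g1 at 2.04 (SE 0.465). All 5 aminopeptidases and carboxypeptidases rose, with membrane alanyl aminopeptidase (TR81225|c0_g1) at 2.15 (SE 0.309). The zinc carboxypeptidase A1 match TR94178|c0_g1 (1.40, SE 0.493, adjusted p = 0.0405 from edgeR) was called in only 3 of the 12 fits that left out a library, namely those without 2 h replicate 3, 2 h replicate 5 or 24 h replicate 4. Of 25 peritrophins and related chitin-binding proteins, 19 rose and 6 fell (the same counts when adjusted over the list alone), with TR89551|c0_g1 at 1.36 (SE 0.332) and TR98067|c0_g1 at 4.17 (SE 0.929, 4.79 without 24 h replicate 5). The rises in the trypsin family numbered 6 without 2 h replicate 6, and the falls 1 without 24 h replicate 5. Without replicates 1, 3 and 6 of 2 h together, which leaves 3 samples, 12 glycoside hydrolases (median log2 fold change 1.59), 5 trypsin-family proteases (median 1.88, against 1.62 with all samples), 4 peptidases (1.36, against 1.40) and 3 peritrophins (1.21, against 1.45) were called higher, and 1 trypsin-family member and 5 chitin-binding proteins lower. Transcripts other than TR64699|c0_g2, chymotrypsin BI, TR94178|c0_g1 and TR89551|c0_g1 were named after their values were seen. The study chose most members of these lists on these samples, so the counts are not independent evidence.

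**Figure D2:**
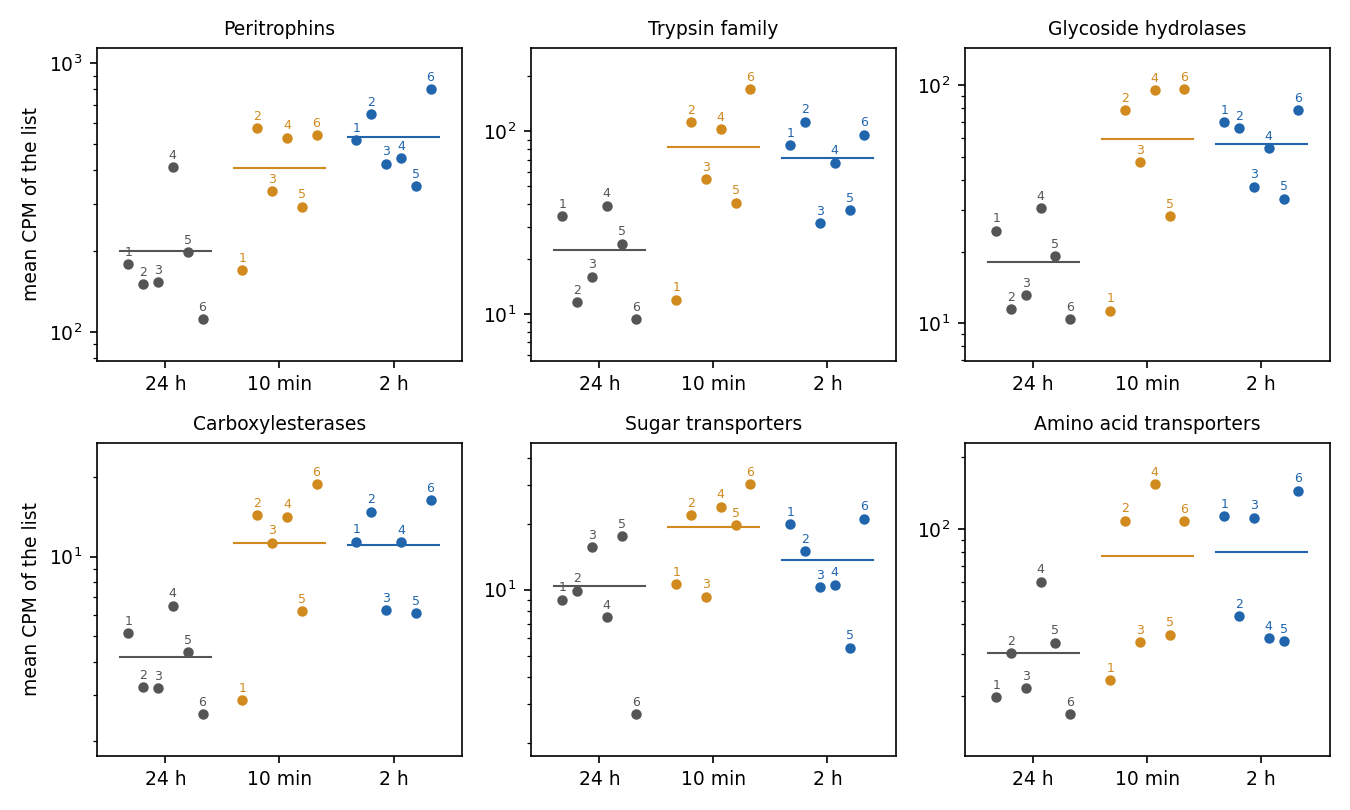
Mean level per transcript of 6 gene groups in each sample, in TMM-scaled CPM on a log axis, by time after feeding. Points are samples with their replicate number and lines are means of 6. The glycoside hydrolases average between 10.4 and 30.4 CPM in the 24 h samples. The sugar transporter group includes matches to a carcinine transporter and to sialin.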

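All 5 listed lipases were higher at 2 h than at 24 h. The lipase member H match TR65119|c0_g1, which hydrolyses phospholipids or triglycerides in related enzymes, rose by 1.59 on the log2 scale (SE 0.422, adjusted p = 0.0144 from edgeR) and stayed called whichever library was left out. The bile salt-activated lipase match rose by 1.80 (SE 0.553) but was not called without 2 h replicate 6 or without 24 h replicate 3. The most abundant lipase, TR76143|c0_g1, rose by 1.65 (SE 0.563, adjusted p = 0.0366 from edgeR) and was called in 4 of the 12 fits that left out a library, those without 2 h replicate 3, 2 h replicate 5, 24 h replicate 1 or 24 h replicate 4. The number of called lipases was 3 without 2 h replicate 1 or 4, 2 without 2 h replicate 2, 24 h replicate 2 or 24 h replicate 6, 1 without 2 h replicate 6 or 24 h replicate 3, and 2 without replicates 1, 3 and 6 of 2 h together (median log2 fold change of the 5 lipases 1.84, against 1.63 with all samples). TR65119|c0_g1 was named after its values were seen, the list was chosen by the study on these samples and is not independent evidence.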

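Transporters of amino acids, sugars and lipids were all among the transcripts higher at 2 h than at 24 h. All 4 listed amino acid transporters rose (4 when adjusted over the list alone). The proton-coupled transporters TR67832|c3_g1, TR59587|c0_g1 and TR42645|c0_g2 rose by 1.98 (SE 0.398), 1.78 (SE 0.443) and 1.34 (SE 0.335) on the log2 scale. The sodium-dependent transporter TR37582|c1_g2 rose by 1.32 (SE 0.491, adjusted p = 0.0495 from edgeR) and was called in 4 of the 12 fits that left out a library, those without 2 h replicate 2, 2 h replicate 4, 2 h replicate 5 or 24 h replicate 4. Of 9 transcripts of the sugar transporter family, 7 rose and 2 fell (1 without 2 h replicates 2 or 6 or 24 h replicates 3 or 5), and 6 of the 7 match the trehalose transporter Tret1, such as TR93769|c0_g1 at 2.10 (SE 0.604) and TR34420|c0_g1 at 1.73 (SE 0.299). The 3 fatty acid-binding proteins, which carry fatty acids in the cell, rose by 1.83 (TR25769|c0_g1, SE 0.395), 1.33 (TR36332|c0_g3, SE 0.285) and 1.29 (TR77389|c0_g2, SE 0.315). Without replicates 1, 3 and 6 of 2 h together, which leaves 3 samples, 1 amino acid transporter (median log2 fold change 0.72, against 1.56 with all samples), 2 sugar transporters (1.06, against 1.73) and 0 fatty acid-binding proteins (0.92, against 1.33) were called higher. In that fit 0 sugar transporters were called lower. The Tret1 matches were named after their values were seen, and these lists were chosen by the study on these samples, so the counts are not independent evidence.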

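Of 14 carboxylesterases, which hydrolyse ester bonds of foreign compounds, 11 were higher at 2 h than at 24 h, 1 was lower and 2 were not called (12 and 2 when adjusted over the list alone), with a median log2 fold change of 1.33. The lower one, acetylcholinesterase 1 (TR39051|c2_g1, -1.03, SE 0.249), was not called without 2 h replicate 2, 2 h replicate 5, 24 h replicate 3 or 24 h replicate 5. All 4 UDP-glycosyltransferases were higher (median 1.89), with TR90718|c2_g1 at 2.02 (SE 0.557), TR41238|c0_g1 at 1.75 (SE 0.459) and TR31766|c0_g1 at 1.53 (SE 0.455, not called without 2 h replicate 6). The 2 glutathione S-transferases, which attach glutathione, rose by 1.50 (TR91389|c0_g2, SE 0.387) and 1.48 (TR87683|c0_g1, SE 0.506). The second of them was called in 6 of the 12 fits that left out a library and lost without 2 h replicates 1 or 6 or 24 h replicates 2, 3, 5 or 6. TR39781|c0_g1, which has no protein name but holds the repeat domain of nitrile-specifier proteins, rose by 1.78 (SE 0.345, adjusted p = 0.00713 from edgeR), and the G12 matches TR56550|c0_g9, TR56550|c0_g5 and TR56550|c0_g10 by 1.54, 1.48 and 1.38. Of 4 ABC transporters, ABCG1, a lipid exporter, rose by 1.74 (TR12891|c0_g1, SE 0.431). The other 3 fell, 2 matches to the multidrug pump Mdr49 at -1.73 (TR106329|c0_g1, SE 0.503, -0.99 without 24 h replicate 5) and -1.10 (TR46161|c0_g2, SE 0.324, lost without 2 h replicate 6 or 24 h replicate 5) and a multidrug resistance-associated protein at -1.11 (TR79577|c0_g2, SE 0.32, lost without 2 h replicate 2 or 24 h replicate 5), so 0 of the ABC transporters were called lower without 24 h replicate 5. Of 7 cytochrome P450s, 3 rose and 4 fell, and P450 4C1 rose by 1.32 (SE 0.401, lost without 2 h replicate 2, 24 h replicate 3 or 24 h replicate 6). The P450 rises numbered 1 without 24 h replicate 3 or 6, and the falls 2 without 2 h replicate 2 and 1 without 24 h replicate 5. Without replicates 1, 3 and 6 of 2 h together, which leaves 3 samples, 8 carboxylesterases (median log2 fold change 1.24), 0 UDP-glycosyltransferases (0.78, against 1.89 with all samples), 0 glutathione S-transferases (0.72, against 1.49) and 4 nitrile-specifier and G12 proteins (1.73, against 1.51) were called higher. In that fit 1 carboxylesterase was called lower. Of the P450s, 1 was called higher and 4 lower, and of the ABC transporters 0 higher and 1 lower. The acetylcholinesterase was named after its values were seen, and these lists were chosen by the study on these samples, so the counts are not independent evidence.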

We also identified transcripts encoding proteins that are predicted to play a role in all three phases of detoxification of xenobiotics, namely, CEs, GSTs, UGTs, nitrile-specifier proteins (NSP) and members of the ABC family of transporters. In addition to putative ABC transporters, transcripts predicted to encode other transmembrane protein complexes were upregulated, such as a H^+^ V-ATPase subunit-a transcript. By contrast, according to their Pfam classification, no genes predicted to be involved in enzymatic digestion or nutrient uptake were downregulated 2 h after feeding (Table 3).

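Subunit a of the V-ATPase, the membrane part of a proton pump that acidifies compartments and energizes transport, was represented by 3 transcripts. One of them, SgVAHa1 (TR39983|c0_g2), was called higher at 2 h than at 24 h and the other two were not, while adjusted over the list alone 2 were higher and 1 was lower. SgVAHa1 lay between 182 and 335 CPM in the 6 samples of 2 h and between 64.1 and 170.0 CPM in the 6 of 24 h, and all 2 h samples lay above all 24 h samples. The highest 24 h value belonged to replicate 4.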

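None of the 5 aminopeptidases and carboxypeptidases, 19 glycoside hydrolases, 5 lipases or 4 amino acid transporters was lower at 2 h than at 24 h, and all of them had a fold change above 0 in edgeR. Within the trypsin family, 2 transcripts fell, matches to serine protease snake (TR60258|c0_g1, log2 fold change -1.35, SE 0.326) and modular serine protease (TR84957|c0_g1, -1.09, SE 0.299, not called without 24 h replicate 5), which act in proteolytic cascades of development and immunity in flies. Within the sugar transporter family, the carcinine transporter match TR64094|c0_g1 fell by 2.11 (SE 0.656, adjusted p = 0.0255 from edgeR) and was lost without 2 h replicates 2 or 6 or 24 h replicates 3 or 5. A sialin match, an exporter of acidic sugars from lysosomes (TR86957|c1_g3), fell by 2.10 (SE 0.62, -1.01 without 24 h replicate 5), and it is also counted among the SLC17-like transporters. In the family of lipocalins and fatty acid-binding proteins, the apolipoprotein D match TR83015|c0_g1 stood at -2.004 (SE 0.700, adjusted p = 0.0397 from edgeR) and stayed called only without 2 h replicate 3, 24 h replicate 4 or 24 h replicate 6. Among the 6 chitin-binding proteins that fell were 3 matches to obstructor-E, a protein of the cuticle, at -1.82 (TR69775|c0_g1, SE 0.351), -1.35 (TR25864|c0_g1, SE 0.364) and -1.19 (TR16735|c0_g1, SE 0.299). Some markers of muscle, of nervous and endocrine cells and of fat body and hemolymph were also lower. Their levels do not tell whether such cells belong to the midgut itself or came with it. A muscle myosin light chain stood at -1.19 (TR79735|c1_g2, SE 0.351). Of 4 genes of nervous and endocrine cells 1 fell, an acetylcholine receptor subunit at -1.25 (TR96108|c0_g2, SE 0.342), and of 4 proteins of fat body and hemolymph 3 fell. The other 3 genes of nervous and endocrine cells were not called, the regulator dimmed (TR100169|c0_g1) at 0.50, the RNA-binding ELAV match (TR100536|c0_g4) at -0.65 and the vesicle protein SNAP-25 (TR100813|c0_g1) at -0.15. Of the 3 fat body and hemolymph proteins that fell, arylphorin alpha, a storage protein, stood at -2.25 (TR62387|c0_g1, SE 0.824) and was also lost without 24 h replicate 3, and 0 of the 3 were called without any one of 2 h replicates 1, 2, 3 and 6 or 24 h replicates 2, 5 and 6. Without replicates 1, 3 and 6 of 2 h together, which leaves 3 samples, 0 fat body proteins (median log2 fold change -1.44, against -2.02 with all samples), 1 muscle gene (-1.35, against -1.19) and 3 obstructor proteins (-1.98, against -1.35) were called lower. Snake, modular serine protease, sialin and the apolipoprotein D match were named after their values were seen, and the lists were chosen by the study on these samples, so the counts are not independent evidence.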

**TABLE 2:** Summary of Pfam families of upregulated transcripts 2 h after feeding versus 24 h after feeding.

Classification	Pfam	# DEGs	Description
Peritrophins	PF01607	17	Chitin binding Peritrophin-A domain
Enzymatic digestion	PF00089	20	Trypsin
	PF00232	15	Glycosyl hydrolase family 1
	PF01055	8	Glycosyl hydrolases family 31
	PF00151	5	Lipase
	PF01433	3	Peptidase family M1 domain
	PF11838	3	ERAP1-like C-terminal domain - Aminopeptidase family
	PF05577	1	Serine carboxypeptidase S28
	PF00128	1	Alpha amylase, catalytic domain
	PF02449	1	Beta-galactosidase
	PF00686	1	Starch binding molecule
	PF02837	1	Glycosyl hydrolase family 2
	PF00759	1	Glycosyl hydrolase family 9
	PF02055	1	Glycosyl hydrolase family 30
	PF01301	1	Glycosyl hydrolase family 35
	PF01074	1	Glycosyl hydrolase family 38, N-terminal domain
	PF04116	1	Fatty acid hydroxylase superfamily
	PF16884	1	N-terminal domain of oxidoreductase
Detoxification	PF00135	15	Carboxylesterase family
	PF00201	6	UDP-glucoronosyl and UDP-glucosyl transferase
	PF06757	4	Insect-allergen-repeat protein, nitrile-specifier detoxification
	PF00106	4	Short chain dehydrogenase
	PF00248	3	Aldo/keto reductase family
	PF02798	3	Glutathione S-transferase, N-terminal domain
	PF04488	2	Glycosyltransferase sugar-binding region
	PF01762	2	Galactosyltransferase
Nutrient absorption	PF00083	7	Sugar (and other) transporter
	PF01490	4	Transmembrane amino acid transporter protein
	PF00061	3	Cytosolic fatty-acid binding protein family
	PF16414	2	Niemann-Pick C1 N terminus
	PF00854	1	Proton-dependent oligopeptide transporter family
	PF13906	1	C-terminus of amino acid permease
Membrane pumps	PF07690	3	Major Facilitator Superfamily
	PF00664	1	ABC transporter transmembrane region
	PF00005	1	ABC transporter
	PF01061	1	ABC-2 type transporter
	PF00999	1	Sodium/hydrogen exchanger family
	PF03619	1	Organic solute transporter Ostalpha
	PF01496	1	V-type ATPase a subunit family
Other	PF00011	4	Heat shock protein 20 (Hsp20)
	PF06585	3	Haemolymph juvenile hormone binding protein (JHBP)
	PF07714	2	Protein tyrosine kinase
	PF01370	2	NAD dependent epimerase/dehydratase family
	PF13561	2	Enoyl-(Acyl carrier protein) reductase
	PF01683	2	EB domain—Function unknown
	PF00226	2	Chaperone DnaJ domain
	PF02518	2	Histidine kinase-, and HSP90-like ATPase
	PF16984	1	Group 7 allergen
	PF00012	1	Heat shock protein 70 (Hsp70)
	PF00183	1	Heat shock protein 83 (Hsp83)
	PF13855	1	Leucine rich repeat
	PF00063	1	Myosin head (motor domain)
	PF00076	1	RNA recognition motif
	PF00642	1	Zinc finger C-x8-C-x5-C-x3-H type/RNA-binding
	PF00096	1	Zinc finger, C2H2 type
	PF00390	1	Malic enzyme
	PF16177	1	Acetyl-coenzyme A synthetase N-terminus
	PF00109	1	Beta-ketoacyl synthase
	PF17297	1	Phosphoenolpyruvate carboxykinase, N-terminal domain
	PF03953	1	Tubulin C-terminal domain
	PF01553	1	Acyltransferase
	PF00085	1	Thioredoxin
	PF08211	1	Cytidine and deoxycytidylate deaminase
	PF00330	1	Aconitase family (aconitate hydratase)
	PF01869	1	BadF/BadG/BcrA/BcrD ATPase family
	PF00352	1	Transcription factor TFIID (or TATA-binding protein, TBP)
	PF02460	1	Patched family/membrane receptor for Sonic Hedgehog
	PF13637	1	Ankyrin repeats (many copies)
	PF01569	1	Phosphatidic acid phosphatase superfamily
	PF04193	1	PQ loop repeat
	PF13306	1	BspA type Leucine rich repeat region (6copies) domain
	PF01564	1	Spermine/spermidine synthase domain
	PF01510	1	N-acetylmuramoyl-L-alanine amidase
	PF07084	1	Thyroid hormone-inducible hepatic protein Spot 14
	PF06463	1	Molybdenum Cofactor Synthesis C
	PF06293	1	Lipopolysaccharide kinase (Kdo/WaaP) family
	PF00560	1	Leucine Rich Repeat
	PF00501	1	AMP-binding enzyme
	PF04055	1	Radical SAM superfamily
	PF05368	1	NmrA-like family
	PF04922	1	DIE2/ALG10 family
	PF02668	1	Taurine catabolism dioxygenase TauD, TfdA family
	PF03009	1	Glycerophosphoryl diester phosphodiesterase family
	PF17284	1	Spermidine synthase tetramerisation domain
	PF13606	1	Ankyrin repeat
	PF00389	1	D-isomer specific 2-hydroxyacid dehydrogenase
	PF07991	1	Acetohydroxy acid isomeroreductase
	PF13353	1	4Fe-4S single cluster domain
	PF12796	1	Ankyrin repeats (3 copies)
	PF12349	1	Sterol-sensing domain of SREBP cleavage-activation
	PF09335	1	SNARE associated Golgi protein
	PF08659	1	KR domain part of polyketide synthases
	PF13664	1	Domain of unknown function (DUF4149)
	PF16012	1	Domain of unknown function (DUF4780)
	PF06155	1	Protein of unknown function (DUF971)
	PF05705	1	Eukaryotic protein of unknown function (DUF829)

**TABLE 3:** Summary of Pfam families of downregulated transcripts 2 h after feeding versus 24 h after feeding.

Classification	Pfam	# DEGs	Description
Peritrophins	PF01607	5	Chitin binding Peritrophin-A domain
Enzymes	PF00089	2	Trypsin
	PF00351	1	Biopterin-dependent aromatic amino acid hydroxylase
	PF01019	1	Gamma-glutamyltranspeptidase
	PF00930	1	Dipeptidyl peptidase IV (DPP IV) N-terminal region
	PF01619	1	Proline dehydrogenase
Inhibitors	PF00079	1	Serpin (serine protease inhibitor)
Detoxification	PF00067	6	Cytochrome P450
	PF00106	1	Short chain dehydrogenase
	PF00135	1	Carboxylesterase family
	PF00171	1	Aldehyde dehydrogenase family
	PF16884	1	N-terminal domain of oxidoreductase
Membrane associated	PF00664	3	ABC transporter transmembrane region
	PF00083	2	Sugar (and other) transporter
	PF03522	1	Solute carrier family 12
	PF00860	1	Permease family
	PF00909	1	Ammonium Transporter Family
	PF00916	1	Sulfate permease family
	PF01061	1	ABC-2 type transporter
	PF00155	1	Aminotransferase class I and II
	PF04547	1	Calcium-activated chloride channel
	PF03600	1	Citrate transporter
	PF00061	1	Fatty acid binding protein
	PF00335	1	Tetraspanin family
Other	PF00595	2	PDZ domain
	PF01347	2	Lipoprotein amino terminal region
	PF03392	2	Insect pheromone-binding family
	PF03722	2	Hemocyanin, all-alpha domain
	PF12796	2	Ankyrin repeats (3 copies)
	PF06585	1	Haemolymph juvenile hormone binding protein (JHBP)
	PF00059	1	Lectin C-type domain
	PF00046	1	Homeodomain
	PF00078	1	Reverse transcriptase (RNA-dependent DNA polymerase)
	PF00096	1	Zinc finger, C2H2 type
	PF00041	1	Fibronectin type III domain
	PF00169	1	PH domain
	PF00560	1	Leucine Rich Repeat
	PF00875	1	DNA photolyase
	PF02014	1	Reeler domain
	PF02931	1	Neurotransmitter-gated ion-channel ligand binding domain
	PF04321	1	RmlD substrate binding domain
	PF04500	1	FLYWCH zinc finger domain
	PF05978	1	Ion channel regulatory protein UNC-93
	PF07177	1	Neuralized
	PF09298	1	Fumarylacetoacetase N-terminal
	PF15993	1	Fuseless
	PF12017	1	Transposase protein
	PF12803	1	mRNA (guanine-7-)methyltransferase (G-7-MTase)
	PF13516	1	Leucine Rich repeat
	PF16984	1	Group 7 allergen
	PF00650	1	CRAL/TRIO domain
	PF03729	1	Short repeat of unknown function (DUF308)

### 3.4 RNAi-induced gene silencing experiments

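SgVAHa1 (TR39983|c0_g2), subunit a of the proton-pumping V-ATPase, stood at 180 ± 69.7 CPM at 10 min, 235 ± 57.04 CPM at 2 h and 101 ± 38.9 CPM at 24 h (SD, n = 6 each). Its mean at 2 h differed from that at 24 h (exact two-sided permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow, Holm-adjusted p = 0.00649 over 3 pairs). Between 10 min and 24 h the same exact test gave p = 0.0346, which did not pass after adjustment (Holm-adjusted p = 0.0693). In edgeR the 10 min level differed from that of 24 h by a log2 fold change of 0.84 (SE 0.312, adjusted p = 0.194), and without 10 min replicate 1 by 1.01 (adjusted p = 0.0348).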

Two genes were selected for functional analysis because of their potentially important role in gut physiology and their upregulation 2 h after feeding compared to 24 h (Supplementary Figures S5A, B, one-way ANOVA with Holm-Šídák’s *post hoc* test, *SgVAHa1* RNA-seq: *p* = 0.00016, *SgNPC1b* RNA-seq: *p* = 0.00030). The first transcript ‘TR39983|c0_g2’ encodes a H^+^ V-ATPase 116 kDa subunit and is referred to as H^+^ V-ATPase subunit-a isoform 1 (*SgVAHa1*). The second transcript ‘TR102686|c0_g1’ encodes a Niemann-pick C1 b (NPC1b) protein and is referred to as *SgNPC1b*. In addition to *SgVAHa1*, two other transcripts annotated as H^+^ V-ATPase subunit-a were present in the *S. gregaria* midgut transcriptome, namely, ‘TR70116|c0_g1_i2’ and ‘TR91547|c0_g1_i1’ showing overall high sequence similarity to *SgVAHa1*. However, *SgVAHa1* was the only *SgVAHa* transcript that was significantly upregulated in the midgut 2 h after feeding compared to 24 h. 

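SgNPC1b (TR102686|c0_g1), a Niemann-Pick C1 protein of the kind that takes up sterols in the insect gut, stood at 41.3 ± 24.7 CPM at 10 min, 41.8 ± 21.7 CPM at 2 h and 12.7 ± 3.96 CPM at 24 h (SD, n = 6 each). The means of 2 h and 24 h differed (exact two-sided permutation test, p = 0.00866, Holm-adjusted p = 0.026 over 3 pairs), although 2 h replicate 3, at 13.4 CPM, lay within the 24 h range. At 10 min against 24 h the exact permutation p was 0.0325, which did not pass after adjustment (Holm-adjusted p = 0.0649). The log2 fold change at 10 min was 1.70 with an adjusted p of 0.18 in edgeR, 1.71 with an adjusted p of 0.00971 in DESeq2, and 1.91 with an adjusted p of 0.0293 in edgeR without 10 min replicate 1.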

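TR70116|c0_g1 was the most abundant transcript of V-ATPase subunit a, with 560 ± 91.0 CPM at 10 min, 693 ± 68.0 CPM at 2 h and 526 ± 115 CPM at 24 h (SD, n = 6 each). TR91547|c0_g1 was the least abundant, with 46.4 ± 13.7, 37.6 ± 8.16 and 63.4 ± 15.5 CPM. The files give levels per contig, so these values belong to the contigs of the 2 named isoforms and not to the isoforms alone. Reads that fit more than one of the 3 similar transcripts were divided among them by RSEM, which leaves their separate levels uncertain.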

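TR70116|c0_g1, the most abundant subunit a, had a log2 fold change of 0.40 at 2 h against 24 h (SE 0.14, adjusted p = 0.0404 from edgeR), below the fold threshold. TR91547|c0_g1 was lower at 2 h, at -0.75 (SE 0.177, adjusted p = 0.01 from edgeR), and also within the fold threshold. An exact two-sided permutation test of the mean CPM gave p = 0.0108 for the first and p = 0.00649 for the second. With each library left out in turn, TR70116|c0_g1 had an adjusted p of up to 0.082, and neither transcript passed both thresholds.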

Using *SgVAHa1* and *SgNPC1b* sequences as a query, nucleotide sequences encoding full open reading frames were retrieved from the *S. gregaria* genome (GenBank assembly accession GCA_023897955.2) for both genes (Supplementary Figures S3, S4). For *SgVAHa1*, the obtained amino acid sequence was identical to a previously annotated *S. gregaria* H^+^ V-ATPase 116 kDa subunit (GenBank accession number XP_049832128.1). A multiple sequence alignment, as well as a phylogenetic analysis, was performed for *SgVAHa1* (Supplementary Figures S6, S7) and *SgNPC1b* (Supplementary Figures S8, S9). The amino acid sequence alignments of both genes showed a high sequence similarity to their respective orthologs in other insect species (*SgVAHa1*: coverage = 97.2–99.6%, identity = 51.2–73.3%; *SgNPC1b*: coverage = 93.2–95.4%, identity = 30–39.3%). In addition, all of the 14 amino acid residues previously identified to be crucial for H^+^ V-ATPase subunit assembly and/or function were conserved in the *SgVAHa1* sequence (Leng et al., 1998) and *SgNPC1b* contained the three key motifs that are typical for NPC1 proteins: a patched domain (Pfam annotation PF02460), N-terminal domain (PF16414) and sterol-sensing domain (SSD, PF12349) (Zheng et al., 2018). Additionally, phylogenetic analyses of these genes are generally consistent with insect phylogeny and all species belonging to the same order were clustered together.

The RNA-seq results for *SgVAHa1* and *SgNPC1b* were validated by measuring mRNA levels in the midgut in all three conditions using RT-qPCR, confirming the induced expression of both genes in the midgut samples 2 h after feeding (Supplementary Figures S5C, D, one-way ANOVA with Holm-Šídák’s *post hoc* test, *SgVAHa1*: *p* = 0.0008, *SgNPC1b*: *p* = 0.0027). Furthermore, *SgVAHa1* transcript levels were already significantly elevated as soon as 10 min after feeding compared to 24 h (one-way ANOVA with Holm-Šídák’s *post hoc* test, *p* = 0.0057). Finally, the FCs 2 h after feeding compared to 24 h after feeding observed in this RT-qPCR analysis did not differ drastically from those observed in the RNA-Seq analysis (*SgVAHA1*: 1.067 vs. 1.225, *SgNPC1b*: 1.624 vs. 1.713 respectively).

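In the RNA-seq counts, SgVAHa1, the proton pump subunit, had a log2 fold change of 1.23 at 2 h against 24 h (SE 0.233, unadjusted p = 0.00016 and adjusted p = 0.00713 from edgeR), and between 1.10 and 1.44 with each library left out in turn. SgNPC1b, a putative sterol transporter, had a log2 fold change of 1.71 (SE 0.352, unadjusted p = 0.000316 and adjusted p = 0.00758 from edgeR), and between 1.46 and 1.90 with each library left out. Both were called in all 12 of those fits.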

#### 3.4.1 RNAi of *SgVAHa1*

*SgVAHa1* is predominantly expressed in the gastric caeca and in the midgut and only low transcript levels were detected in other parts of the digestive tract, namely, foregut, Malpighian tubules, and hindgut (Figure 4A). Transcript levels of *SgVAHa1* were significantly higher in caeca and midgut compared to all other tissues (*n* = 4; one-way ANOVA with Holm-Šídák’s *post hoc* test; midgut and caeca compared to all other tissues: *p* < 0.0001; hindgut, foregut and Malpighian tubules compared to all other tissues: *p* < 0.005). Upon injection of *dsVAHa1*, the midgut transcript levels of *SgVAHa1* on N5D6 were significantly reduced by 88.5% compared to animals injected with *dsGFP* (Figure 4B; *dsGFP: n* = 5, *dsVAHa1*: *n* = 5; unpaired Student’s t-test, *p* = 0.0003).

**FIGURE 4:**
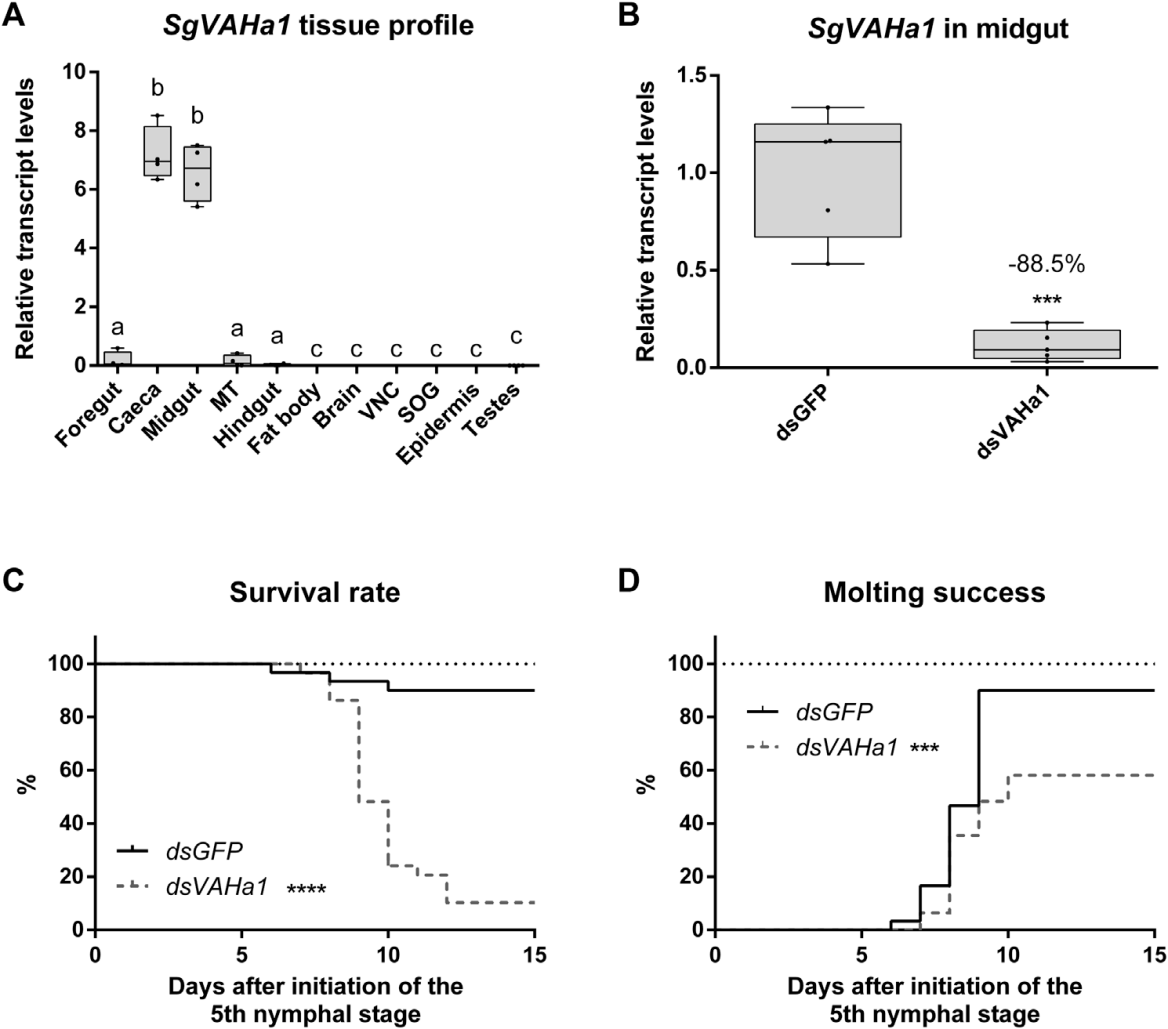
RNAi-induced knockdown of *SgVAHa1*. Animals injected with a dsRNA construct targeting *SgVAHa1* (*dsVAHa1*) were compared to control animals injected with *dsGFP*. *SgVAHa1* transcript levels **(A,B)** are represented by boxplots containing the upper and lower quartile, while the whiskers indicate the minimum and maximum. The median is indicated by the gray line within each box. Relative transcript levels were normalized using *SgGAPDH* and *SgRP49* as reference genes. Statistical significance (*p* ≤ 0.05) is either indicated by (a combination of) distinct characters [**(A)**, a, b, and c) or an asterisk (panel B–D, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001]. **(A)** Relative transcript levels of *SgVAHa1* were measured in a range of tissues (MT: Malpighian tubules, VNC: ventral nerve cord, SOG: suboesophageal ganglion) using RT-qPCR (*n* = 4) (one-way ANOVA with Holm-Šídák’s *post hoc* test; midgut and caeca compared to all other tissues: *p* < 0.0001; hindgut, foregut and MT compared to all other tissues: *p* < 0.005). **(B)** Relative mRNA levels of *SgVAHa1* in the midgut of *dsGFP* and *dsVAHa1* injected animals measured by RT-qPCR (*dsGFP*: *n* = 5, *dsVAHa1*, *n* = 5). Transcript levels of *SgVAHa1* were significantly reduced by 88.5% upon *dsVAHa1* injection (unpaired Student’s t-test, *p* = 0.0003). **(C)** Survival rate is expressed as the percentage of live animals. Animals injected with *dsVAHa1* (dashed gray line) had a significantly lower survival rate compared to control animals (full black line) (*dsGFP*: *n* = 30, *dsVAHa1*, *n* = 31, logrank Mantel-Cox test, *p* < 0.0001). **(D)** Molting success is expressed as the percentage of animals that successfully molted to the adult stage. Animals injected with *dsVAHa1* (dashed gray line) had significantly lower molting success compared to control animals (full black line) (*dsGFP*: *n* = 30, *dsVAHa1*, *n* = 31, logrank Mantel-Cox test, *p* = 0.0003).

An RNAi-induced knockdown of *SgVAHa1* (*dsGFP*: *n* = 30, *dsVAHa1*: *n* = 31) significantly affected survival throughout the N5 stage (Figure 4C, logrank Mantel-Cox test, *p* < 0.0001), as well as molting from the nymphal to the adult stage (Figure 4D, logrank Mantel-Cox test, *p* = 0.0003). The first animals died on N5D6 (*dsGFP*) and N5D7 (*dsVAHa1*). The highest mortality occurred in the *dsVAHa1* condition on N5D9 (37.93%) and N5D10 (24.14%). On N5D10, only 24.14% of animals were still alive (*dsVAHa1*) compared to 90% in the control condition (*dsGFP*). The first animals molted to the adult stage at N5D6 (*dsGFP*) and N5D7 (*dsVAHa1*). On N5D9, only 28.85% of animals had molted (*dsVAHa1*) compared to all of the surviving *dsGFP* injected animals (90%). At the end of the experiment, a total of eighteen out of thirty-one animals (58.06%) from *dsVAHa1* injected animals had reached the adult stage. However, these animals were visibly unhealthy (our observations) and fifteen of these eighteen adults died within the duration of this experiment (15 days after the molt to the N5 stage). By contrast, all of the twenty-seven *dsGFP* injected animals that successfully molted to the adult stage remained healthy throughout this experiment.

#### 3.4.2 RNAi of *SgNPC1b*

The majority of *SgNPC1b* expression was measured in the gastric caeca and the midgut. By contrast, *SgNPC1b* transcript levels were low in other parts of the digestive tract, namely, foregut, Malpighian tubules, and hindgut (Figure 5A). Transcript levels of *SgNPC1b* were significantly higher in caeca and midgut compared to all other tissues (*n* = 4, one-way ANOVA with Holm-Šídák’s *post hoc* test, midgut vs. foregut: *p* = 0.0002, all other comparisons: *p* < 0.0001). Transcript levels of *SgNPC1b* were measured in the midgut on N5D6, 24 h after a single injection with one of the (non-overlapping) dsRNAs targeting *SgNPC1b* (*dsNPC1b1 or dsNPC1b2*) in 24 h starved animals, and were significantly reduced by 69.5% (*dsNPC1b1*) and 53.1% (*dsNPC1b2*) compared to *dsGFP* injected animals (Figure 5B; *dsGFP*: *n* = 9, *dsNPC1b1*: *n* = 9, *dsNPC1b2*: *n* = 9; one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1*: *p* = 0.0004, *dsNPC1b2*: *p* = 0.0303).

**FIGURE 5:**
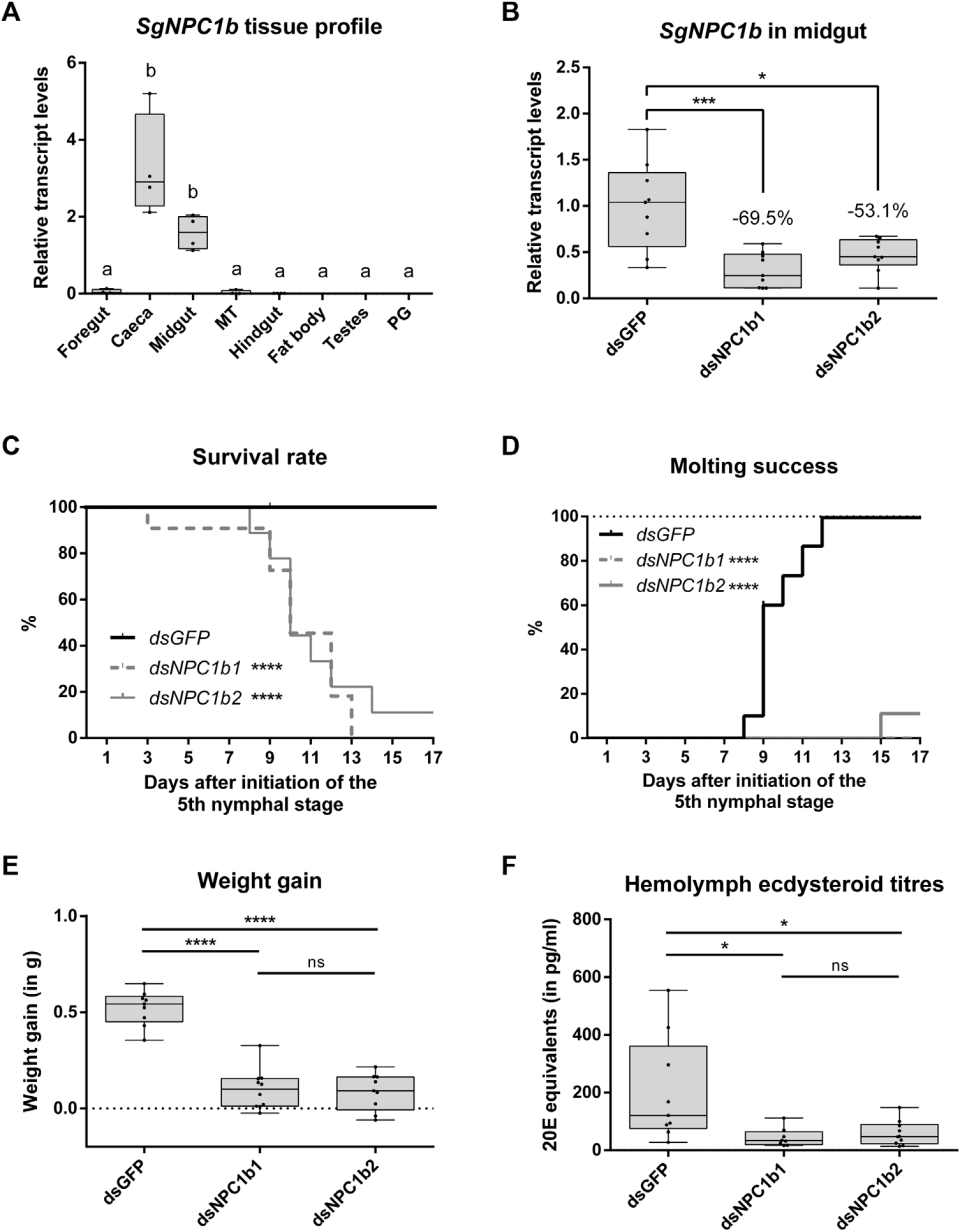
RNAi-induced knockdown of *SgNPC1b*. Animals injected with dsRNA targeting *SgNPC1b* (*dsNPC1b1* or *dsNPC1b2*) were compared to control animals injected with *dsGFP* (*dsGFP*: *n* = 10, *dsNPC1b1*: *n* = 11, *dsNPC1b2*: *n* = 9). Transcript levels of *SgNPC1b* **(A,B)**, weight gain **(E)** and hemolymph ecdysteroid titers **(F)** are represented by boxplots containing the upper and lower quartile, while the whiskers indicate the minimum and maximum. The median is indicated by the gray line within each box. Statistical significance (*p* ≤ 0.05) is either indicated by (a combination of) distinct characters [**(A)**, a and b] or an asterisk [**(B–E)**, *: *p* ≤ 0.05, ***: *p* ≤ 0.001, ****: *p* ≤ 0.0001]. Animals that died or escaped during the experiment were censored from the analysis and are indicated with ticks on the line graph **(C,D)**. **(A)** Relative transcript levels of *SgNPC1b* were measured in a range of tissues (MT: Malpighian tubules, PG: prothoracic gland) by RT-qPCR (*n* = 4). Relative transcript levels were normalized using *SgGAPDH* and *SgRP49* as reference genes. Relative transcript levels of *SgNPC1b* were significantly higher in caeca and midgut compared to other tissues (one-way ANOVA with Holm-Šídák’s *post hoc* test, midgut vs. foregut: *p* = 0.0003, all other pairwise comparisons: *p* < 0.0001). **(B)** Relative transcript levels of *SgNPC1b* in the midgut of *dsGFP* and *dsNPC1b* injected animals measured by RT-qPCR (*dsGFP*: *n* = 9, *dsNPC1b1*: *n* = 9, *dsNPC1b2*: *n* = 9). Transcript levels of *SgNPC1b* were significantly reduced by 69.5% and 53.1% upon *dsNPC1b1* and *dsNPC1b2* injection, respectively (one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1*: *p* = 0.0004, *dsNPC1b2*: *p* = 0.0303). **(C)** Survival rate is expressed as the percentage of live animals. Animals injected with *dsNPC1b1* (dashed gray line) or *dsNPC1b2* (full gray line) had a significantly lower survival rate compared to control animals (full black line) (Logrank Mantel-Cox test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* < 0.0001). **(D)** Molting success is expressed as the percentage of animals that successfully molted to the adult stage. Animals injected with *dsNPC1b1* (dashed gray line) or *dsNPC1b2* (full gray line) had significantly lower molting success compared to control animals (full black line) (logrank Mantel-Cox test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* < 0.0001). **(E)** Weight gain (in g) is calculated as the difference in weight between day 0 of the N5 stage (N5D0) and N5D6. Weight gain was significantly lower upon injection of *dsNPC1b* (one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* < 0.0001). **(F)** hemolymph ecdysteroid titers (expressed as 20E equivalents in pg/mL) as determined by EIA. Ecdysteroid titers were significantly lower in *dsNPC1b* injected animals compared to control (*dsGFP*) animals (one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1*: *p* = 0.0164, *dsNPC1b2*: *p* = 0.0212).

An RNAi-induced knockdown of *SgNPC1b* (*dsGFP*: *n* = 10, *dsNPC1b1*: *n* = 11, *dsNPC1b2*: *n* = 9) significantly affected survival throughout the N5 stage (Figure 5C, logrank Mantel-Cox test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* = 0.0003), as well as molting from the nymphal to the adult stage (Figure 5D, logrank Mantel-Cox test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* = 0.0001). The first animals died at N5D3 (*dsNPC1b1*) and N5D8 (*dsNPC1b2*). All but one *dsNPC1b* injected animal died during the N5 stage. The only surviving knockdown animal, injected with *dsNPC1b2*, molted to the adult stage at N5D15. By contrast, no control animals (*dsGFP*) died during the experiment. All control animals molted to the adult stage between N5D8 and N5D12. The total body weight was monitored from N5D0 onwards (Figure 5E). Weight gain was determined as the difference in total body weight between N5D0 and N5D6. Control animals gained significantly more weight, approximately doubling in weight, compared to both knockdown conditions (one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1*: *p* < 0.0001, *dsNPC1b2*: *p* < 0.0001). Finally, ecdysteroid levels were measured in the hemolymph at N5D6 and expressed as 20E equivalents (Figure 5F, *dsGFP*: *n* = 9, *dsNPC1b1*: *n* = 8, *dsNPC1b2*: *n* = 10). Upon knockdown of *SgNPC1b*, ecdysteroids levels in the hemolymph were significantly reduced (one-way ANOVA with Holm-Šídák’s *post hoc* test, *dsNPC1b1: p* = 0.0184, *dsNPC1b2*: *p* = 0.0184). No significant differences in survival rate, molting success, weight gain or hemolymph ecdysteroid levels were observed between the treatments with non-overlapping *dsNPC1b* constructs.

## 4 Discussion

### 4.1 The *S. gregaria* midgut transcriptome

In this study, we sequenced transcripts expressed in the midgut at three post-feeding timepoints. At least one functional annotation was retrieved for 56.5% of the total 19,345 transcripts. Consequently, 43.5% of transcripts did not retrieve any functional annotation, which is reflected by “Function unknown” being the largest represented COG group (20.5%, Figure 2). However, the functions attributed to (most of) these transcripts are predicted by bioinformatic analysis and are not conclusively proven. Annotation of the transcripts was primarily based on BLASTs, searching for regions of similarity between sequences of various species. Sequence identification was therefore strongly based on the assumed conservation of functions. Many transcripts in the *S. gregaria* midgut are possibly too divergent from sequences in other species. Alternatively, a subset of these transcripts possibly consists of either orthologues of conserved insect genes, or *Schistocerca-*specific genes, whose functions have yet to be discovered. Indeed, the abundance of unannotated transcripts is in line with research on other insects (Pauchet et al., 2009; Ma et al., 2012; Gazara et al., 2017; Huang et al., 2017; Dhania et al., 2019; Coutinho-Abreu et al., 2020). Both GO (Figure 1) and COG (Figure 2) functional classifications were consistent with midgut transcriptomic studies in other insect species (Pauchet et al., 2009; Spit et al., 2016b; Huang et al., 2017). Therefore, the limitations of bioinformatic predictions and functional annotations based on large sequencing datasets clearly demonstrate the need for more functional research on these transcripts. Functional characterization and validation of these transcripts will require time and will depend on the scientific progress in insect (*i.c.* locust) molecular physiology. Nevertheless, we provided a high-quality comprehensive database of transcript sequences obtained from the midgut of the desert locust, highlighting potential areas of interest for future investigations.

### 4.2 Differential expression analysis

We clearly illustrated the contrasting gene expression in the *S. gregaria* midgut at 2 h *versus* 24 h after feeding (Figure 3). A total of 569 and 212 transcripts were significantly up- and downregulated, respectively, in the 2 h condition compared to the 24 h condition. By contrast, no DEGs were detected for the other pairwise comparisons. At 24 h after feeding, only some highly digested remnants remained present inside the midgut lumen, while the foregut was empty. On the other hand, at 2 h after feeding, ingested plant material was observed inside the midgut. At 10 min after feeding, food was present in the foregut, while the midgut content was similar in appearance to that of the 24 h condition. 

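The samples of 24 h lay closest together. Fatty acid synthase, which builds fatty acids, varied by 8.56 CPM (SD, n = 6) around 66.0 CPM at 24 h, by 278 CPM around 331 CPM at 2 h and by 308 CPM around 332 CPM at 10 min. The chaperone BiP varied by 10.6 CPM around 74.3 CPM at 24 h and by 458 CPM around 475 CPM at 2 h, and it was named after its values were seen. The SLC17-like anion transporters ran the other way, at 58.4 ± 79.2 CPM together at 24 h, where replicate 5 was highest, and 8.87 ± 3.57 CPM at 2 h. Over all transcripts, the biological coefficient of variation within a condition was 23.6% at 24 h, 26% at 2 h and 30.7% at 10 min, and the median CV per transcript 15.5%, 17.7% and 21.1%. The mean distance of a sample from its condition's median on PC1 was 2.9 at 24 h and 7.8 at 2 h, which did not differ by an exact two-sided permutation test (p = 0.126, Holm-adjusted p = 0.182).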

We hypothesize that the 24 h condition was possibly the least subjected to variation because the digestive activity is drastically reduced in the absence of food. On the other hand, the presence of food in the alimentary tract (10 min and 2 h conditions) induced various biological processes. It is possible that the sensing of food and/or food entering the foregut may already have resulted in a rapid transcriptional response in the midgut. Therefore, the 10 min condition is likely a transitional timepoint between the 24 h and the 2 h conditions. This is supported by the high variation in transcript profiles between samples at 10 min after feeding, as the samples of the 10 min condition do not cluster based on PC1 and PC2 (Supplementary Figure S2). These findings suggest that the *S. gregaria* midgut can respond very swiftly at the transcriptional level to the uptake of food.

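The 10 min samples ranged from below the mean of 24 h to beyond that of 2 h. Transcripts were chosen by comparing replicates 1 to 3 of 2 h with replicates 1 to 3 of 24 h, and each 10 min sample was placed on a scale where the mean of the other 24 h samples is 0 and that of the other 2 h samples is 1. Over 641 transcripts higher at 2 h, the 10 min samples stood at 0.82 ± 0.92 (SD, n = 6), with replicates 2, 4 and 6 at 1.62, 1.68 and 1.49, replicates 3 and 5 at 0.53 and 0.17 and replicate 1 at -0.56. Over 358 transcripts lower at 2 h they stood at 0.45 ± 0.70, between -0.46 in replicate 1 and 1.06 in replicate 4, and the difference between the 2 sets was not tested. The samples of 24 h and 2 h that set the scale overlapped, with 24 h replicate 4 at 0.56 and 2 h replicate 5 at 0.50 over the higher transcripts. Chosen on replicates 4 to 6 instead, 0 transcripts passed, so the position rests on the choice from replicates 1 to 3. Because food in the foregut, or its sensing, may already act on midgut transcription, the paper proposes that 10 min is likely a transitional timepoint between 24 h and 2 h. It also cites the high variation between the samples of 10 min.

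**Figure D3:**
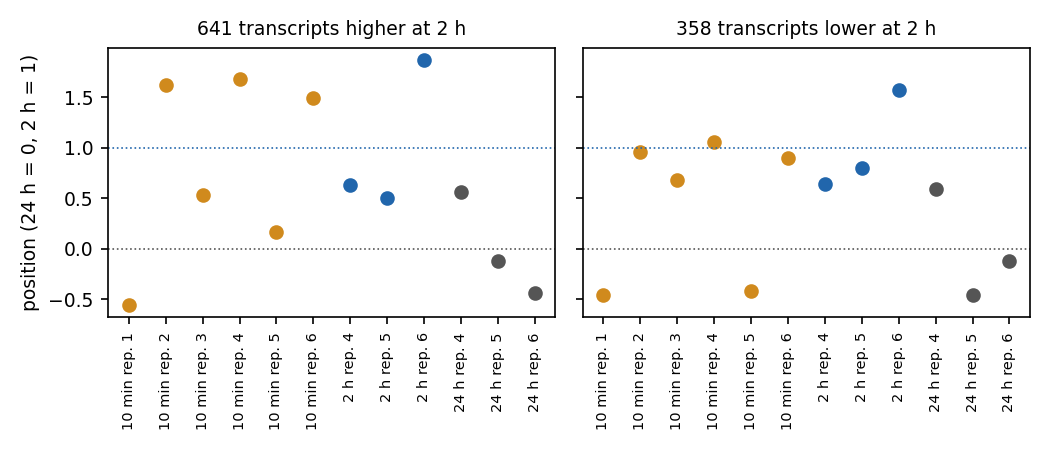
Position of each sample between 24 h (0) and 2 h (1) over transcripts higher (left) or lower (right) at 2 h, chosen on replicates 1 to 3 of both conditions. Points are single samples, orange for 10 min, blue for 2 h and grey for 24 h, and dotted lines mark 0 and 1. The 10 min samples range from -0.56 to 1.68 on the left.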

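At 10 min the levels of digestive and chaperone genes differed widely between samples. Hsp83, the insect Hsp90, stood at 239, 2280, 194, 1159, 235 and 1387 CPM in replicates 1 to 6, and BiP, the Hsp70 of the endoplasmic reticulum, at 73.8, 1044, 76.9, 529, 87.7 and 557 CPM. The mean distance of a 10 min sample from its condition's median on PC1 was 13.6, against 2.9 at 24 h, a difference of 10.7 (exact two-sided permutation test, p = 0.00866, Holm-adjusted p = 0.026). Against 2 h the difference was 5.9 (p = 0.0909 from the same exact test, Holm-adjusted p = 0.182). With all transcripts in place of the 500 most variable, the difference between 10 min and 24 h was 0.591 SD of all samples and did not pass (Holm-adjusted exact permutation p = 0.286). BiP was named after its values were seen.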

In accordance with the reference transcriptome, we also observed a high number of unannotated DEGs. Of the annotated transcripts, those putatively involved in enzymatic digestion, peritrophic membrane formation, nutrient digestion and xenobiotic metabolism were strongly upregulated in response to food uptake. This indicates that the organism fully invests in digestion and its associated processes. On the other hand, none of the downregulated transcripts were predicted, based on their Pfam annotation to exhibit extracellular digestive or nutrient absorption activity. Nevertheless, it cannot be excluded that the proteins encoded by these downregulated transcripts play important roles during periods of food deprivation, such as mediating stress tolerance, tissue maintenance/protection, or immune defenses. The following paragraphs will discuss the most important findings related to midgut-associated functions.

#### 4.2.1 Digestive enzymes and nutrient transporters

We identified various transcripts predicted to code for putative proteases, carbohydrases, lipases, and nucleases (Supplementary Table S5). Such broad repertoires of digestive enzymes are frequently observed in insects (Campbell et al., 2005; Pauchet et al., 2009; Ma et al., 2012; Spit et al., 2016a; Zhang et al., 2016). Nevertheless, important species-specific differences in digestive enzyme repertoires are observed amongst insects, partially due to different dietary preferences and midgut luminal pH (Holtof et al., 2019). The fact that the majority of putative proteolytic enzyme encoding transcripts identified here code for serine proteases is in line with previous research (Campbell et al., 2005; Spit et al., 2012; Bonelli et al., 2020; Coutinho-Abreu et al., 2020). The proteolytic activity in the midgut of *S. gregaria* has indeed been mainly attributed to serine proteases, such as trypsins and chymotrypsins, but was also revealed to contain minor cysteine and carboxypeptidase activity (Spit et al., 2012). This high serine protease activity has also been found in other orthopterans (Spit et al., 2014; Huang et al., 2017). However, this is not the case for the more acidic midgut of Coleoptera, and Hemiptera, where the most abundant proteolytic activity is due to cysteine peptidases (Pauchet et al., 2009; Valencia et al., 2016; Oppert et al., 2018; Holtof et al., 2019; Pimentel et al., 2020).

Interestingly, three putative cellulases were identified in the locust midgut transcriptome. This is in accordance with the more recent findings that an endogenous cellulase activity is present in some insect species, such as many cockroaches and termites (Blattaria), the cricket *Teleogryllus emma*, the beetle *Tribolium castaneum* and the fly *Musca domestica*, amongst others (Watanabe and Tokuda, 2010; Holtof et al., 2019). However, genome encoded cellulase enzymes appear to be absent in *Anopheles gambiae*, *Drosophila melanogaster* and *B. mori* (Watanabe and Tokuda, 2010). In conclusion, our data align with the general observation that insects deploy divergent sets of enzymes to mediate the enzymatic digestion of food.

In addition to putative digestive enzymes, we observed the presence and upregulation upon feeding of putative transporters for all of the most abundant nutrient classes, namely, amino acids, carbohydrates, and lipids (Table 2; Supplementary Table S6). We identified several transcripts encoding proteins putatively involved in dietary lipid and sterol uptake. Fatty acid transport proteins, as well as scavenger receptors class B type I, have been suggested to interact in the active transport of dietary fatty acids across the midgut membrane, which is supported by their high abundance in the midgut transcriptome (Holtof et al., 2019). Additionally, various putative sterol transporters were identified, namely, sterol carrier protein x (SCPx), SCP2, and NPC1 proteins.

#### 4.2.2 Xenobiotic metabolism and detoxification processes

Insects often encounter various toxic or xenobiotic compounds that can be harmful if they are not properly dealt with. Herbivorous polyphagous species, like *S. gregaria*, have to typically rely on a wide range of detoxification mechanisms. This is especially true for insects feeding on complex diets with a high diversity of allelochemicals, such as green leaves, in contrast to diets less diverse in allelochemicals, such as plant sap, nectar and pollen (Rane et al., 2019). Our transcriptome data indeed predicted the presence of various counter-defensive mechanisms in the *S. gregaria* midgut. This is based on the abundant presence of transcripts predicted to encode NPSs, UGTs, GSTs, CEs, P450s as well as ABC transporters (Supplementary Table S7), all of which have been shown previously to play important roles in xenobiotic metabolism and detoxification in a wide range of species (Rane et al., 2019; Denecke et al., 2021). Furthermore, multiple transcripts for each of these protein classes, with the exception of P450, were upregulated upon feeding (Table 2). Such differential gene expression patterns upon exposure to xenobiotics have been observed in several other species of insects (Herde and Howe, 2014; Spit et al., 2016b; Dhania et al., 2019; Shu et al., 2021; Jin et al., 2022). Our findings suggest that *S. gregaria* actively detoxifies its ingested food in the midgut by swiftly increasing the transcript levels of several detoxification systems. Additionally, we hypothesize that the broad repertoire of putative detoxification mechanisms encountered here is a consequence of the polyphagous herbivorous lifestyle of this locust species, implying that it can cope with a large diversity of plant toxins in its diet.

One of the plant toxins most often encountered by the locusts in our colony is glucosinolate from cabbage (Barba et al., 2016). We showed the upregulation of several putative NSPs, UGTs and GSTs, which have all been shown to be specifically involved in defense against glucosinolate-derived toxins (Burow et al., 2006; Li et al., 2018), suggesting that these proteins may also have a detoxifying function in the *S. gregaria* midgut. High levels of NSPs have been identified in the midguts of Lepidoptera as well as the locust *L. migratoria* (Fischer et al., 2008; Spit et al., 2016a). Interestingly NSPs isolated from other insect species, including *A. gambiae* and *Blattella germanica*, showed binding capacity to human immunoglobulin E, provoking an allergic reaction in atopic persons (Wang, Lee, and Wu, 1999). Locust NSPs might therefore provoke allergies in a similar manner. Six upregulated transcripts are predicted to belong to the multidrug resistance protein 1 (MRP1) family, including the ABC transporter subfamilies ABCB, ABCC and ABCG, which are described to have important functions in the xenobiotic metabolism of a wide range of insect species (Labbé et al., 2011; Sodani et al., 2012; Dermauw and Van Leeuwen, 2014; Qi et al., 2016; Denecke et al., 2021). Among these MRPs, one was further categorized as a P-glycoprotein 1 (ABCB1), which has previously been shown to be present in the brain barrier of *S. gregaria* (Andersson et al., 2014). P-glycoprotein 1, and other MRPs, such as MRP49 (ABCB1) and MRP1 (ABCC1), have been shown to play a role in pesticide resistance (Tian et al., 2013; Denecke et al., 2021). In summary, we showed the presence of various transcripts encoding proteins putatively involved in xenobiotic metabolism, as well as their upregulation upon feeding. Our findings therefore illustrate that polyphagous herbivorous insects are able to rely on various defense mechanisms against a large array of toxins. Interestingly, insects have been shown to rely on similar mechanisms for their protection against natural plant toxins and synthetic pesticides (Hawkins et al., 2019). How they succeed in doing so is still an important subject of study. Identifying and characterizing the underlying patterns orchestrating metabolic resistance against pesticides will be crucial in combatting insect pesticide resistance going forward.

In summary, based on our differential gene expression analysis in *S. gregaria* as well as those described in literature, it is apparent that gene expression in the insect midgut can respond rapidly to environmental changes, such as the presence of food, infection or exposure to xenobiotics. Based on our data, as well as reports in literature, multiple transcripts encoding putative digestive enzymes, nutrient transporters and other digestion-related genes are abundantly upregulated upon feeding (Sanders et al., 2003; Xu et al., 2012; Cui and Franz, 2020). By contrast, immunity-related genes and detoxification enzymes are strongly upregulated upon infection or exposure to xenobiotics, respectively, while digestion-related genes are downregulated, although these reactions are often complex (Noland et al., 2013; Herde and Howe, 2014; Dhania et al., 2019; Coutinho-Abreu et al., 2020; Kuang et al., 2021; Shu et al., 2021; Jin et al., 2022).

### 4.3 RNAi of *SgVAHa1*

#### 4.3.1 Structure and function of H^+^ V-ATPases

Based on our multiple sequence alignment (Supplementary Figure S6) and phylogenetic analysis (Supplementary Figure S7), we can conclude that *SgVAHa1* is a true ortholog of insect H^+^ V-ATPase subunit-a. We observed a significant upregulation of a H^+^ V-ATPase subunit-a 2 h after feeding, indicating that this subunit is under transcriptional regulation. The H^+^ V-ATPases are highly conserved transmembrane proton pumps which in insects occur mostly in various epithelial tissues, such as the salivary glands, the gut, Malpighian tubules, and the nervous system (Toei et al., 2010). These protein complexes use the energy released from hydrolyzing ATP to translocate protons across the apical membrane towards the extracellular fluid or across lysosomal or endosomal membranes towards the lumen of these intracellular compartments. This proton transport generates an electrochemical gradient enabling numerous biological processes, such as regulation of the internal pH of intracellular compartments, lysosomal degradation, loading of cargo into secretory vesicles, and maintaining the polarity of midgut epithelial cells (Banerjee and Kane, 2020). Furthermore, it is well established that in insects this proton motive force drives cation/H^+^ exchangers (i.e., K^+^/H^+^ and Na^+^/H^+^ antiporters) and therefore the transepithelial secretion of ions, which in turn stimulates Na^+^ or K^+^ coupled nutrient uptake (e.g., Na^+^ coupled glucose transporters) (Torrie et al., 2004; Wieczorek et al., 2009; Halberg and Møbjerg, 2012). However, the interaction between the electrochemical gradient generated by H^+^ V-ATPase and the secondary transport of inorganic ions by Na^+^/K^+^-ATPase at the basal membrane of epithelial cells is still unclear (Halberg and Møbjerg, 2012). The H^+^ V-ATPase protein complex consists of various subunits, further subdivided into a peripheral V_1_ domain consisting of eight different subunits (A-H) and an integral, membrane-bound, V_0_ domain consisting of six different subunits (a-e) (Toei et al., 2010). The V_1_ region contains the catalytic site converting ATP into energy, which is used for proton transport, in which subunit-a plays a crucial role. In addition, subunit-a was shown to be important for coupling specific V_1_ and V_0_ domains to different cellular sites (Kawasaki-Nishi et al., 2001; Sun-Wada and Wada, 2022) through interaction with specific phospholipids (Banerjee and Kane, 2020). Furthermore, the N-terminal domain of subunit-a has been described as a regulatory hub, incorporating environmental input, such as the glycolytic enzyme aldolase, and thereby regulating both assembly/disassembly and localization of the H^+^ V-ATPase complex to specific cellular membranes (Banerjee and Kane, 2020).

#### 4.3.2 *SgVAHa1* transcript profile

The *SgVAHa1* tissue profile highlights large differences in relative transcript levels (Figure 4A) and suggests a specialized function of *SgVAHa1* in the midgut and associated caeca. In addition to *SgVAHa1*, two other unique H^+^ V-ATPase subunit-a isoform sequences were also identified in our study. However, their tissue-dependent expression profiles were not evaluated since they were not differentially enriched upon feeding. It is currently unclear whether these isoforms perform different (tissue-specific) functions compared to *SgVAHa1*. More research is therefore needed to functionally characterize the different *S. gregaria* H^+^ V-ATPase subunit-a isoforms.

Differential distribution is typical for H^+^ V-ATPase subunits isoforms, including subunit-a (Kawasaki-Nishi et al., 2001; Toei et al., 2010; Chintapalli et al., 2013; Sun-Wada and Wada, 2022). All four isoforms of subunit-a in mice show different localization in embryos (Wada and Wada, 2022). In yeast two subunit-a isoforms occur, Stv1p which is localized to the vacuole and Vph1p which is localized to the Golgi apparatus (Kawasaki-Nishi et al., 2001). In insects, such tissue-specific expression of H^+^ V-ATPase subunit-a isoforms has been analyzed in *D. Melanogaster, T. castaneum,* and *L. migratoria* (Chintapalli et al., 2013; Mo et al., 2020; Liu et al., 2022; Naseem et al., 2023). In *D. melanogaster*, a midgut-specific H^+^ V-ATPase subunit-a isoform, called *vha100-4*, was identified. Other *D. melanogaster* H^+^ V-ATPase subunit-a isoforms are more uniformly expressed across tissues, with the exception of *vha100-3* which is almost exclusively expressed in the testes (Chintapalli et al., 2013). Moreover, differential expression of subunit-a isoforms within the midgut has been observed in *D. melanogaster* (Overend et al., 2016). The midgut-specific *vha100-4* is expressed exclusively in the acidic region of the midgut, while other isoforms are expressed over the entire length of the midgut (Overend et al., 2016). Multiple *D. melanogaster* subunit-a isoforms were shown to perform different functions in wing development within the same tissue (Mo et al., 2020). Similarly to what is observed in *D. melanogaster*, a H^+^ V-ATPase subunit-a isoform from *T. castaneum* shows differential expression across different epithelia with the highest expression being measured in the posterior midgut, while three out of five isoforms are not expressed in the midgut (Naseem et al., 2023). Two isoforms were identified in *L. migratoria*, showing distinct tissue-dependent and developmental expression profiles, although they were not highly expressed in the midgut or the gastric caeca (Liu et al., 2022). One isoform is most highly expressed in the hindgut and to a lesser extent in the fat body and trachea, while the second isoform is most highly expressed in the fat body. Tissue-specific expression patterns of different subunit isoforms was suggested to be most likely linked to local, tissue-specific V-ATPase functions (Sun-Wada and Wada, 2022). In many cases however, distinct H^+^ V-ATPase subunit isoforms have not been fully functionally characterized, especially in insect species. Furthermore, it is still unclear whether different subunit isoforms perform different functions within the same tissue, as so far this has only been described in the wing of *D. melanogaster* (Mo et al., 2020). Therefore, it would be of great interest to study the tissue-dependent expression profiles of three *SgVAHa* isoforms identified in the midgut in this study as well as possible other isoforms and their subsequent functional characterization. This would add an interesting perspective from a hemimetabolan insect species to the current knowledge available from the holometabolan model organisms, *D. melanogaster* and *T. castaneum* (Chintapalli et al., 2013; Naseem et al., 2023).

#### 4.3.3 *SgVAHa1* knockdown causes severe mortality and molting defects

RNAi-induced gene silencing of *SgVAHa1* resulted in high mortality rates and impaired molting (Figure 4), illustrating the crucial importance of *SgVAHa1* in the midgut. The majority of the experimental animals died shortly after molting to the adult stage, while some died during the molting process. However, based on our results, it is currently unclear what exactly is causing lethality. We propose two hypotheses, which may not be mutually exclusive. First, lethality might have resulted from a defective uptake of essential nutrients due to the silencing of the H^+^ V-ATPase complex, since its formation and the subsequently induced favorable membrane potential, may have been inhibited upon silencing *SgVAHa1*. Secondly, *SgVAHa1* is important for the integrity and function of the midgut epithelium, including the polarity of the epithelial cells and optimal functioning of various cell organelles. The first hypothesis is supported by the upregulation of *SgVAHa1* as soon as 10 min after feeding (Supplementary Figure S5C) in conjunction to the upregulation of various transporters for carbohydrates, amino acids, and lipids 2 h after feeding (Table 2). The swift upregulation of a H^+^ V-ATPase V_0_ domain subunit in the midgut in response to feeding has only been previously described in the mosquito *A. aegypti*, namely, the upregulation of subunits a and c (as well as various subunits of the V_1_ domain) 12 h after a bloodmeal (Sanders et al., 2003). In addition, to our knowledge only one other study in insects reported the upregulation of subunits of the V_1_ domain in response to feeding, namely, the upregulation of subunit C after a bloodmeal in the mosquito *Lutzomyia longipalpis* (Pitaluga et al., 2009). Furthermore, starvation in *Manduca sexta* caused disassembly of the H^+^ V-ATPase complex, possibly to reduce energy expenditure (Sumner et al., 1995). It would therefore be valuable to study the nutrient uptake at the midgut epithelium or nutrient levels in the hemolymph upon silencing *SgVAHa1*. In the locust, *L. migratoria,* a combined knockdown of two H^+^ V-ATPase subunit-a isoforms was obtained by injecting dsRNA directed against a sequence common to both isoforms. This treatment resulted in mortality and molting defects, similarly to what we observed here (Liu et al., 2022). Targeting these isoforms led to a decrease in food intake and body weight. Interestingly, researchers found no food in the midgut lumen of treated animals, fewer columnar epithelial cells and the absence of the brush border in some regions of the midgut epithelium (Liu et al., 2022). Similarly, knockdown of H^+^ V-ATPase subunit-a genes (*vha100*) or a subunit-B gene (*vha55*) in *D. melanogaster* led to increased pH in the acidic region of the midgut (Overend et al., 2016; Koyama et al., 2021), and *vha55* knockdown resulted in impaired nutrient absorption and mortality (Koyama et al., 2021). It is remarkable that subunit-a is the only H^+^ V-ATPase subunit that was significantly upregulated in the *S. gregaria* midgut 2 h post-feeding. It is possible that subunit-a is under strict transcriptional control because of its critical role in H^+^ V-ATPase assembly as well as in targeting specific V_1_ domains to specific membranes.

A number of studies have evaluated the insecticidal potential of targeting H^+^ V-ATPase subunits in several insect species, including a variety of insect pests, showing strong negative impacts on growth and survival (Ahmed, 2016; Sato et al., 2019; Rahmani and Bandani, 2021; Guo et al., 2022; Liu et al., 2022; Shi et al., 2022; Zeng et al., 2022). So far, the majority of these studies focused on targeting the different subunits of the V_1_ domain of these proton pumps. To the best of our knowledge, only two studies describing the targeting of subunit-a of the H^+^ V-ATPase V_0_ domain in insects exist (Ahmed, 2016; Liu et al., 2022). In both *L. migratoria* and the lepidopteran *Pectinophora gossypiella* a H^+^ V-ATPase subunit-a knockdown resulted in strong negative impacts on insect growth and survival, clearly illustrating the strong insecticidal potential of targeting insect H^+^ V-ATPases, including *SgVAHa1*.

### 4.4 RNAi of SgNPC1b

#### 4.4.1 Niemann-pick proteins

Both NPC1 and NPC2 proteins were identified in the *S. gregaria* midgut. Based on our multiple sequence alignment (Supplementary Figure S8) and phylogenetic analysis (Supplementary Figure S9), we conclude that *SgNPC1b* is a true ortholog of insect NPC1b. We observed a significant upregulation of *SgNPC1b* 2 h after feeding. Niemann-pick proteins are a family of transmembrane sterol-binding proteins known to play an important role in sterol absorption in the digestive tract of both mammals and insects (Davies et al., 2005; Voght et al., 2007; Zheng et al., 2018; Jing and Behmer, 2020). Even though the sterol uptake pathways in mammals and insects are similar, the exact role of Niemann-pick proteins in insects has so far only been studied in *D. melanogaster* and *Helicoverpa armigera*. Functional research in other insect species is currently lacking. NPC1 proteins typically contain three conserved domains which all show sterol-binding activity: N-terminal domain, patched domain and SSD (Voght et al., 2007; Zheng et al., 2018; Jing and Behmer, 2020). Due to gene duplication, the majority of insects possess two NPC1 homologues, namely, *NPC1a* and *NPC1b* (Zheng et al., 2018). NPC1b was shown to be crucial for dietary sterol absorption in the midgut of *D. melanogaster* and *H. armigera* (Voght et al., 2007; Zheng et al., 2020). After absorption, sterols are taken up in the lysosomes and are transferred by NPC2 to NPC1a which is integrated in the lysosomal membrane (Jing and Behmer, 2020). In insect herbivores, such as *S. gregaria*, plant sterols are dealkylated to form cholesterol, likely in the smooth endoplasmic reticulum of the midgut epithelium (Li and Jing, 2020).

#### 4.4.2 *SgNPC1b* transcript profile

*SgNPC1b* shows a midgut and associated caeca specific expression (Figure 5A), similar to *SgVAHa1*, implying a specialized function of SgNPC1b in the midgut, which is consistent with findings in the holometabolan species, *D. melanogaster*, *H. armigera, T. castaneum and Tenebrio molitor* (Voght et al., 2007; Oppert et al., 2018; Zheng et al., 2020). In line with these reports, we found two NPC1-like sequences in *T. castaneum* in the BeetleAtlas^9^ database (Naseem et al., 2023), one putative *NPC1a* sequence (TC005088) with uniform distribution and one putative *NPC1b* sequence (TC033918) with midgut-specific expression. Furthermore, *NPC1b* expression in the digestive system is probably not restricted to insects, since *NPC1L1*, the *NPC1b* ortholog in mammals, is highly expressed in the human liver and to a lesser extent the small intestine (Davies et al., 2005).

#### 4.4.3 *SgNPC1b* knockdown impairs growth and causes severe mortality and molting defects

Injection of *dsNPC1b* caused impaired weight gain, lowered hemolymph ecdysteroid titers, impaired molting, and high mortality (Figure 5). As NPC1b has been shown to be a midgut sterol transporter (Voght et al., 2007; Zheng et al., 2020), the phenotypes we observed here are expected to be the consequence of impaired sterol uptake. Arthropods do not synthesize sterols *de novo*, and thus rely entirely on intake of dietary sterols (Behmer, 2017; Li and Jing, 2020). Therefore, we propose three plausible, not mutually exclusive, hypotheses explaining the phenotypes we observed: 1. Sterols are crucial for normal growth and development since they are an integral component of biological membranes; 2. Sterols play a signaling role, being an important cue for nutritional status and thereby regulating growth and development; 3. Plant sterols are converted to cholesterol, which is the main precursor for ecdysteroid biosynthesis and therefore required for ecdysteroid hormone signaling.

Our data revealed several important phenotypes. We measured a significantly lower ecdysteroid titer in the hemolymph of *SgNPC1b* knockdown *versus* control locusts on N5D6, a developmental time point at which increased ecdysteroid levels are expected to occur in hemolymph (Verbakel et al., 2021). A possible explanation for this observation is that silencing *SgNPC1b* causes impaired sterol uptake in the midgut, resulting in a lack of cholesterol as precursor for ecdysteroid biosynthesis. However, this may only partially explain the observations. Locusts may still have sufficient access to cholesterol as a precursor for ecdysteroid biosynthesis based on the following arguments: 1. We knocked down *SgNPC1b*, meaning that we did not generate a complete knockout and presumably sterol uptake was not completely inhibited; 2. Locusts might still rely on stored steryl esters, which could potentially suffice to maintain ecdysteroid biosynthesis (Korber et al., 2017); 3. Most cholesterol is incorporated into cellular membranes and only a small fraction is needed for ecdysteroid biosynthesis (Jing and Behmer, 2020); 4. Alternative dietary sterol uptake mechanisms might still be in place, such as SCP (Guo et al., 2009). This suggests that it is unlikely that the *SgNPC1b* knockdown only affected ecdysteroid biosynthesis directly, due to the lack of cholesterol precursor. It is well described in insects that the attainment of a critical weight is an important trigger to stimulate ecdysteroid biosynthesis for metamorphosis or molting (Pan et al., 2021). Therefore, we suggest that the impaired weight gain during the N5 stage may also have inhibited or postponed ecdysteroid biosynthesis indirectly, resulting in the observed lower ecdysteroid titers in hemolymph. Anyway, it seems unlikely that the observed phenotypic effects, namely, reduced weight gain, impaired molting, and high mortality, were solely the consequence of a lower ecdysteroid titer. The effects on weight gain already occurred at the start of the N5 stage, long before the expected rise in ecdysteroid levels (around N5D6). Interestingly, in *D. melanogaster NPC1b* mutants, administration of exogenous ecdysone did not affect mortality, indicating that reduced ecdysteroid biosynthesis by itself does not explain all phenotypes observed upon impaired sterol uptake (Voght et al., 2007).

Instead, we suggest that the lethal phenotype we observed may be a consequence of impaired membrane integrity and functionality, especially at the midgut epithelium. Lack of sterols in the cellular membrane is known to cause mortality by compromising membrane integrity, affecting the function of membrane-bound enzymes, endocytosis, receptor binding and signal transduction (Behmer and Elias, 1999; Gasque et al., 2005). Nevertheless, in *D. melanogaster* sterols appeared to be dispensable for maintaining membrane properties such as impermeability during periods of extreme dietary sterol restriction. During such periods these membrane properties were supplied by non-sterol lipids, such as sphingolipids (Carvalho et al., 2010). In contrast to *D. melanogaster*, acridid grasshoppers (Orthoptera) do not tolerate high proportions of non-cholesterol sterols as structural components in their membranes, while the tolerance in the lepidopterans *Heliothis virescens* and *Helicoverpa zea* is somewhere in between (Behmer and Elias, 2000; Jing et al., 2014; Jing and Behmer, 2020). This suggests that acridid grasshoppers (Orthoptera), such as *S. gregaria*, are more vulnerable to reduced cholesterol levels as they need mostly cholesterol for maintaining membrane integrity.

Interestingly, cholesterol has been shown to perform an important signaling function in *D. melanogaster* (Texada et al., 2022). Cholesterol serves as a nutritional signal, mediated by the target of rapamycin pathway in the fat body, which stimulates growth and development by increasing insulin-like peptide transcription and release in the insulin-producing cells of the brain. Furthermore, the growth-promoting effect of cholesterol requires insulin signaling and is not the result of effects on ecdysteroid biosynthesis. It is currently unclear whether cholesterol has a growth-promoting effect in *S. gregaria* as well, and whether this effect is facilitated by the insulin signaling pathway. A *SgNPC1b* knockdown did not affect transcript levels of insulin-related peptide in the locust brain (Supplementary Figure S10), although this result does not exclude possible effects on actual insulin-related peptide release from the insulin-producing cells of the brain. Further investigation is therefore required to find out whether *SgNPC1b* depletion might have affected the insulin signaling pathway in *S. gregaria*.

Our data show that *SgNPC1b* performs a crucial function in the midgut. Furthermore, if compensatory mechanisms were available, either alternative sterol transporters or the incorporation of alternative sterols or non-sterol lipids in the cellular membranes, then these mechanisms were insufficient to rescue the knockdown of *SgNPC1b* in a timely fashion. In addition to *SgNPC1b*, several *SCP-x* and *SCP2* transcripts were identified in the *S. gregaria* midgut. However, none of these putative sterol transporters were upregulated upon feeding. Functional characterization of these proteins is therefore necessary to determine their possible roles in *S. gregaria*. Our data suggest that SCPs are either unable to compensate for reduced SgNPC1b function or are not involved in sterol uptake in *S. gregaria*. Finally, it cannot be excluded that SgNPC1b performs another crucial function, for example, the uptake of a different essential nutrient. This was suggested earlier by Voght et al., although so far no direct support for this hypothesis was published (Voght et al., 2007). Therefore, investigating the substrate specificity of SgNPC1b as well as the exact sterol depletions caused by the knockdown of SgNPC1b may contribute to a better understanding of its role in midgut physiology. In summary, we hypothesize that injection of *dsNPC1b* reduced dietary sterol uptake in the midgut and may have affected membrane integrity, resulting in reduced weight gain, impaired molting, and death. Additionally, we suggest that a *SgNPC1b* knockdown affected ecdysteroid biosynthesis, probably more indirectly (through an effect on weight gain and metabolism) than directly (through a lack of cholesterol as ecdysteroid precursor). Overall, our experiments were the first to demonstrate the crucial role and insecticidal target potential of NPC1b in an hemimetabolan (orthopteran) insect species.

## 5 Conclusion

The midgut transcriptome data presented here provide a useful and promising resource for studying the midgut physiology of *S. gregaria*, a socio-economically important pest insect. Furthermore, most midgut gene expression analyses available in the literature are exploratory or look at changes upon infection or exposure to xenobiotics in holometabolan orders, such as Diptera, Lepidoptera or Coleoptera. By contrast, studies focusing on the temporal changes in gene expression depending on food uptake and digestion, such as the one presented here, are still underrepresented. The gene enrichment patterns we observed are consistent with the polyphagous herbivorous lifestyle of *S. gregaria*, which is supported by the identification of a wide array of putative digestive enzymes and detoxification systems. The *S. gregaria* midgut can react rapidly at the transcriptional level to the presence of food, since a broad range of intestinal genes are upregulated, including genes coding for putative digestive enzymes, nutrient transporters and detoxification enzymes. This study highlighted the significant upregulation of H^+^ V-ATPase subunit-a and Niemann-Pick 1b protein upon feeding. Their vital role in conjunction with their accessibility from the luminal side of the midgut make them promising insecticidal target candidates.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE226871.

## Footnotes

1
http://transdecoder.github.io

2
https://www.ebi.ac.uk/interpro/

3
http://hmmer.org/

4
https://services.healthtech.dtu.dk/service.php?SignalP

5
https://services.healthtech.dtu.dk/service.php?TMHMM-2.0

6
https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

7
https://cran.r-project.org/

8
https://primer3plus.com/cgi-bin/dev/primer3plus.cgi

9
https://www.beetleatlas.org

# Supplementary material for: Post-feeding transcriptomics reveals essential genes expressed in the midgut of the desert locust
**Source:** Front Physiol. 2023 Aug 10;14:1232545. doi: 10.3389/fphys.2023.1232545
**Supplement:** Supplementary file 5

Supplementary Material

Post-feeding transcriptomics reveals essential genes expressed in the midgut of the desert locust

Joachim Van Lommel^1,†^, Michiel Holtof^1,†^,Laurentijn Tilleman^2^, Dorien Cools^1^, Seppe Vansteenkiste^1^, Daria Polgun^1^, Rik Verdonck^1,3^, Filip Van Nieuwerburgh^2^ and Jozef Vanden Broeck^1^

†: These authors contributed equally to this work and share first authorship

# Supplementary Materials and Methods

Protein sequences of H^+^ V-ATPase subunit-a and NPC1b orthologs from several other insect species were obtained from NCBI (Suppl. Table 10 and 11). Selected protein sequences were aligned using the Clustal Omega algorithm in BioEdit version 7.0.5.3 (Hall, 1999). Conserved protein domains were identified using NCBI conserved domain search (Lu *et al.*, 2020). A maximum likelihood phylogenetic analysis was performed on this multiple sequence alignment using IQTREE (version 1.6.12, LG+I+G4 substitution model, 1000 SH-aLRT replicates and 1000 ultrafast bootstrap replicates) (Trifinopoulos *et al.*, 2016). Phylogenetic trees were visualized using Interactive Tree of Life v6 (iTOL) (Letunic and Bork, 2021).

# Supplementary Figures and Tables

## Supplementary Figures

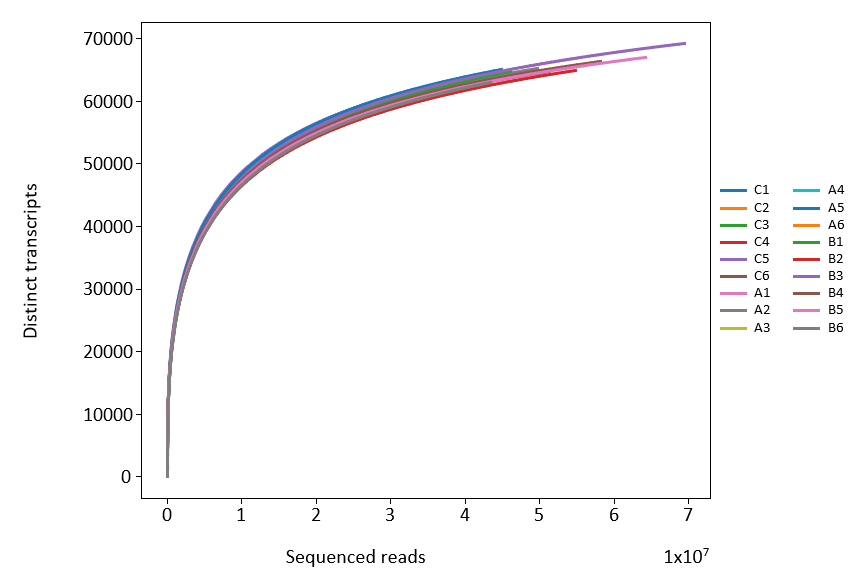

**Supplementary Figure 1.** **Sequencing coverage of the *S. gregaria* midgut reference transcriptome.** The number of distinct transcripts (y-axis) is plotted in function of the total amount of sequenced reads (x-axis). Colored lines represent all sequenced samples of the RNA-Seq experiment: A1-A6, 10 minutes after feeding; B1-B6, 2 hours after feeding and C1-C6, 24 hours after feeding.

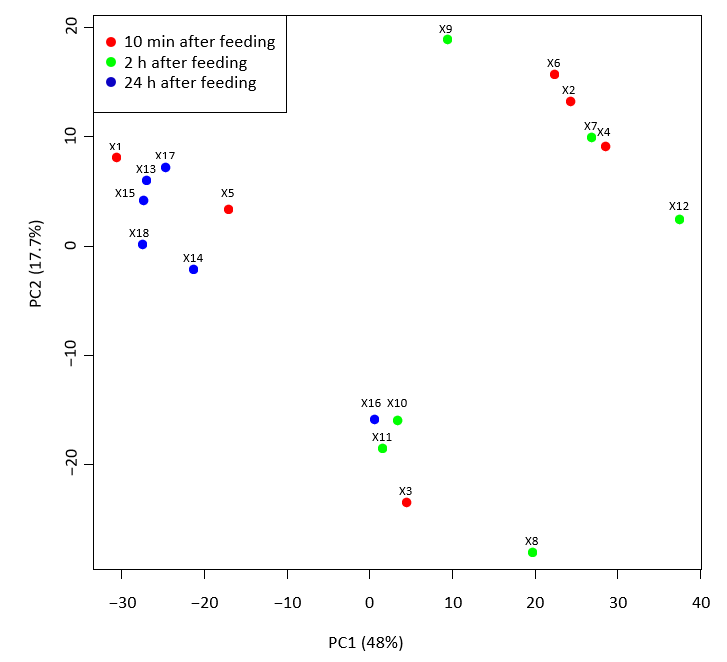

**Supplementary Figure 2. Principal component analysis (PCA) on log2 transformed counts of all samples**. Principal component 1 (PC1) and 2 (PC2) are indicated on the x- and y-axis, respectively. Transcript abundance was compared between three conditions: 10 minutes after feeding (10 min, red dots, sample x1-x6), 2 hours after feeding (2 h, green dots, sample x7-x12) and 24 hours after feeding (24 h, blue dots, sample x13-x18).

**Supplementary Figure 3**. ***SgVAHa1* consensus nucleotide and amino acid sequences.** The *SgVAHa1* nucleotide sequence contains a full open reading frame. Start and stop codon are highlighted in green and red, respectively. Primers for RT-qPCR are in bold and T7-linked primers are highlighted in teal. Both amplicons are underlined. A total of 14 amino acid residues previously described to be crucial for H^+^ V-ATPase subunit-a function were identified in SgVAHA1 and highlighted in black.

***SgVAHa1* nucleotide sequence**

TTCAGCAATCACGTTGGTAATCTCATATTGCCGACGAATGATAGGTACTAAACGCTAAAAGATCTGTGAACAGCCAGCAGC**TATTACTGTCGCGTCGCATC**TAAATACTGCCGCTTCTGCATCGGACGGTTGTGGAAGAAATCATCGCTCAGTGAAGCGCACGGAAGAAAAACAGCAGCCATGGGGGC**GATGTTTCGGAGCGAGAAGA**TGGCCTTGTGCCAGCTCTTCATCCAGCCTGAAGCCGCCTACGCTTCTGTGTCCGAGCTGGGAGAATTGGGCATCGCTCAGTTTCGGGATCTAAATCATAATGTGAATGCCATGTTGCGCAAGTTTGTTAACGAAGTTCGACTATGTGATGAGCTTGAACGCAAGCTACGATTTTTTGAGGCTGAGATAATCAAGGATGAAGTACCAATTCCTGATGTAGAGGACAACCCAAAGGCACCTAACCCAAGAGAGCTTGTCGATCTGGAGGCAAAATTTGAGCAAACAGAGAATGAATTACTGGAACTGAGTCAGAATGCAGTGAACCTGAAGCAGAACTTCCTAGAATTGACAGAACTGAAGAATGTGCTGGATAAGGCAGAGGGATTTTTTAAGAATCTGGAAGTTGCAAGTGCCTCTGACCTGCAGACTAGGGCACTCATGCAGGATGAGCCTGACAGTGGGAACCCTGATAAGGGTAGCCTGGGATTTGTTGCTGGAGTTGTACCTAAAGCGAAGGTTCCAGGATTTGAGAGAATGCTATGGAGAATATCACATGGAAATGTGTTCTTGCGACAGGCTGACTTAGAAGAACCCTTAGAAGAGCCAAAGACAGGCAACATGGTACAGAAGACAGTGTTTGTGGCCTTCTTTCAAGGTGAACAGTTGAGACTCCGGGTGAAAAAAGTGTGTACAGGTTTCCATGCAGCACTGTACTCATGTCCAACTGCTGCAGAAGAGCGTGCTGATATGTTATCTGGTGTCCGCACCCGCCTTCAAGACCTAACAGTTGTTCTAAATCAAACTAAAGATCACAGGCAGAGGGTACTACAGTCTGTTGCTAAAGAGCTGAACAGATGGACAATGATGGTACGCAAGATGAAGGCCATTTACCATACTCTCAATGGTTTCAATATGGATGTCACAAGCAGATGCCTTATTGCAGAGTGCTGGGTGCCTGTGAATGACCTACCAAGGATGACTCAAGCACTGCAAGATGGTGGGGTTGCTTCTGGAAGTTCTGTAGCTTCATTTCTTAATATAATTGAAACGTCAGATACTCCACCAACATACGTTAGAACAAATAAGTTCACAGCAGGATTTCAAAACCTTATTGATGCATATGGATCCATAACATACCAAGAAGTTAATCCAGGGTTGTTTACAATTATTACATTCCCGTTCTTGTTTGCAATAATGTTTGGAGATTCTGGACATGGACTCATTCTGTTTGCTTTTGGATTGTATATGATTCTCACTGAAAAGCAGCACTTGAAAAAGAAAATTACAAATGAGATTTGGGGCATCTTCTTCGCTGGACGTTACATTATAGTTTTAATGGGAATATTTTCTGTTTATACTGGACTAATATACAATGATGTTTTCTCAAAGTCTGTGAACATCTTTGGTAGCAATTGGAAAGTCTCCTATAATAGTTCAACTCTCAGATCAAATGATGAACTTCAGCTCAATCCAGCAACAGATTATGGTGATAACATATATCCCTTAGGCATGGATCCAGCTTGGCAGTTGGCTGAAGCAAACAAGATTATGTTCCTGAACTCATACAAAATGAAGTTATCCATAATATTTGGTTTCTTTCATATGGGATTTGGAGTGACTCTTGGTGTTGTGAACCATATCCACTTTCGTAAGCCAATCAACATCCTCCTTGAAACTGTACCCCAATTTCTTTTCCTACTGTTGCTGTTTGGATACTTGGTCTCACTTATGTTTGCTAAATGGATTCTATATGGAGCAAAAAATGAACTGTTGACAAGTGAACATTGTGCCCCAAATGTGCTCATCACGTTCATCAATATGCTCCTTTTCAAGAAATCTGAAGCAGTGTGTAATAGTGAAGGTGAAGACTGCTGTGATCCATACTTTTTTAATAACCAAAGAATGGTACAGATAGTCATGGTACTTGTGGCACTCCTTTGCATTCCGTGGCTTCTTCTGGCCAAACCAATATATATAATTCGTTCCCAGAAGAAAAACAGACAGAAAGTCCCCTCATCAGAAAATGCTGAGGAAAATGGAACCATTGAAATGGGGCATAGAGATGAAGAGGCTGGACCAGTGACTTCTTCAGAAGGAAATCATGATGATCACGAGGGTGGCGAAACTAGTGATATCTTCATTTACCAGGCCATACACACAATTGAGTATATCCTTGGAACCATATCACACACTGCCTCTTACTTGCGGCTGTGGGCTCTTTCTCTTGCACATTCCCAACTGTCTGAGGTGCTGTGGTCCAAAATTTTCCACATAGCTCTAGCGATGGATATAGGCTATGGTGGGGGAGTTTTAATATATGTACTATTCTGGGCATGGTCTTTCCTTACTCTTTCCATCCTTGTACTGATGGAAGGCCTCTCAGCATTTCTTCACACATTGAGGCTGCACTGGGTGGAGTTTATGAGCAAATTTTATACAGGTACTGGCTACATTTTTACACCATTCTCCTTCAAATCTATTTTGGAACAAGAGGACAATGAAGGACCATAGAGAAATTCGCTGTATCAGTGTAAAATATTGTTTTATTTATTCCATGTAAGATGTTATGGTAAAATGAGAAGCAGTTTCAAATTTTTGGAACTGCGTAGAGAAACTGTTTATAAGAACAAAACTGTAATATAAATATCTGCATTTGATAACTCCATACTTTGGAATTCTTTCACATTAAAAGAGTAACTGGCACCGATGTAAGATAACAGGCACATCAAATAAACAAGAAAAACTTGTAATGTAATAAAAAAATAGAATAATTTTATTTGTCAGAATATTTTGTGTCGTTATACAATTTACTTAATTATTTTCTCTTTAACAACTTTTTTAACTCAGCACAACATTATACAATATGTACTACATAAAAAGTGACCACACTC

**SgVAHa1 amino acid sequence**

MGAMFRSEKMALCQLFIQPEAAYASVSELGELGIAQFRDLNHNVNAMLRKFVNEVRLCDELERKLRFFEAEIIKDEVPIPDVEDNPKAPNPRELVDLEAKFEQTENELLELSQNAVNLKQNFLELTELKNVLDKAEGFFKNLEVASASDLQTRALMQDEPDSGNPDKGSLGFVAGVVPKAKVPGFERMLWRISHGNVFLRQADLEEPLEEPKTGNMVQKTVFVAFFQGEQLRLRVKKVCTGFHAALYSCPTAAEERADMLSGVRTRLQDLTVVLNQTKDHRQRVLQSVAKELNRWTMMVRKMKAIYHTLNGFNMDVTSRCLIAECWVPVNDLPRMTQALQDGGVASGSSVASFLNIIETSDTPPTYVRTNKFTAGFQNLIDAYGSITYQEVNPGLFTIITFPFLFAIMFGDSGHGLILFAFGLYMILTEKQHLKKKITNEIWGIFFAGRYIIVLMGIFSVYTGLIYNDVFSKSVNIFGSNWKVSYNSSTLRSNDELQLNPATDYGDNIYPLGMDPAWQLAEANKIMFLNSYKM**K**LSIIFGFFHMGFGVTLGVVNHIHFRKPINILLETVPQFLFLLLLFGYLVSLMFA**K**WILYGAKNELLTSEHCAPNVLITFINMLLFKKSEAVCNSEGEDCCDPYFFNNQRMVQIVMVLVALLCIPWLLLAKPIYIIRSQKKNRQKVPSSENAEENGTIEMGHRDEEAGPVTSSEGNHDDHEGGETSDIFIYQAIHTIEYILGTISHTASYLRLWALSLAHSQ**L**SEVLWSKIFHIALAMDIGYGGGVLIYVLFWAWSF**L**TLSILVLM**E**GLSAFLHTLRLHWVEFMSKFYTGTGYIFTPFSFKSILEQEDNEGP

**Supplementary Figure 4**. ***SgNPC1b* consensus nucleotide and amino acid sequences.** The *SgNPC1b* nucleotide sequence contains the full open reading frame. Start and stop codon are highlighted in green and red, respectively. Primers for RT-qPCR are in bold and T7-linked primers are highlighted (*dsNPC1b1*, black; *dsNPC1b2*, gray). PCR amplicons are underlined. The 3 domains, including reference to their Pfam accession number, that are characteristic for NPC1 proteins were identified and highlighted: N-terminal domain (PF16414, amino acid residue 27-251, magenta), sterol-sensing domain (PF12349, amino acid residue 628-781, yellow) and patched domain (PF02460, amino acid residue 1066-1240, cyan).

***SgNPC1b* nucleotide sequence**

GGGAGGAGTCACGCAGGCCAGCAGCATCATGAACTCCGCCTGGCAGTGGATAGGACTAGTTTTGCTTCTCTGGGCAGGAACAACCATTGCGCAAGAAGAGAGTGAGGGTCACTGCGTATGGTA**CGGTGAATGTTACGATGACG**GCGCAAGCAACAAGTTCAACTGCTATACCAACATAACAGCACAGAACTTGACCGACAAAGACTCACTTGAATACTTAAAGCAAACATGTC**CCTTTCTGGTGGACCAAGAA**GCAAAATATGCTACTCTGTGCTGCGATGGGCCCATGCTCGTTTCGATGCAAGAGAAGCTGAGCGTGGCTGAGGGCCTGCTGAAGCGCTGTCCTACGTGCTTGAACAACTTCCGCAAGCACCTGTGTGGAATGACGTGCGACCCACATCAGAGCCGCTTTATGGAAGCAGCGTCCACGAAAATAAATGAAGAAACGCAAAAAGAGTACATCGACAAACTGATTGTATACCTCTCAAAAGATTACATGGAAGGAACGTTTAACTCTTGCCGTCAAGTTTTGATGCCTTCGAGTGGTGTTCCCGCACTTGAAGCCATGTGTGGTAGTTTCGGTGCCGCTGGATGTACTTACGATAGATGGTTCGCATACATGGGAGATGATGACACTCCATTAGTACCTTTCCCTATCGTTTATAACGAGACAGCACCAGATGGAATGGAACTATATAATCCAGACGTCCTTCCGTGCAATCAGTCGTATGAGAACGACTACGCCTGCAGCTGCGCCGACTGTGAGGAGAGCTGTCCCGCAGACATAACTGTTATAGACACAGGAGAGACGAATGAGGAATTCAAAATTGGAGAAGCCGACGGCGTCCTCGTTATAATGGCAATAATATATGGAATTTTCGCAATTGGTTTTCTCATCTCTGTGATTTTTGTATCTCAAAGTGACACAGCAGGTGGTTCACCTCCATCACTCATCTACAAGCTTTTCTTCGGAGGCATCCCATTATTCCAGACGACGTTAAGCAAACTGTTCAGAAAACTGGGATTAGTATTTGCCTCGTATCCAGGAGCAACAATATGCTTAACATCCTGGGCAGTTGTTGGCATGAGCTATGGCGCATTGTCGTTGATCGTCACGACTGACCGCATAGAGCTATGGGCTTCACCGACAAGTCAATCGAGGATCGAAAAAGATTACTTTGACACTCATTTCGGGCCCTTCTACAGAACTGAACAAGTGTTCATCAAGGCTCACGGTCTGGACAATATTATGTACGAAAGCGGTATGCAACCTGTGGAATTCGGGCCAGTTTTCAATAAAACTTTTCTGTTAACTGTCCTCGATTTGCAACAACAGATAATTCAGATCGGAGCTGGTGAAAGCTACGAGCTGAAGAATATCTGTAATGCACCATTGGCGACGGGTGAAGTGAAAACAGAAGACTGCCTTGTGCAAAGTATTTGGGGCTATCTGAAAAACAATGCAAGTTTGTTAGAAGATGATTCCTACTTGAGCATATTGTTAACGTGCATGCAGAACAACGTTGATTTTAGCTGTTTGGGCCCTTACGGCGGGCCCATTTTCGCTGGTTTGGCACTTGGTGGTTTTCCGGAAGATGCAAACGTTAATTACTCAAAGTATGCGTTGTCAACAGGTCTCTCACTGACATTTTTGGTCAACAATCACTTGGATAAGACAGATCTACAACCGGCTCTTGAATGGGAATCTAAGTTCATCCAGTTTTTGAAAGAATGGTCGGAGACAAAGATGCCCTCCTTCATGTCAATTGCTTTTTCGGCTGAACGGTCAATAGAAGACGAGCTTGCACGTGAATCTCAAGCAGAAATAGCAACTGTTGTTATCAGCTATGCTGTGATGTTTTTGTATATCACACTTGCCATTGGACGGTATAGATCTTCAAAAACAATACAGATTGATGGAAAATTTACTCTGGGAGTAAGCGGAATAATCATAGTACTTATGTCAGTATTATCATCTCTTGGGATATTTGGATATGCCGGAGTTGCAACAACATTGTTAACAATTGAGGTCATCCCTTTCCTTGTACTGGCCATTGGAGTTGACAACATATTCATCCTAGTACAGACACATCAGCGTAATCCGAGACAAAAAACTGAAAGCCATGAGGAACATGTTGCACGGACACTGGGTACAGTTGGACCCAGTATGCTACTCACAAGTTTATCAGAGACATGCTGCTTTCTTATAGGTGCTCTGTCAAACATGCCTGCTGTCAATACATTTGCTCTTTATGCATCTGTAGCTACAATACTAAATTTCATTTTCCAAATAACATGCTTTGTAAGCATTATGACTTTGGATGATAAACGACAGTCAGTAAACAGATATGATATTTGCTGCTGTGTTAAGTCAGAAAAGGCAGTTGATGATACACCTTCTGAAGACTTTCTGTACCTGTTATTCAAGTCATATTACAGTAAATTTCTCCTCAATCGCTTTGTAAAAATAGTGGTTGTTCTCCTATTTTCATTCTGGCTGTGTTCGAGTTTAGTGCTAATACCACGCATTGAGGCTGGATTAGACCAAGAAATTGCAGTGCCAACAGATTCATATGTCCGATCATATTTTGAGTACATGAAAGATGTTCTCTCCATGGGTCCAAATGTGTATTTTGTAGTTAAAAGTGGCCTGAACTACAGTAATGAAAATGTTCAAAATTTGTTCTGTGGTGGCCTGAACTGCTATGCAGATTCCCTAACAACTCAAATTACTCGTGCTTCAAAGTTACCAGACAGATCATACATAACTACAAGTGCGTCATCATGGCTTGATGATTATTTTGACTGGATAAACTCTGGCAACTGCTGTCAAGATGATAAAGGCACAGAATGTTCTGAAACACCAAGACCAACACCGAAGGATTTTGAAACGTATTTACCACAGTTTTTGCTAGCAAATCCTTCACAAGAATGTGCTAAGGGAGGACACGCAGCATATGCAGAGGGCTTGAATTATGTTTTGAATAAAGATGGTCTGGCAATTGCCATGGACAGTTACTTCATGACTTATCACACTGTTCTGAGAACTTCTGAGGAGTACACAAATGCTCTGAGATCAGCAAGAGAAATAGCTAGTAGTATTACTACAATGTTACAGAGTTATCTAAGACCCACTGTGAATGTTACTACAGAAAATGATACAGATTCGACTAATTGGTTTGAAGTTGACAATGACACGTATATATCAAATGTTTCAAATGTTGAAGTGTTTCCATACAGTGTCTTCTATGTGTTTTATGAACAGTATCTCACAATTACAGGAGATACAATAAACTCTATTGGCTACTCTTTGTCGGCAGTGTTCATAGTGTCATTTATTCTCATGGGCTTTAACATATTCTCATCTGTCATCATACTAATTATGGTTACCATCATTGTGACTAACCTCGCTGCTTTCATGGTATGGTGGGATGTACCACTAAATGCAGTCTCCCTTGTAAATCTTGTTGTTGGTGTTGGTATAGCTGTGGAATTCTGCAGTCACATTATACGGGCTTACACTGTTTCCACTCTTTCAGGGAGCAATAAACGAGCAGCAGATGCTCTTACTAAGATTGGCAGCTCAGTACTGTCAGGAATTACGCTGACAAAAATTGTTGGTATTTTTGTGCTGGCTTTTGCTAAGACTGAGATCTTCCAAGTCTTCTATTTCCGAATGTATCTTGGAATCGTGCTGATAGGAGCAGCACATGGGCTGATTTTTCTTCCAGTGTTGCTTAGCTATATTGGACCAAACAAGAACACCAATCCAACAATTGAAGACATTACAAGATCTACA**TAA**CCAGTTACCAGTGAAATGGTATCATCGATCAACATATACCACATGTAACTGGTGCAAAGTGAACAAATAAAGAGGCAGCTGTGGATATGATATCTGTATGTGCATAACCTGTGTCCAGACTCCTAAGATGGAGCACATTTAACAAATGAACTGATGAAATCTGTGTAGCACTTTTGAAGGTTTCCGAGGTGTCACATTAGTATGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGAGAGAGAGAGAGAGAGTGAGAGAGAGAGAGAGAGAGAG

**SgNPC1b amino acid sequence**

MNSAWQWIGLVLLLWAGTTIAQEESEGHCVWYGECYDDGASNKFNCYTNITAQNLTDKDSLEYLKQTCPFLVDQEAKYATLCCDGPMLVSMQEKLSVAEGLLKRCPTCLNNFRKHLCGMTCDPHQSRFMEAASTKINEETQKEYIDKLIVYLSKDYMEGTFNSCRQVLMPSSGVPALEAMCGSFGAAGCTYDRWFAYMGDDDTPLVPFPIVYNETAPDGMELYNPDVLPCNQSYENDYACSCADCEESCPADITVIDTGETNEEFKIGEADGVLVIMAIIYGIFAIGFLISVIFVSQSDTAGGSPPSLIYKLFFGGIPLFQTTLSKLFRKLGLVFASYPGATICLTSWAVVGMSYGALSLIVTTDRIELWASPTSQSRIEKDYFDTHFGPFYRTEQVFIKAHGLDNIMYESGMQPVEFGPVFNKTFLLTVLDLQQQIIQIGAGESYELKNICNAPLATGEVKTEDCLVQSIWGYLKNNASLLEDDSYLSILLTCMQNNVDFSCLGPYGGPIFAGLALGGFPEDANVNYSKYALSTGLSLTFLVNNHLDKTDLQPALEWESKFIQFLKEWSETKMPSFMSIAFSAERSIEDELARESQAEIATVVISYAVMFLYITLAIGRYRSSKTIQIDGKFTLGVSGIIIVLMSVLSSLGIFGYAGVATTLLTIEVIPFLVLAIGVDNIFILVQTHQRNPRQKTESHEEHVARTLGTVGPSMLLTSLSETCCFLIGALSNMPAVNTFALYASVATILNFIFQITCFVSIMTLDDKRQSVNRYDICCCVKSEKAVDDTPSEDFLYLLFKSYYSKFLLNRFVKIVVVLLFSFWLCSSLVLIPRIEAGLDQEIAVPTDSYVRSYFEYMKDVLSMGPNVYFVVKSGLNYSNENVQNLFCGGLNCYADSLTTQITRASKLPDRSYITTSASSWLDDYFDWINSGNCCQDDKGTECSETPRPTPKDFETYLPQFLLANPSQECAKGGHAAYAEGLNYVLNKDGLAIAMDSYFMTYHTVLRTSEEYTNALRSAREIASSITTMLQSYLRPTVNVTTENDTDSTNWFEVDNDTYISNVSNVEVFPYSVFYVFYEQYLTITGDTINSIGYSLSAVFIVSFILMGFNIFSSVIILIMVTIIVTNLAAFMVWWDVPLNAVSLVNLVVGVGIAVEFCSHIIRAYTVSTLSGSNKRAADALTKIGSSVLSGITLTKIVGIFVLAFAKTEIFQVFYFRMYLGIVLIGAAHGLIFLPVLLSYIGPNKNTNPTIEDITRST

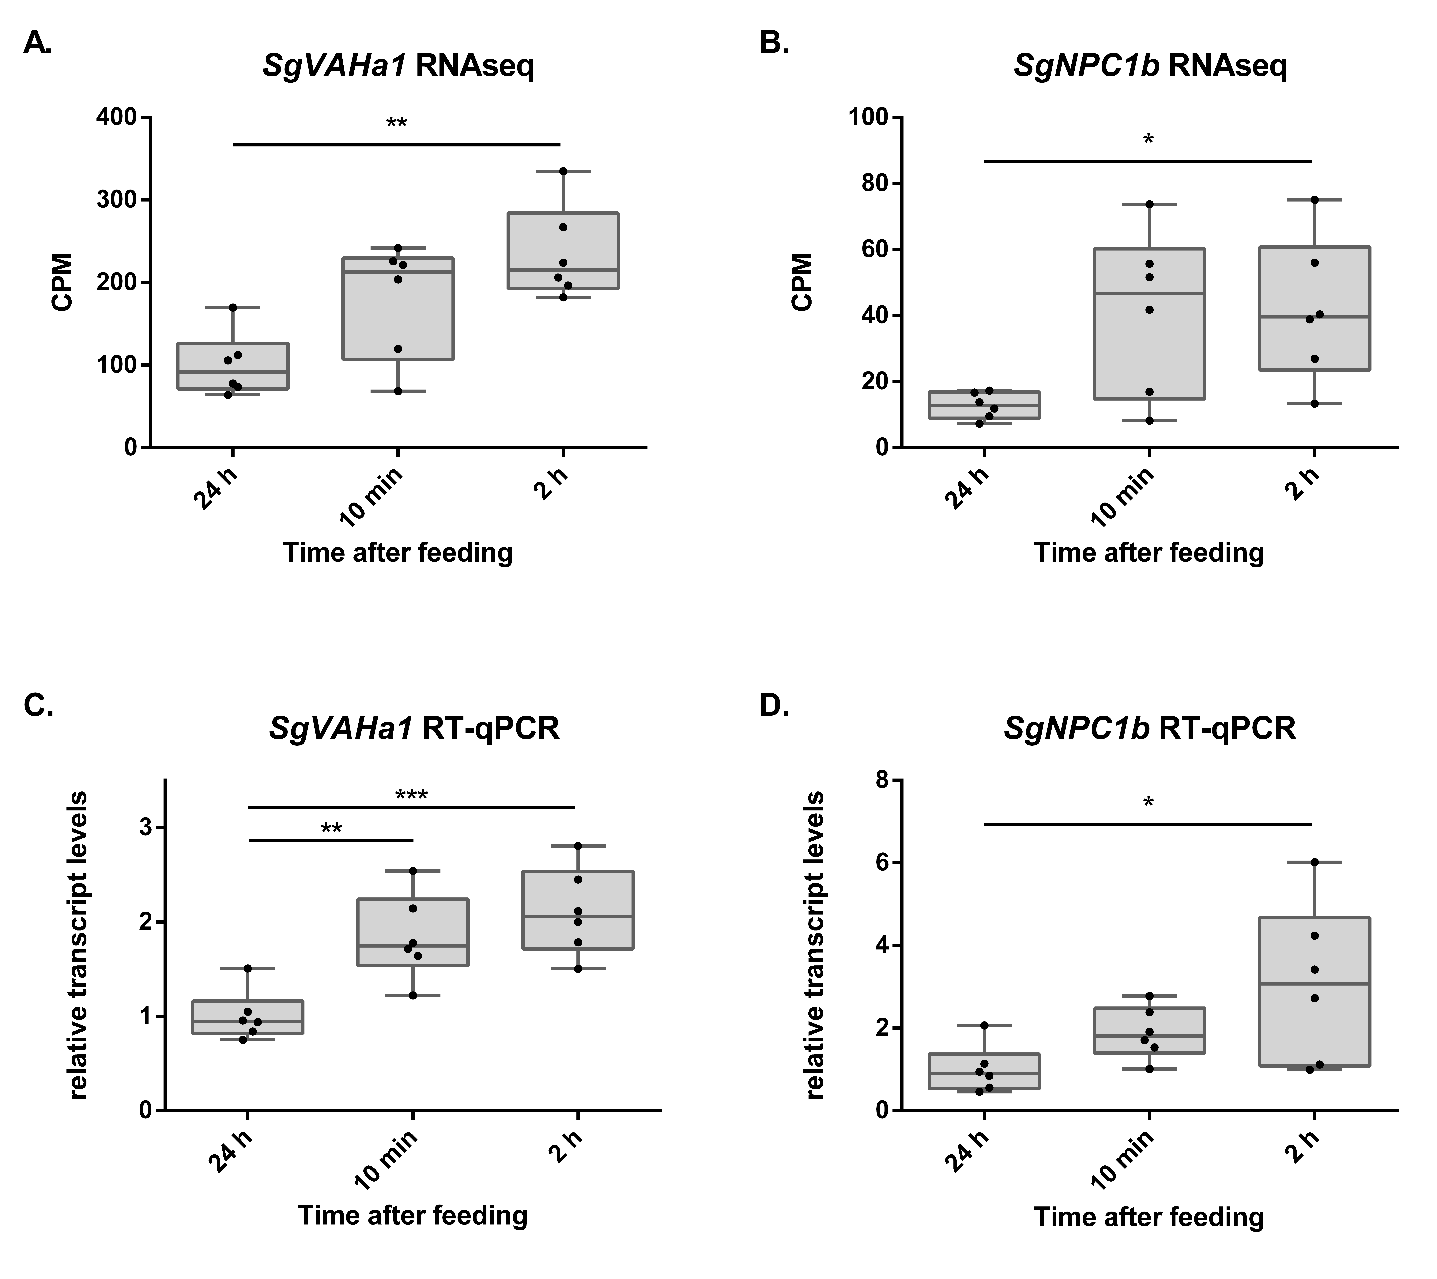

**Supplementary Figure 5.** **Validation of changes in *SgVAHa1* and *SgNPC1b* expression in the *S. gregaria* midgut upon feeding.** Abundance of transcripts encoding *SgVAHa1* (panel A) and *SgNPC1b* (panel B) were determined by Illumina® deep sequencing of mRNAs (RNA-seq) in three conditions: 24 hours after feeding (24 h), 10 minutes after feeding (10 min) and 2 hours after feeding (2 h). The transcript abundance is indicated on the y-axis and is expressed as the log_2_-transformed trimmed mean of M-values (TMM)-normalized counts per million (CPM). These changes were validated using RT-qPCR for both *SgVAHa1* (panel C) and *SgNPC1b* (panel D). Data are represented by boxplots containing the upper and lower quartile, while the whiskers indicate the minimum and maximum. The median is indicated by the gray line in the center of the box. Relative transcript levels (panel C and D) were normalized using *SgGAPDH* and *SgRP49* as reference genes. Statistical significance is indicated by an asterisk (*: p ≤ 0.05, **: p ≤ 0.01, ***: p ≤ 0.001). **A.** Transcript abundance of *SgVAHa1* was significantly higher in the 2 h condition compared to the 24 h condition (one-way ANOVA with Holm-Šídák’s post-hoc test, p=0.0208). **B.** Transcript abundance of *SgNPC1b* was significantly higher in the 2 h condition compared to the 24 h condition (one-way ANOVA with Holm-Šídák’s post-hoc test, p = 0.0469). **C.** Relative transcript levels of *SgVAHa1* were significantly higher in the 10 min and 2 h condition compared to the 24 h condition (one-way ANOVA with Holm-Šídák’s post-hoc test, 10 min vs. 24 h: p = 0.0057, 2 h min vs. 24 h: p = 0.0008). **D.** Relative transcript levels of *SgNPC1b* were significantly higher in the 2 h condition compared to the 24 h condition (one-way ANOVA with Holm-Šídák’s post-hoc test, p = 0.0027).

**Supplementary Figure 6**. **Multiple sequence alignment of H^+^ V-ATPase subunit-a isoforms of *S. gregaria*.** The H^+^ ATPase subunit-a amino acid sequences from three *Schistocerca gregaria* isoforms (*SgVAHa1*, accession number XP_049832128.1; *SgVAHa2*, accession number [XP_049843022.1](https://www.ncbi.nlm.nih.gov/protein/XP_049843022.1?report=genbank&log$=prottop&blast_rank=1&RID=ZPWVC9AP016) and *SgVAHa3*, accession number [XP_049831722.1](https://www.ncbi.nlm.nih.gov/protein/XP_049831722.1?report=genbank&log$=prottop&blast_rank=1&RID=ZPWP5MP0016)) were compared to three insect sequences, namely *Locusta migratoria* (Lm, accession number UHW40945.1), *Manduca sexta* (Ms, accession number [XP_030029557.1](https://www.ncbi.nlm.nih.gov/protein/XP_030029557.1?report=genbank&log$=prottop&blast_rank=35&RID=KS2DJ7DV01R)) and *Drosophila melanogaster* (DmVHa100.4, accession number NP_650720.1). The seven transmembrane domains (I-VII) as well as the coiled coil domain are indicated with black boxes. A total of fourteen amino acid residues previously described to be crucial for H^+^ V-ATPase subunit-a function were identified and indicated with red arrowheads.

**10 20 30 40 50 60 70 80**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  ------------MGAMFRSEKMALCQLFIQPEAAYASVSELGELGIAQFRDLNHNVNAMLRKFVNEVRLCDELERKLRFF

***SgVAHa2***  ------------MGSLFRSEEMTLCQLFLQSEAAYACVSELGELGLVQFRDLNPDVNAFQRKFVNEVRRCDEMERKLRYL

***SgVAHa3***  ------------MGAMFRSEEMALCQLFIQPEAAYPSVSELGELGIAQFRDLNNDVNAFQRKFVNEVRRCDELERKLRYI

***LmVAHa1***  ------------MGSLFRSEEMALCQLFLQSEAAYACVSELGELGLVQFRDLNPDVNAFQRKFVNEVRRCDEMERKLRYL

***MsVAHa***  ------------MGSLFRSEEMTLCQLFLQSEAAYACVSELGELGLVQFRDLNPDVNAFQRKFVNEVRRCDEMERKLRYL

***DmVHa100.4*** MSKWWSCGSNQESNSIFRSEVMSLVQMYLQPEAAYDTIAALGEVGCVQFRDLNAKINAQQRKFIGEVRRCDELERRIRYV

Coiled coil

**90 100 110 120 130 140 150 160**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  EAEIIKDEVPIPDV-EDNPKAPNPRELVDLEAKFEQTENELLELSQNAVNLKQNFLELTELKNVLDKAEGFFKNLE-VAS

***SgVAHa2***  EKEIRKDGIPMLDT-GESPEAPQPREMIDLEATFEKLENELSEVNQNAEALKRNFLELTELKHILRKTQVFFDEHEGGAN

***SgVAHa3***  EAEIVKDGVSVPEI-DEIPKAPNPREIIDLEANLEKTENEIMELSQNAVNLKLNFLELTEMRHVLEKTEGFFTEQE-GVG

***LmVAHa1***  EKEIRKDGIPMLDT-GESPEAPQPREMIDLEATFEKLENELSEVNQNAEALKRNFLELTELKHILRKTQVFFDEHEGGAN

***MsVAHa***  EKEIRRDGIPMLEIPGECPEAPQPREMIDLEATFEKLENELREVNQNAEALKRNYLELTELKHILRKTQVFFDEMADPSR

***DmVHa100.4*** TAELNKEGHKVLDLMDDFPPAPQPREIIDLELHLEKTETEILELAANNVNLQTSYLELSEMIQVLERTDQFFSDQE----

**170 180 190 200 210 220 230 240**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  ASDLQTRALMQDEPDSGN----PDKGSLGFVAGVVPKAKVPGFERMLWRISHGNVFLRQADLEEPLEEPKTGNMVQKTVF

***SgVAHa2***  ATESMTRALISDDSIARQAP--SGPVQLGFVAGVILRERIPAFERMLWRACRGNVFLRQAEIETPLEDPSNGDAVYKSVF

***SgVAHa3***  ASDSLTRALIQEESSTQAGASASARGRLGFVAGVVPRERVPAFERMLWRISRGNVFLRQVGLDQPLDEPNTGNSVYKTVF

***LmVAHa1***  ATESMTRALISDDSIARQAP--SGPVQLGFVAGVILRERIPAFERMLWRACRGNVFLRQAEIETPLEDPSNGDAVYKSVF

***MsVAHa***  EEEQVT--LLGEE--GLMAG--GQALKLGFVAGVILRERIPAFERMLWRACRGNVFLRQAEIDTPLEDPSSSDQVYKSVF

***DmVHa100.4*** -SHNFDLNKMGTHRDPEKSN-----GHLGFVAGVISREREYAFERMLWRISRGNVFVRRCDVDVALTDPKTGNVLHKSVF

**250 260 270 280 290 300 310 320**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  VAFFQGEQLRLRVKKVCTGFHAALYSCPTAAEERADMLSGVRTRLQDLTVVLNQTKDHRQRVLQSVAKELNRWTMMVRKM

***SgVAHa2***  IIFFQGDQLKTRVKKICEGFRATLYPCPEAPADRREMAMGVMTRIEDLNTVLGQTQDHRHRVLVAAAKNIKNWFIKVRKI

***SgVAHa3***  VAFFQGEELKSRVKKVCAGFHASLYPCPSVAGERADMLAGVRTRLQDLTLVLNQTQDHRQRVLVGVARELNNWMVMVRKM

***LmVAHa1***  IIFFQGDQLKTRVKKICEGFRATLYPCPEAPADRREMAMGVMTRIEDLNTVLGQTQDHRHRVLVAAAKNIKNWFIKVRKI

***MsVAHa***  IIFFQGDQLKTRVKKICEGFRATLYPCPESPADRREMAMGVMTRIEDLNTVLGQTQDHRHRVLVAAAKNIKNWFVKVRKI

***DmVHa100.4*** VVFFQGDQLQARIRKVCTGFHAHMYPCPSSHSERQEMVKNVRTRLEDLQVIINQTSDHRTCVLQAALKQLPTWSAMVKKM

**330 340 350 360 370 380 390 400**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  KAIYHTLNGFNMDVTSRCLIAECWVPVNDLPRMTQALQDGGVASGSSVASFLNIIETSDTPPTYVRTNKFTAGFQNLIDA

***SgVAHa2***  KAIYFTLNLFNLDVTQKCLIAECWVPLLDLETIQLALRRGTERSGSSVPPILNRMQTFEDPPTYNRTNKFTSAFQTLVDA

***SgVAHa3***  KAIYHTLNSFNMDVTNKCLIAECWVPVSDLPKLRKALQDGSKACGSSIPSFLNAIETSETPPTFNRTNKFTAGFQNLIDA

***LmVAHa1***  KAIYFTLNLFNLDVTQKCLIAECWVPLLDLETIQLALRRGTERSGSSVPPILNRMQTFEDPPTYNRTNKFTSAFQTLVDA

***MsVAHa***  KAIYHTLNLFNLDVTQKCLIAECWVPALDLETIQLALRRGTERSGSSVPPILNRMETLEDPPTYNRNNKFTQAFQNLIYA

***DmVHa100.4*** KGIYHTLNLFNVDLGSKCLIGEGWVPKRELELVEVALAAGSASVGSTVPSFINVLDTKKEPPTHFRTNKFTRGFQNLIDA

I

II

**410 420 430 440 450 460 470 480**

ii

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  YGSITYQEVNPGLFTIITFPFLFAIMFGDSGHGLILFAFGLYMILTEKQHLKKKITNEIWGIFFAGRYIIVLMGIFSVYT

***SgVAHa2***  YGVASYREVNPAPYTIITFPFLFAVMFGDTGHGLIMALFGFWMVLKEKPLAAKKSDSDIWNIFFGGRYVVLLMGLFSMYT

***SgVAHa3***  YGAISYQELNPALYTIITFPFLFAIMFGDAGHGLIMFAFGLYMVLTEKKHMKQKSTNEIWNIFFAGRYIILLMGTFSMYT

***LmVAHa1***  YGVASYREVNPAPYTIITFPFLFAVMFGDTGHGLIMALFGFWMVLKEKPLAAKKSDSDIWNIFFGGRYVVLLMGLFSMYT

***MsVAHa***  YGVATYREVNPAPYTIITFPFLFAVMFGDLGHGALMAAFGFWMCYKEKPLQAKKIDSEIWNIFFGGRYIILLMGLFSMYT

***DmVHa100.4*** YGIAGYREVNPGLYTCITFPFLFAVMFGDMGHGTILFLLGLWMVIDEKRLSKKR-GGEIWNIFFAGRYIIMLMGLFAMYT

**490 500 510 520 530 540 550 560**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  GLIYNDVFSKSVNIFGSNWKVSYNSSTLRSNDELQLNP-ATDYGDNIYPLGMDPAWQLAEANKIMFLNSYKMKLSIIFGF

***SgVAHa2***  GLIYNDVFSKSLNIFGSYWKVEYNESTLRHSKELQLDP-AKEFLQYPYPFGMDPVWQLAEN-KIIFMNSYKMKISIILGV

***SgVAHa3***  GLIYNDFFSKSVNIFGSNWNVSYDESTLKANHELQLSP-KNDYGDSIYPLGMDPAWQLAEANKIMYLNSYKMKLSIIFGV

***LmVAHa1***  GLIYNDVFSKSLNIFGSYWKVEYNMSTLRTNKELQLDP-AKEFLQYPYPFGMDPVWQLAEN-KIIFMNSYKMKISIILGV

***MsVAHa***  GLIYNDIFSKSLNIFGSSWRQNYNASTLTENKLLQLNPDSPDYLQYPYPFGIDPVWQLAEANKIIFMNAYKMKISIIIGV

***DmVHa100.4*** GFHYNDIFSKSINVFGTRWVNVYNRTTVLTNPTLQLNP--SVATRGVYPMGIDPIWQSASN-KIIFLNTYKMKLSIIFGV

III

IV

V

**570 580 590 600 610 620 630 640**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  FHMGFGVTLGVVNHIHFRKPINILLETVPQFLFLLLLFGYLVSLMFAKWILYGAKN---------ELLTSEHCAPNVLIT

***SgVAHa2***  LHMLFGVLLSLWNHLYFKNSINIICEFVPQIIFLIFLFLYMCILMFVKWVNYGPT---FG------FTAGPACAPSILIT

***SgVAHa3***  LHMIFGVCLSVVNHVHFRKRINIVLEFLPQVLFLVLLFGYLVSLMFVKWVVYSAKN---------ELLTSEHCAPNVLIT

***LmVAHa1***  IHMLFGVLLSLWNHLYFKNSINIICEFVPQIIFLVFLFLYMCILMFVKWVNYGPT---FD------FTMGPACAPSILIT

***MsVAHa***  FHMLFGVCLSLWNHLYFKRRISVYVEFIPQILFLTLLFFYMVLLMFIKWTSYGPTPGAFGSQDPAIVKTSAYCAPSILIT

***DmVHa100.4*** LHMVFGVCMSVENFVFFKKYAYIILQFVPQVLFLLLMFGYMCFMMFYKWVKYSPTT--------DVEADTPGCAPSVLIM

V

VI

**650 660 670 680 690 700 710 720**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  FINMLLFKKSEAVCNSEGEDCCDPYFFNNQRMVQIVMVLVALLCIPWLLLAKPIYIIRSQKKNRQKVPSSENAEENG---

***SgVAHa2***  FINMVLFKG-----SVPPK-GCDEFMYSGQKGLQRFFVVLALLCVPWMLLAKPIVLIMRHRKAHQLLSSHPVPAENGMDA

***SgVAHa3***  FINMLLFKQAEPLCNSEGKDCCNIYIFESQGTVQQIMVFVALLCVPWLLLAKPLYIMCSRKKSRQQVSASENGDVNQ---

***LmVAHa1***  FINMVLFKG-----SVPPK-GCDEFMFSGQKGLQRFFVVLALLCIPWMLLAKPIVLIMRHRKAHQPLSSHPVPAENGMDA

***MsVAHa***  FINMMLFKT-----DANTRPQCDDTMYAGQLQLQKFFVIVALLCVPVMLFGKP-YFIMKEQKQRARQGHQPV--------

***DmVHa100.4*** FIDMVLFKT------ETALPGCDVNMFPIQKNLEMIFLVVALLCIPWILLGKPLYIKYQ-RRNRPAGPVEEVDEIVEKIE

**730 740 750 760 770 780 790 800**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgVAHa1***  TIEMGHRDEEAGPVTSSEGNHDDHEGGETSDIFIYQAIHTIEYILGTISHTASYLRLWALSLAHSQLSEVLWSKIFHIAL

***SgVAHa2***  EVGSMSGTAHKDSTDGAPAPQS-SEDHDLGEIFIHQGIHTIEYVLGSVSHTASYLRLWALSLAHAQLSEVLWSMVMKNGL

***SgVAHa3***  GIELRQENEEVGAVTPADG-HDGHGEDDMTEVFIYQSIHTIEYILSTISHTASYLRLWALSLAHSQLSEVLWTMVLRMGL

***LmVAHa1***  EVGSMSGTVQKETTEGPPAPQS-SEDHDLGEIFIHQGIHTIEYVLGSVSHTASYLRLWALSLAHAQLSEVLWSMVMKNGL

***MsVAHa***  -----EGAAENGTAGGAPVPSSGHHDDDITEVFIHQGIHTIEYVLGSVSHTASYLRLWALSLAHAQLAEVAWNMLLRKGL

***DmVHa100.4*** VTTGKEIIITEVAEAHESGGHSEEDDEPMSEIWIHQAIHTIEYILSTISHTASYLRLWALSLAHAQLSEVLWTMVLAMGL

VII

**810 820 830 840 850 860 870**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....**

***SgVAHa1***  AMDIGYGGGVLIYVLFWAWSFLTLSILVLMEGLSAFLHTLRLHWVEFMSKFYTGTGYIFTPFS-FKSILEQEDNEGP--

***SgVAHa2***  VVEG-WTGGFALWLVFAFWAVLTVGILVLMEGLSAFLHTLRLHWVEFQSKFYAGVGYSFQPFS-FEAILDSASQAPED-

***SgVAHa3***  TAEG-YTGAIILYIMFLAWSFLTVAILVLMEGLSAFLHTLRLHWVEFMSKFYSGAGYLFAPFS-FKNILEQDDNEQ---

***LmVAHa1***  VVEG-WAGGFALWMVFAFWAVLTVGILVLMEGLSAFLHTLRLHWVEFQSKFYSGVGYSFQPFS-FETILDSASHSAED-

***MsVAHa***  MSTD-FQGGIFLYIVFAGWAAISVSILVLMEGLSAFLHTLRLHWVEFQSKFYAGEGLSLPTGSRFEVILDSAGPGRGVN

***DmVHa100.4*** QMNG-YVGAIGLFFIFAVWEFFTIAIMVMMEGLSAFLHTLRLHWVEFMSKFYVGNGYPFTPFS-FKDILIVVEDD----

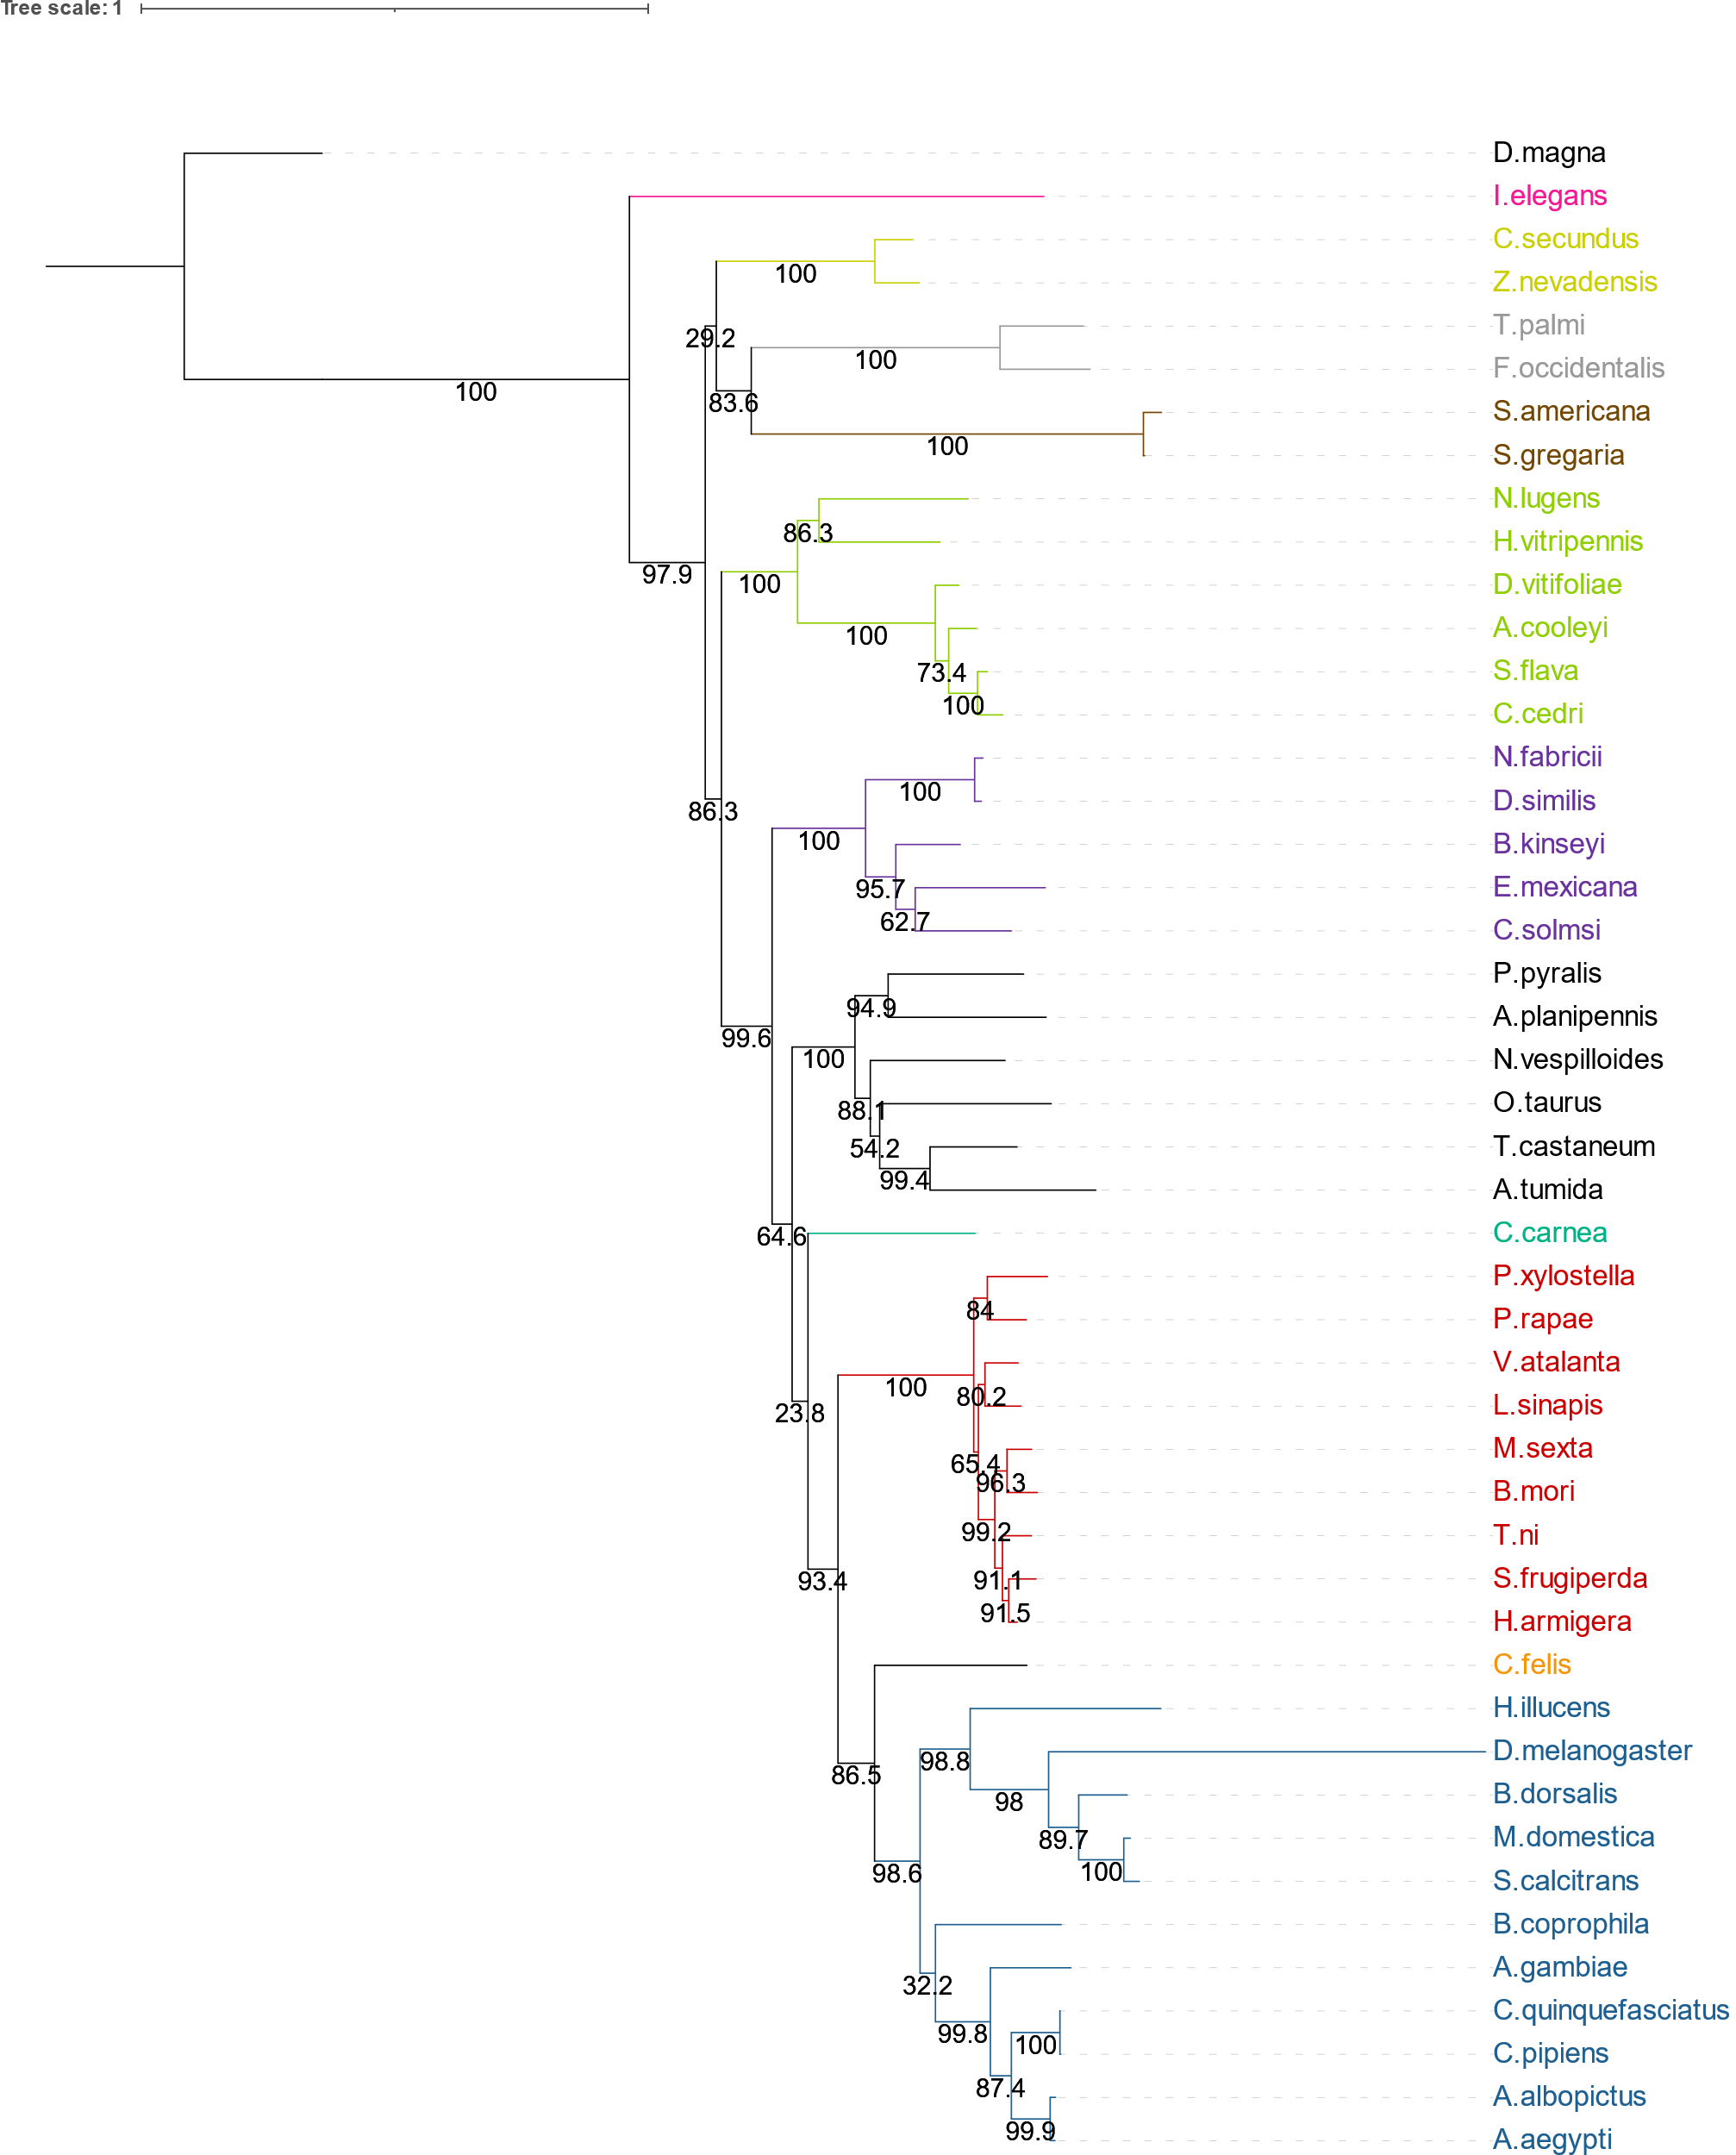

**Supplementary Figure 7**. **Phylogenetic analysis of H^+^ V-ATPase subunit-a proteins in various insect species.** Phylogenetic relationships of H^+^ V-ATPase 116 kDa subunit proteins obtained by Maximum Likelihood method. The branch lengths represent the evolutionary distance between clades and is expressed as the amino acid substitution rate per site. The branch length scale is indicated by the scale bar in the top left corner. The node support (%) is indicated at each node. Different insect orders are indicated with distinct colors (Coleoptera: black, Diptera: blue, Hemiptera: green, Hymenoptera: purple, Isoptera: yellow, Lepidoptera: red, Neuroptera: teal, Odonata: magenta, Orthoptera: brown, Siphonaptera: orange, Thysanoptera: grey). A sequence from the crustacean *Daphnia magna* was used as an outgroup to root the tree.

**Supplementary Figure 8**. **Multiple sequence alignment of NPC1b proteins with SgNPC1b as reference sequence.** The NPC1b amino acid sequence from *Schistocerca gregaria* (SgNPC1b) was compared to 2 insect sequences, namely *Helicoverpa armigera* (Ha, accession number QEP99645.1) and *Drosophila melanogaster* (Dm, accession number NP_608417.2) as well as *Homo sapiens* Niemann-pick C1-like 1 protein (HsNPC1L1, accession number AAI43757.1). The three domains characteristic for Niemann-pick C1 proteins are indicated by boxes: N-terminal domain (black box), sterol-sensing domain (dark grey box) and patched domain (light grey box).

**10 20 30 40 50 60 70 80**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  ----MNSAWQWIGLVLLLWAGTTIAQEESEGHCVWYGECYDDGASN------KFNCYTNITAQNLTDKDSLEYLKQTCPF

***HaNPC1b***  -----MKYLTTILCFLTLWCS-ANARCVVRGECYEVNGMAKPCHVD------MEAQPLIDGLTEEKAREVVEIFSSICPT

***DmNPC1b***  --------MKVIFATIWLIAG-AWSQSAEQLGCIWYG-QSHMIGAH------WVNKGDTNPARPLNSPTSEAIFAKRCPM

***HsNPC1L1*** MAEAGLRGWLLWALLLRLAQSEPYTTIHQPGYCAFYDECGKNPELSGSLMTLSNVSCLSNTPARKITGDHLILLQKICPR

N-terminal domain

**90 100 110 120 130 140 150 160**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  LVDQEAKY------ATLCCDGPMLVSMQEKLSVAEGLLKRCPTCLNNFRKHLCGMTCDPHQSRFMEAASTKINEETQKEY

***HaNPC1b***  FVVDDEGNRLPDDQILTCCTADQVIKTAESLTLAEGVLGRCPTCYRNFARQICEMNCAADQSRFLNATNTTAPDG--TVH

***DmNPC1b***  LYKEYKGE-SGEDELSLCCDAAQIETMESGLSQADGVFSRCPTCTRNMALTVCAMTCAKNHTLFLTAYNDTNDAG--VDY

***HsNPC1L1*** LYTGPNTQ--------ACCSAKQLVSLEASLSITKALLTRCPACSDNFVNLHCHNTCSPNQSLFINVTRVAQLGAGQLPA

**170 180 190 200 210 220 230 240**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  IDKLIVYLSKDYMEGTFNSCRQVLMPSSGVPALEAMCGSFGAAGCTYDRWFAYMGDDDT-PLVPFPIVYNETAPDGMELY

***HaNPC1b***  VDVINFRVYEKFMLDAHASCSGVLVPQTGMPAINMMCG--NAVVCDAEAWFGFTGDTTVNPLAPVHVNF-HMWPNTEESM

***DmNPC1b***  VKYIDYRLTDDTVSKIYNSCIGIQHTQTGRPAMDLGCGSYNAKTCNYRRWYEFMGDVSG-DYVPFQINY-KWSEDAEEGS

***HsNPC1L1*** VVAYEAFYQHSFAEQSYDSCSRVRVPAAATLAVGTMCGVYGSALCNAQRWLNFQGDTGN-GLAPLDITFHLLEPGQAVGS

**250 260 270 280 290 300 310 320**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  N-----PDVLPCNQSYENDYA-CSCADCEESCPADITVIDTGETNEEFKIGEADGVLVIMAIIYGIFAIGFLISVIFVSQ

***HaNPC1b***  N-----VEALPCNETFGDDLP-CSCVDCVSTCP--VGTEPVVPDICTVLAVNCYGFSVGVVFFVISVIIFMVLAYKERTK

***DmNPC1b***  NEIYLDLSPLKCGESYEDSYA-CACIDCEESCP--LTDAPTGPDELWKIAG-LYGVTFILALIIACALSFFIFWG-----

***HsNPC1L1*** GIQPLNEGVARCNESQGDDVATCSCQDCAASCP-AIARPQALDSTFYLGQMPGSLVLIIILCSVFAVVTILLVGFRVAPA

**330 340 350 360 370 380 390 400**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  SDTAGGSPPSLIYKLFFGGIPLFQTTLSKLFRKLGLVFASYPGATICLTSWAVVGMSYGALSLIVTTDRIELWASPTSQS

***HaNPC1b***  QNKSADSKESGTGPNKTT------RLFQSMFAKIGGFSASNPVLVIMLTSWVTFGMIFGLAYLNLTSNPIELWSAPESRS

***DmNPC1b***  -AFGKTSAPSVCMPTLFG------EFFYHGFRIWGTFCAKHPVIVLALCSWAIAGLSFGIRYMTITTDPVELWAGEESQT

***HsNPC1L1*** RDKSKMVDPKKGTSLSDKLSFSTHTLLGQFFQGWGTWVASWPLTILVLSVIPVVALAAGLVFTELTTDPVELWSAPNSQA

**410 420 430 440 450 460 470 480**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  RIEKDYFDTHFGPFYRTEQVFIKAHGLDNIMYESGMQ-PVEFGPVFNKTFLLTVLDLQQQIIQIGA----GES-YELKNI

***HaNPC1b***  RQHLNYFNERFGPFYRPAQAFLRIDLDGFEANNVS------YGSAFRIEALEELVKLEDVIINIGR----EDGGVKLEDV

***DmNPC1b***  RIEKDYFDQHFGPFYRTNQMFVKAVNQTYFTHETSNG-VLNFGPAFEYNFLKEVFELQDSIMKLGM----ADN-EGLDKI

***HsNPC1L1*** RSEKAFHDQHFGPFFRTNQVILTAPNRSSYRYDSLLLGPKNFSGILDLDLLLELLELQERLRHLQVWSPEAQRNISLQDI

**490 500 510 520 530 540 550 560**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  CNAPLATG--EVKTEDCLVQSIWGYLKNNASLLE---------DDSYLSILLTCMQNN-----------VDFSCLGPYGG

***HaNPC1b***  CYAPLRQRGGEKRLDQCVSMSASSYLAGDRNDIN---------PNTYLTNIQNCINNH-----------YSFDCLASWGG

***DmNPC1b***  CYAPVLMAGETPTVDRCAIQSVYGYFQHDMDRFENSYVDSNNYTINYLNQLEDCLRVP-----------MMEDCFGTFGG

***HsNPC1L1*** CYAPLNPD--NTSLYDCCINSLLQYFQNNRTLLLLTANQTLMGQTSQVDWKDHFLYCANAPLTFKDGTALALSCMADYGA

**570 580 590 600 610 620 630 640**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  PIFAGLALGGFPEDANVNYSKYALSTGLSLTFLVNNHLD-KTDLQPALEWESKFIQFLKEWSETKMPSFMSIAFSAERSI

***HaNPC1b***  GAEPDLVFGGF------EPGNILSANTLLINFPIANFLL-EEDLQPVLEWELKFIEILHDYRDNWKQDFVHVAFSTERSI

***DmNPC1b***  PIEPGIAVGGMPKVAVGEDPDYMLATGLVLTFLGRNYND-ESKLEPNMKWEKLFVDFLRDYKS----DRLDIAYMAERSI

***HsNPC1L1*** PVFPFLAIGGYK------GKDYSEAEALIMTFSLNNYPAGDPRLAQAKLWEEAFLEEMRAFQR-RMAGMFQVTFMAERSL

**650 660 670 680 690 700 710 720**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  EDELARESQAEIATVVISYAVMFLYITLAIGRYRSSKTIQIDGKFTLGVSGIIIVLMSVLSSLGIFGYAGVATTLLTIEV

***HaNPC1b***  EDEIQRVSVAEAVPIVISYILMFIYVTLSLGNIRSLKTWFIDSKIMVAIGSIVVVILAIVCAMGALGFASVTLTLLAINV

***DmNPC1b***  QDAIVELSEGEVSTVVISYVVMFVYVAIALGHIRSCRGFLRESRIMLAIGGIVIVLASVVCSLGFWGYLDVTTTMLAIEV

***HsNPC1L1*** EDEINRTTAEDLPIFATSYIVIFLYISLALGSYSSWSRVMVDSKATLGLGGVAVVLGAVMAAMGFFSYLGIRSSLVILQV

Sterol-sensing domain

**730 740 750 760 770 780 790 800**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  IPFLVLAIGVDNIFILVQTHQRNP------------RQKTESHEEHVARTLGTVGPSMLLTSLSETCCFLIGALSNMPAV

***HaNPC1b***  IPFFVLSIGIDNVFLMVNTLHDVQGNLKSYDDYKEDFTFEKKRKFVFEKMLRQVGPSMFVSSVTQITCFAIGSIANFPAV

***DmNPC1b***  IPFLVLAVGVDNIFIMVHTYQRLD------------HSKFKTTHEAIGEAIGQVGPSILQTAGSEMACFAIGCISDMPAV

***HsNPC1L1*** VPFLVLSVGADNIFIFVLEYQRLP------------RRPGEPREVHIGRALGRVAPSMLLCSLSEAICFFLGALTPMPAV

**810 820 830 840 850 860 870 880**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  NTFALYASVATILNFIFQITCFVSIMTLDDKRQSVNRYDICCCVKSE-KAVDD-------TPSED-FLYLLFKSYYSKFL

***HaNPC1b***  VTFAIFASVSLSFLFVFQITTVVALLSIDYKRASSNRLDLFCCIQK--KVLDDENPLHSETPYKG--VTQRLMEPYSKFL

***DmNPC1b***  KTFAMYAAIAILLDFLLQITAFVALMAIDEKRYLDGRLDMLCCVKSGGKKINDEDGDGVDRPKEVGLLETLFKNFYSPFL

***HsNPC1L1*** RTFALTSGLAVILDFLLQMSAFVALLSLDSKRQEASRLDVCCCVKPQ---------------------------------

**890 900 910 920 930 940 950 960**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  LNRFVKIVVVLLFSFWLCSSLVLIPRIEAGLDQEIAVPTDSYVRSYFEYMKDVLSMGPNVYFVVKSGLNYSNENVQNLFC

***HaNPC1b***  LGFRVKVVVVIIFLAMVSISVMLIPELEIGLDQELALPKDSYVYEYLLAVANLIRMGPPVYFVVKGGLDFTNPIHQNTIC

***DmNPC1b***  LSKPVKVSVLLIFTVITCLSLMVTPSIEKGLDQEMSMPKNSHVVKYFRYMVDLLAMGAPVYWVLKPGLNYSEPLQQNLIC

***HsNPC1L1*** ----------------------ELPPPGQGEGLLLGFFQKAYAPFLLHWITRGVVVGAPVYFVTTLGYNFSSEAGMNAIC

**970 980 990 1000 1010 1020 1030 1040**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  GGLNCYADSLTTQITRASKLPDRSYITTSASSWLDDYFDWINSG-NCCQD--DKGTECSETP------------------

***HaNPC1b***  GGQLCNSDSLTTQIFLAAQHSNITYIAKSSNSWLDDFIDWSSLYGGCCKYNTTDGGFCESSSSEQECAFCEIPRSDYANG

***DmNPC1b***  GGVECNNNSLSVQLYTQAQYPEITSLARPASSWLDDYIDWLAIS-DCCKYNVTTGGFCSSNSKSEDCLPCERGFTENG--

***HsNPC1L1*** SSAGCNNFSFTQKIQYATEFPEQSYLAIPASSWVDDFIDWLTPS-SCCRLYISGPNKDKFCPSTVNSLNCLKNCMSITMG

**1050 1060 1070 1080 1090 1100 1110 1120**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  --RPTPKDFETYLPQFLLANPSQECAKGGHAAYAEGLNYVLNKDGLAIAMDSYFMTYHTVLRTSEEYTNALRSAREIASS

***HaNPC1b***  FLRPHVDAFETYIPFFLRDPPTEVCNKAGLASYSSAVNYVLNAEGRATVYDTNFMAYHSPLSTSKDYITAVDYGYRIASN

***DmNPC1b***  -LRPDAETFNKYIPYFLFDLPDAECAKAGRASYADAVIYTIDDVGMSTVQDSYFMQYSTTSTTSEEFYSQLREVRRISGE

***HsNPC1L1*** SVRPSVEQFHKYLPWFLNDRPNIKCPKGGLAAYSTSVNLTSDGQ----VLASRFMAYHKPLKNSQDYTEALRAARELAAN

**1130 1140 1150 1160 1170 1180 1190 1200**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  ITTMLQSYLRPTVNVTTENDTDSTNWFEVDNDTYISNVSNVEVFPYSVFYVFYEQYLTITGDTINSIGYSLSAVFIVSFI

***HaNPC1b***  ISAAIK----------------------------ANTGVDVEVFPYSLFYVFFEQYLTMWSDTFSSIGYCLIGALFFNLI

***DmNPC1b***  INAMFK----------------------------ENN-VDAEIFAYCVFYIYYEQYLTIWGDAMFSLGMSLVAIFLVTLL

***HsNPC1L1*** ITADLR--------------------------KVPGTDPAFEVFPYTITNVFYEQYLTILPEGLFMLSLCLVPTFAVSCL

Patched domain

**1210 1220 1230 1240 1250 1260 1270 1280**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  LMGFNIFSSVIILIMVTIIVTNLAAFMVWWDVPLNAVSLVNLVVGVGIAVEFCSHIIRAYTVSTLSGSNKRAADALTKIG

***HaNPC1b***  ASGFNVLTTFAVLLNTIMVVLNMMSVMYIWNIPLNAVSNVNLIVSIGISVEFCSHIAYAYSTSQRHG-REKVEEAIQKVG

***DmNPC1b***  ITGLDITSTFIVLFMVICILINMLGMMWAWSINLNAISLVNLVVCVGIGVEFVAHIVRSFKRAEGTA-QERARHSLNVTG

***HsNPC1L1*** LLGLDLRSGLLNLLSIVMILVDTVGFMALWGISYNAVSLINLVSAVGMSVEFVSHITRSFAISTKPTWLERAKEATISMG

**1290 1300 1310 1320 1330 1340 1350 1360**

**....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|**

***SgNPC1b***  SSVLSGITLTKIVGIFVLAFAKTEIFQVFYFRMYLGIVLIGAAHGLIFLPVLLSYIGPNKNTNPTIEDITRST-------

***HaNPC1b***  ATIITGITFTNIP-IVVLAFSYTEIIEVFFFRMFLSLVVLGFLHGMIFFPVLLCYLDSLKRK------------------

***DmNPC1b***  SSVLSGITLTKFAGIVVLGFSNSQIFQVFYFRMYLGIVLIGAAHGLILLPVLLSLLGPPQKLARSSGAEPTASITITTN-

***HsNPC1L1*** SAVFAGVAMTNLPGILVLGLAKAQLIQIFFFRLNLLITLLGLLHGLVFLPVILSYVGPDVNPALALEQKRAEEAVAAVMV

**1370 1380 1390 1400**

**....|....|....|....|....|....|....|....|...**

***SgNPC1b***  -------------------------------------------

***HaNPC1b***  -------------------------------------------

***DmNPC1b***  -------------------------------------------

***HsNPC1L1*** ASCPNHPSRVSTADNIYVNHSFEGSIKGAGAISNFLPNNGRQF

**
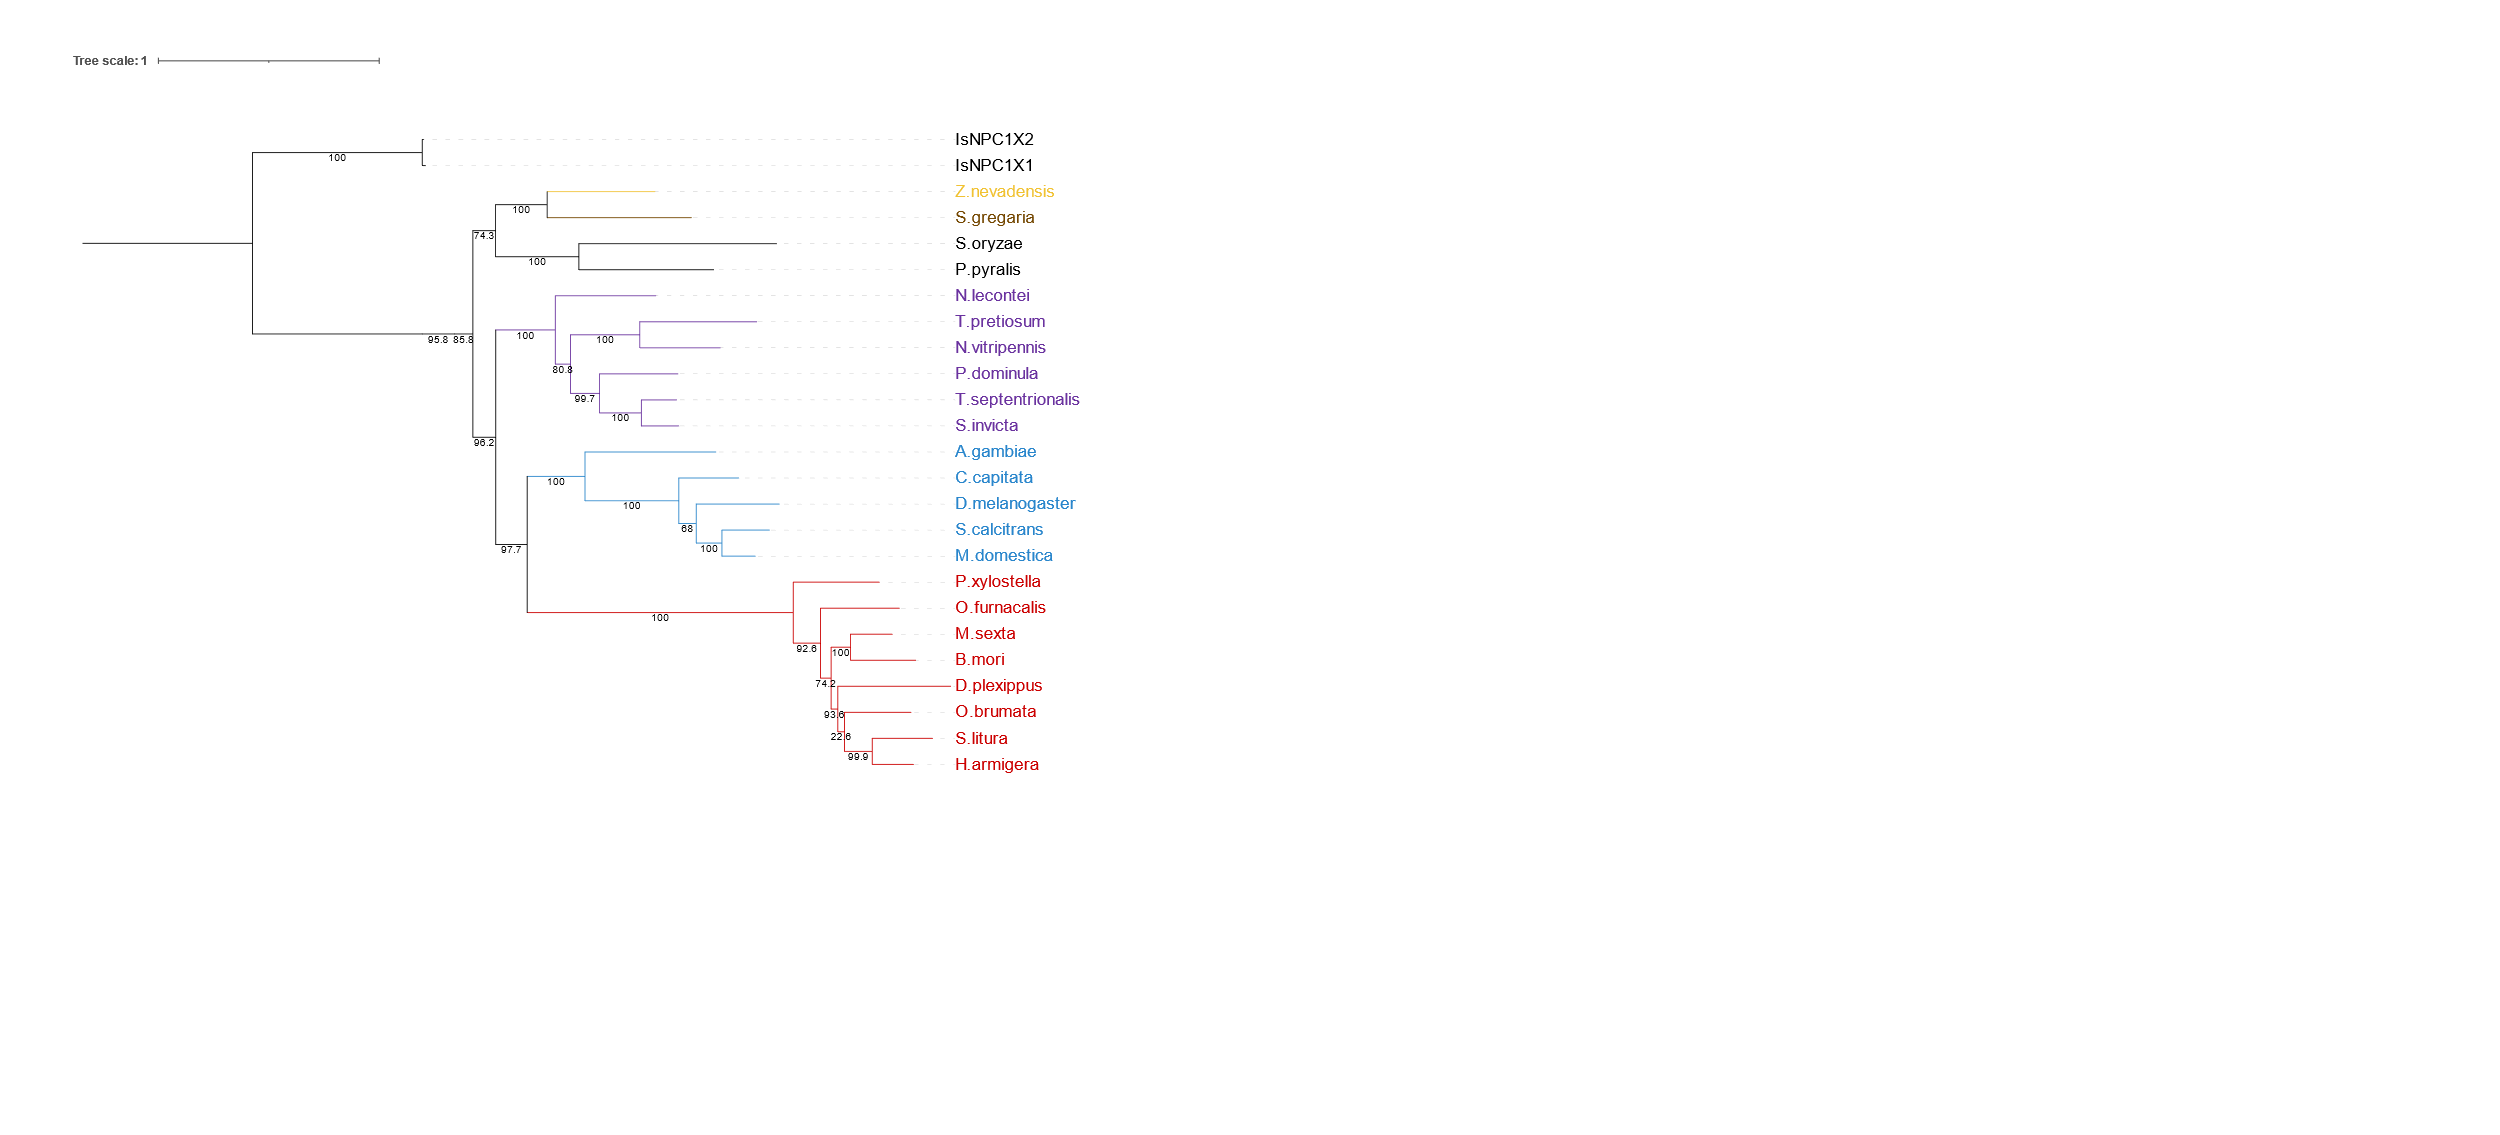
**

**Supplementary Figure 9**. **Phylogenetic analysis of NPC1b proteins in various insect species.** Phylogenetic relationships of NPC1b proteins obtained by Maximum Likelihood method. The branch lengths are indicated at each branch and is expressed as the amino acid substitution rate per site. The branch length scale is indicated by the scale bar in the top left corner. The node support (%) is indicated at each node. Different insect orders are indicated with distinct colors (Lepidoptera: red, Diptera: blue, Isoptera: yellow, Orthoptera: brown, Coleoptera: black, Hymenoptera: purple). Two NPC1 sequences from the arachnid *Ixodes scapularis* were used as an outgroup to root the tree (IsNPC1X1 and IsNPC1X2).

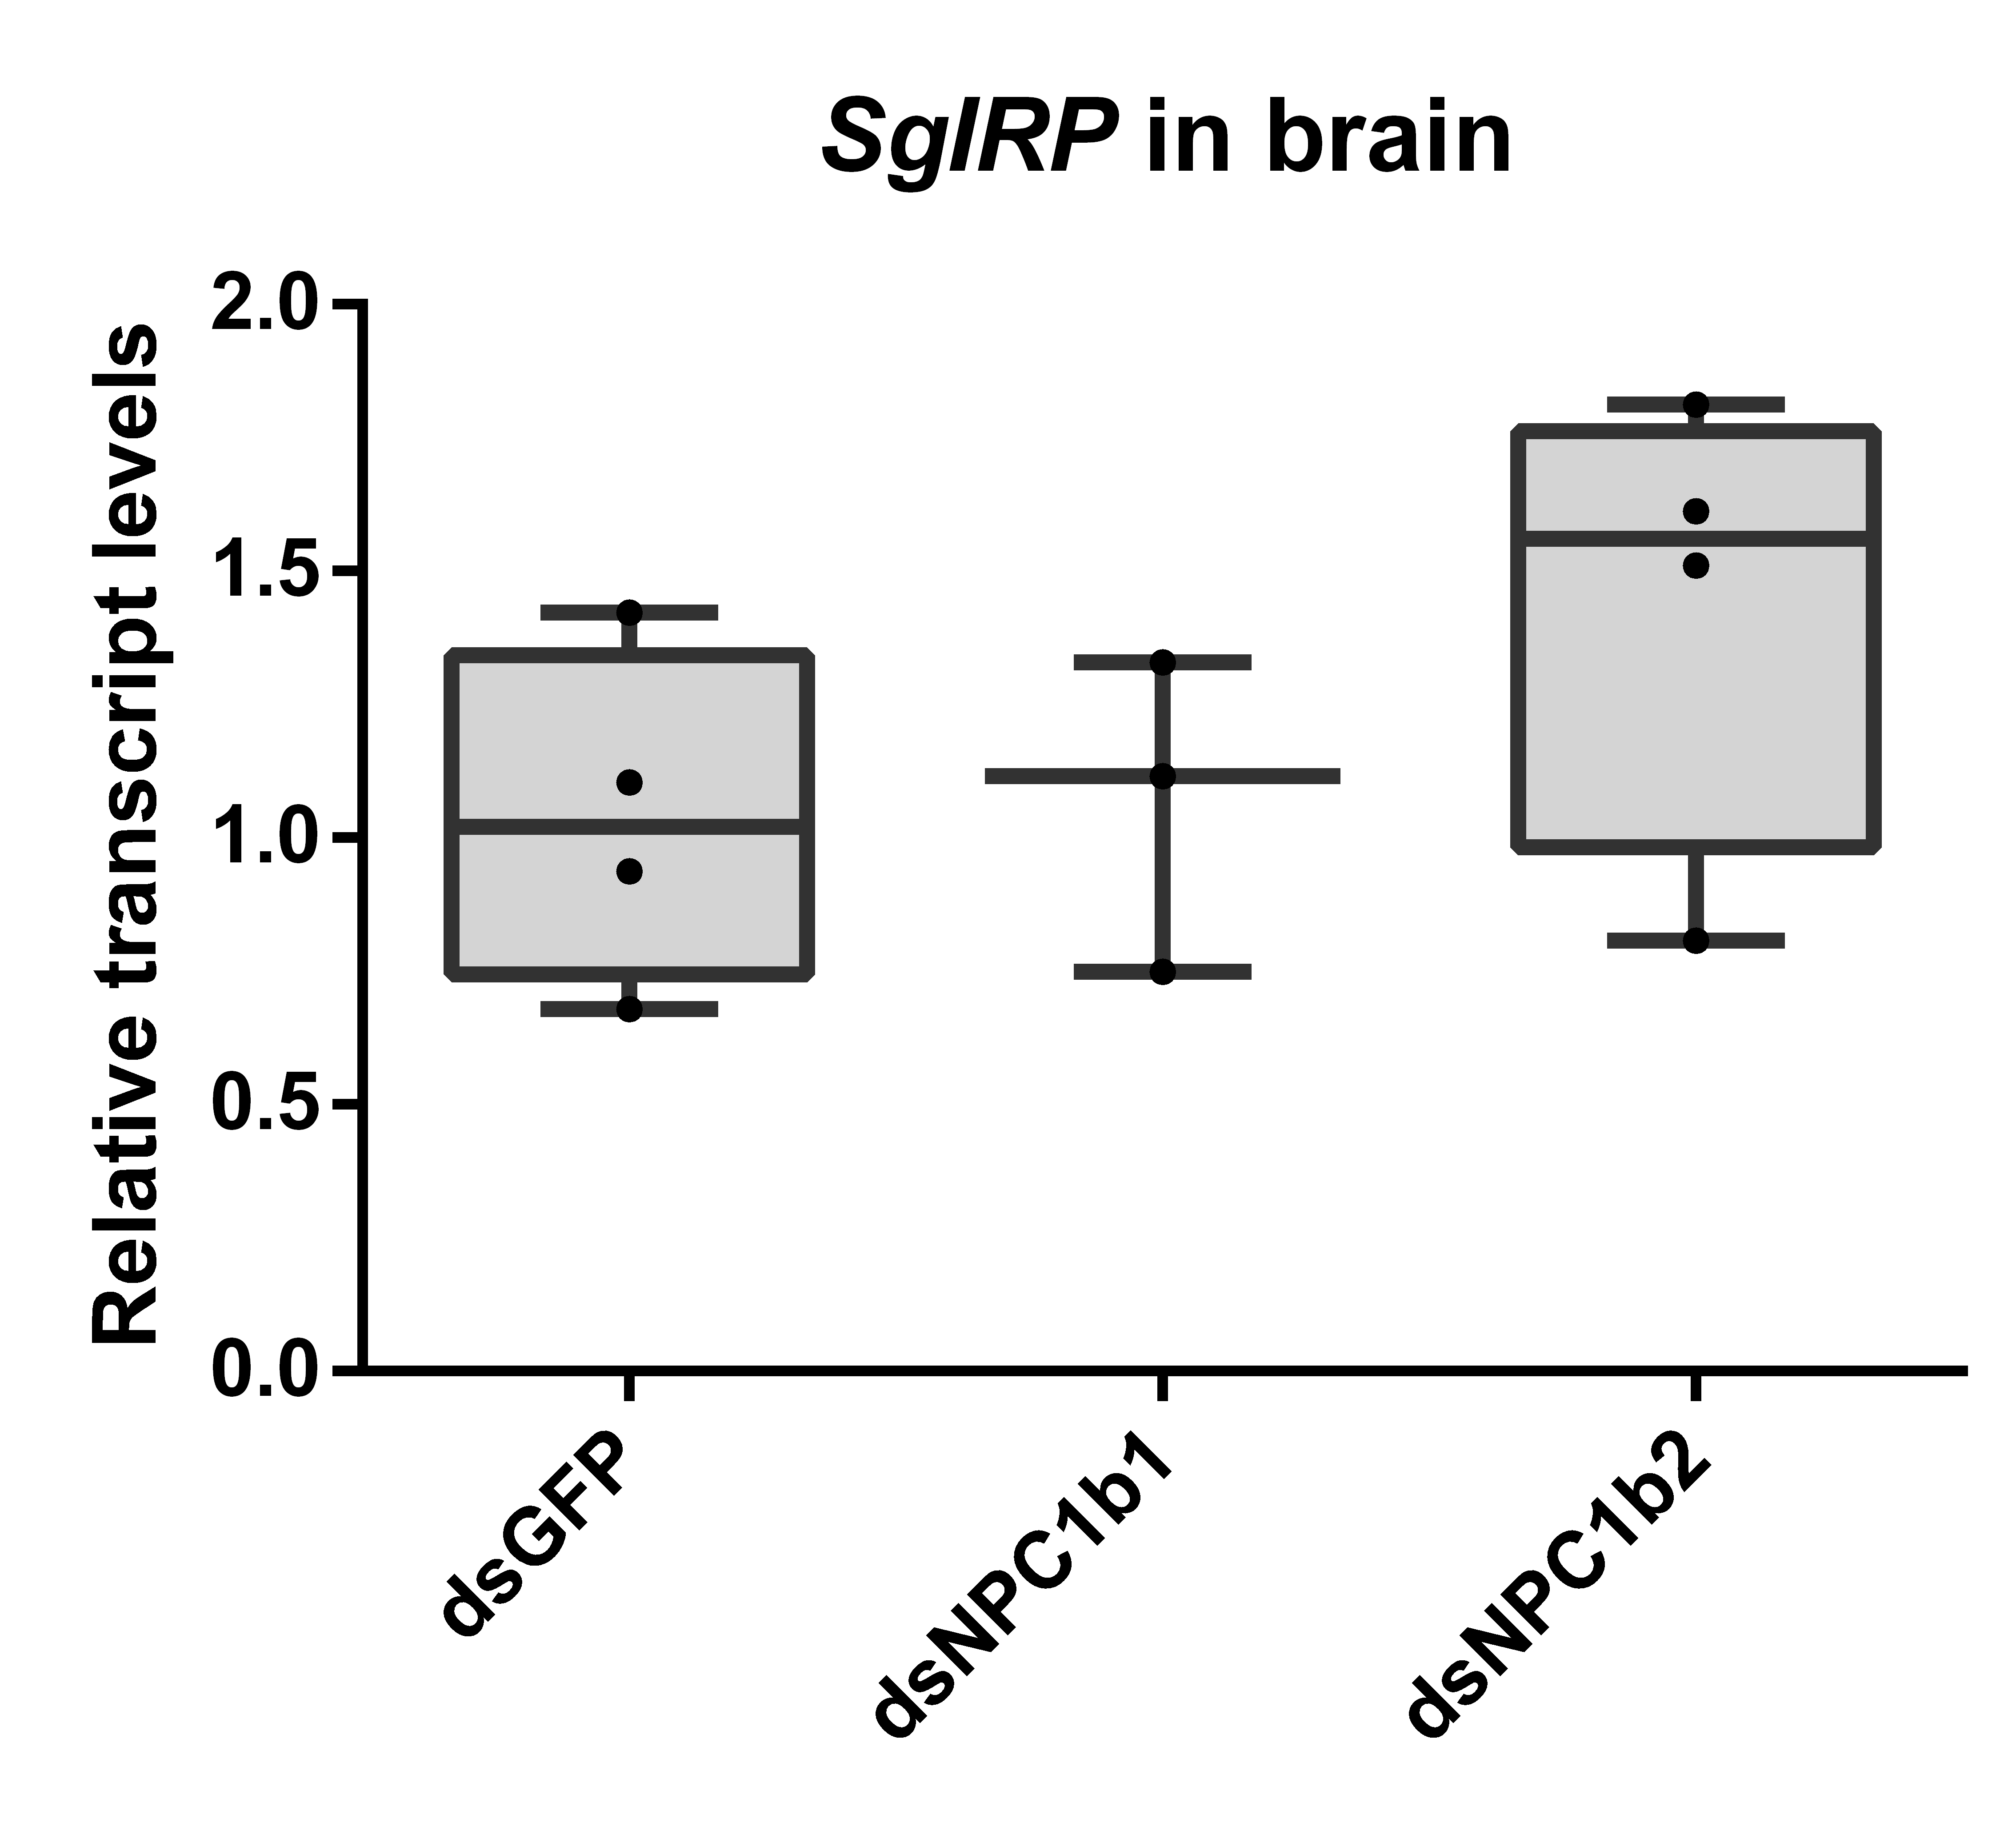

**Supplementary Figure 10.** **Insulin-related peptide transcript abundance in the brain upon *SgNPC1b* knockdown.** Relative transcript levels of insulin-related peptide (*SgIRP)* in the brain of *dsGFP* and *dsNPC1b* injected animals measured by RT-qPCR (*dsGFP*: n=4, *dsNPC1b1*: n=3, *dsNPC1b2*: n=4). Data are represented by boxplots containing the upper and lower quartile, while the whiskers indicate the minimum and maximum. The median is indicated by the grey line in the center of the box. A *SgNPC1b* knockdown did not significantly affect *SgIRP* transcript levels in the brain (one-way ANOVA with Dunnett’s post-hoc test).

## Supplementary Tables

**Supplementary Table 1. Annotated mapped midgut transcripts.**

See file “Suppl. Table 1_ Midgut_Transcriptome_Annotated.xlsx”

**Supplementary Table 2.** List of TMM normalized counts per million (CPM) of all samples. Sample S1-S6: 10 min after feeding, sample S7-S12: 2 h after feeding, sample S13-S18: 24 h after feeding.

See file “Suppl. Table 2_TMM_Normalized_CountTable_allsamples.xlsx”

**Supplementary Table 3.** Oligonucleotide sequences for primers used in dsRNA construct design. Underlined sequences are the T7 promoter sequences. *SgNPC1b1* and *SgNPC1b2* refer to two non-overlapping dsRNA constructs targeting *SgNPC1b*.

| **Target genes** | **Forward primer** | **Reverse primer** | |  |
| --- | --- | --- | --- | --- |
| *SgVAHa1* | 5’- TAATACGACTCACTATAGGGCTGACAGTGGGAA  CCCTGAT-3’ | | 5’-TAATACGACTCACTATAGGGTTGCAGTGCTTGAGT  CATCC-3’ | |
| *SgNPC1b 1* | 5’-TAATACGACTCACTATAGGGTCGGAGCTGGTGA  AAGCTA-3’ | | 5’-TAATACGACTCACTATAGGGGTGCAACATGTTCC  TCATGG-3’ | |
| *SgNPC1b 2* | 5’-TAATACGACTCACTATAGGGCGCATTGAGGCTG  GATTAGA-3’ | | 5’-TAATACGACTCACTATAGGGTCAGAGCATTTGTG  TACTCCTC-3’ | |
| *GFP* | 5’-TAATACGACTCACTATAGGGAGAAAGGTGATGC  TACATACGGAA-3’ | | 5’-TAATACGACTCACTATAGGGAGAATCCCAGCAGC  AGTTACAAAC-3’ | |

Abbreviations*: VAHa1= H^+^ V-ATPase subunit-a isoform 1, NPC1b =niemann-pick C1 protein isoform b, GFP = green fluorescent protein*

**Supplementary Table 4**. Oligonucleotide sequences for primers used in RT-qPCR.

| **Reference genes** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *SgGAPDH* | 5’-CGCTACAAGAAGCTTAAGAGGTCAT-3’ | 5’-CCTACGGCGCACTCTGTTG-3’ |
| *SgRP49* | 5’-GTCTGATGACAACAGTGCAT-3’ | 5’-GTCCATCACGCCACAACTTTC-3’ |
|  |  |  |
| **Target genes** | Forward primer | Reverse primer |
| *SgVAHa1* | 5’-TATTACTGTCGCGTCGCATC-3’ | 5’-TCTTCTCGCTCCGAAACATC-3’ |
| *SgNPC1b* | 5’-CGGTGAATGTTACGATGACG -3’ | 5’-TTCTTGGTCCACCAGAAAGG-3’ |

Abbreviations: *SgGAPDH = Glyceraldehyde 3-phosphate dehydrogenase, RP49*=*ribosomal protein 49*, *VAHa1= H^+^ V-ATPase subunit-a isoform 1, NPC1b =niemann-pick C1 protein isoform b*

**Supplementary Table 5**. Predicted digestive enzymes with annotation in the *S. gregaria* midgut transcriptome.

| **Predicted Identity** | **# Transcripts** |
| --- | --- |
| **Protein digestion** |  |
| Endopeptidase activity |  |
| Serine protease |  |
| Trypsin | 84 |
| Chymotrypsin | 22 |
| Elastase | 6 |
| Cysteine protease | 9 |
| Aspartic protease | 3 |
| Metalloprotease | 8 |
| Exopeptidase activity |  |
| Aminopeptidase | 47 |
| Carboxypeptidase | 32 |
| Dipeptidase | 3 |
| **Carbohydrate digestion** |  |
| α-Amylase | 6 |
| α-Glucosidase | 20 |
| β-Glucosidase | 44 |
| Cellulase | 3 |
| **Lipid digestion** |  |
| Lipase | 22 |
| Phospholipase | 13 |
| Sterol dehydrogenase/reductase | 29 |
| **Nucleases** |  |
| DNase | 4 |
| RNase | 38 |
| Nucleotidase | 14 |
| Nucleosidase | 1 |

**Supplementary Table 6.** Summary of Pfam annotations of predicted nutrient transporters and their substrates present in the *S. gregaria* midgut transcriptome.

| **Nutrient** | **Pfam** | **# Transcripts** | **Description** |
| --- | --- | --- | --- |
| **Amino acids** | PF01490 | 17 | Solute carrier protein 36 |
|  | PF00324 | 12 | Cationic amino acid transporter (SLC7) |
|  | PF00209 | 7 | Sodium-coupled amino acid transporter (iNAT-SLC6) |
|  | PF10149 | 2 | Solute carrier protein 38 |
|  | PF00854 | 2 | Oligopeptide transporter (SLC15) |
| **Carbohydrates** | PF00083 | 53 | Facilitated hexose and polyol transporters (GLUT) |
|  | PF00474 | 3 | Sodium-glucose co-transporters (SGLT) |
| **Lipids** | PF00501 | 24 | Fatty acid transport protein (FATP) |
|  | PF00061 | 15 | Fatty acid binding protein (FABP) |
|  | PF01130 | 7 | Scavenger receptors class B type I (CD36) |
|  | PF00108 | 7 | Sterol carrier protein-x (SCPx) |
|  | PF02036 | 4 | Sterol carrier protein-2 (SCP2) |
|  | PF02221 | 4 | Niemann-Pick C2 (NPC2) |
|  | PF16414 | 2 | Niemann-Pick C1 (NPC1) |

**Supplementary Table 7**: Summary of Pfam annotations of proteins with important midgut-associated functions, outside of digestive enzymes and nutrient transporters, present in the *S. gregaria* midgut transcriptome.

| **Functional category** | **Pfam** | **# Transcripts** | **Description** |
| --- | --- | --- | --- |
| **Peritrophic membrane** | PF01607 | 59 | Chitin binding peritrophin A domain |
|  | PF00379 | 11 | Chitin binding domain |
|  | PF00704 | 13 | Endochitinase |
| **ATP-binding cassette (ABC) transporters** | PF00005 | 55 | ABC transporter NBD |
|  | PF00664 | 36 | ABC transporter TMD |
| **Transmembrane proton pump** | PF02874 | 4 | H+ V-ATPase V1 subunit-A |
|  | PF00137 | 4 | H+ V-ATPase V1 subunit-C |
|  | PF01813 | 2 | H+ V-ATPase V1 subunit-D |
|  | PF01991 | 1 | H+ V-ATPase V1 subunit-E |
|  | PF01990 | 1 | H+ V-ATPase V1 subunit-F |
|  | PF03179 | 1 | H+ V-ATPase V1 subunit-G |
|  | PF11698 | 1 | H+ V-ATPase V1 subunit-H |
|  | PF01496 | 3 | H+ V-ATPase V0 subunit-a |
| **Detoxification** | PF00067 | 132 | CYP450 |
|  | PF00201 | 63 | Uridine diphosphateglucuronosyltransferase (UGT) |
|  | PF02798/13417 | 59 | Glutathione S-transferase (GST) |
|  | PF00135 | 123 | Carboxylesterase (CE) |
| **Other** | PF00230 | 4 | Aquaporin |
|  | PF00999 | 4 | Sodium/hydrogen exchanger |
|  | PF00689/00690 | 1 | Sodium/potassium V-ATPase alpha |
|  | PF00287 | 3 | Sodium/potassium V-ATPase beta |
|  | PF00955 | 1 | Anion exchanger |

**Supplementary Table 8.** Upregulated transcripts 2 hours after feeding versus 24 hours after feeding.

See file “Suppl. Table 8_Upregulated_2 h_Transcripts_Annotated”

**Supplementary Table 9.** Downregulated transcripts 2 hours after feeding versus 24 hours after feeding.

See file “Suppl. Table 9_Downregulated_2 h_Transcripts_Annotated.xlsx”

**Supplementary Table 10.** List of all accession numbers of H^+^ V-ATPase 116 kDa subunit-a protein sequences used for phylogenetic analysis. A sequence from *Daphnia magna* (accession number JAN07249.1) was used as an outgroup for phylogenetic analysis.

| **Species** | **Order** | **Accession number** |
| --- | --- | --- |
| *Aethina tumida* | Coleoptera | [XP_019865195.1](https://www.ncbi.nlm.nih.gov/protein/XP_019865195.1?report=genbank&log$=prottop&blast_rank=4&RID=KS936M7H013) |
| *Agrilus planipennis* | Coleoptera | XP_025831982 |
| *Nicrophorus vespilloides* | Coleoptera | XP_017778558 |
| *Photinus pyralis* | Coleoptera | [XP_031337487](https://www.ncbi.nlm.nih.gov/protein/XP_031337487?report=genbank&log$=taxrep&RID=KS9NGEWS016) |
| *Tribolium castaneum* | Coleoptera | [XP_008200952.1](https://www.ncbi.nlm.nih.gov/protein/XP_008200952.1?report=genbank&log$=prottop&blast_rank=3&RID=KS936M7H013) |
| *Aedes aegypti* | Diptera | [XP_001657344.1](https://www.ncbi.nlm.nih.gov/protein/XP_001657344.1?report=genbank&log$=prottop&blast_rank=33&RID=KS2DJ7DV01R) |
| *Aedes albopictus* | Diptera | [XP_019546778.1](https://www.ncbi.nlm.nih.gov/protein/XP_019546778.1?report=genbank&log$=prottop&blast_rank=37&RID=KS2DJ7DV01R) |
| *Anopheles gambiae* | Diptera | [CAD27758](https://www.ncbi.nlm.nih.gov/protein/CAD27758?report=genbank&log$=taxrep&RID=KS2DJ7DV01R) |
| *Batrocera dorsalis* | Diptera | [XP_011211500.1](https://www.ncbi.nlm.nih.gov/protein/XP_011211500.1?report=genbank&log$=prottop&blast_rank=38&RID=KS850K21016) |
| *Culex pipiens* | Diptera | [XP_039445164.1](https://www.ncbi.nlm.nih.gov/protein/XP_039445164.1?report=genbank&log$=prottop&blast_rank=29&RID=KS2DJ7DV01R) |
| *Culex quinquefasciatus* | Diptera | [XP_038115263](https://www.ncbi.nlm.nih.gov/protein/XP_038115263?report=genbank&log$=taxrep&RID=KS2DJ7DV01R) |
| *Drosophila melanogaster* | Diptera | NP_650720.1 |
| *Hermetia illucens* | Diptera | [XP_037913625.1](https://www.ncbi.nlm.nih.gov/protein/XP_037913625.1?report=genbank&log$=prottop&blast_rank=94&RID=KS2DJ7DV01R) |
| *Musca domestica* | Diptera | [XP_005182534.1](https://www.ncbi.nlm.nih.gov/protein/XP_005182534.1?report=genbank&log$=prottop&blast_rank=28&RID=KS850K21016) |
| *Stomoxys calcitrans* | Diptera | [XP_013114901.1](https://www.ncbi.nlm.nih.gov/protein/XP_013114901.1?report=genbank&log$=prottop&blast_rank=27&RID=KS850K21016) |
| *Adelges cooleyi* | Hemiptera | XP_050419890 |
| *Cinara cedri* | Hemiptera | [VVC33897](https://www.ncbi.nlm.nih.gov/protein/VVC33897?report=genbank&log$=taxrep&RID=KS9NGEWS016) |
| *Daktulosphaira vitifoliae* | Hemiptera | [XP_050538204.1](https://www.ncbi.nlm.nih.gov/protein/XP_050538204.1?report=genbank&log$=prottop&blast_rank=63&RID=KS2DJ7DV01R) |
| *Homalodisca vitripennis* | Hemiptera | [XP_046682460.1](https://www.ncbi.nlm.nih.gov/protein/XP_046682460.1?report=genbank&log$=prottop&blast_rank=18&RID=KS2DJ7DV01R) |
| *Nilaparvata lugens* | Hemiptera | [XP_022201975.1](https://www.ncbi.nlm.nih.gov/protein/XP_022201975.1?report=genbank&log$=prottop&blast_rank=20&RID=KS2DJ7DV01R) |
| *Sipha flava* | Hemiptera | [XP_025423815.1](https://www.ncbi.nlm.nih.gov/protein/XP_025423815.1?report=genbank&log$=prottop&blast_rank=81&RID=KS2DJ7DV01R) |
| *Belonocnema kinseyi* | Hymenoptera | XP_033214483 |
| *Diprion similis* | Hymenoptera | XP_046737475 |
| *Neodiprion fabricii* | Hymenoptera | [XP_046411765](https://www.ncbi.nlm.nih.gov/protein/XP_046411765?report=genbank&log$=taxrep&RID=KS9NGEWS016) |
| *Cryptotermes secundus* | Isoptera | XP_023722813.1 |
| *Zootermopsis nevadensis* | Isoptera | [XP_021940961](https://www.ncbi.nlm.nih.gov/protein/XP_021940961?report=genbank&log$=taxrep&RID=KS9NGEWS016) |
| *Bombyx mori* | Lepidoptera | [XP_004931128.1](https://www.ncbi.nlm.nih.gov/protein/XP_004931128.1?report=genbank&log$=prottop&blast_rank=60&RID=KS2DJ7DV01R) |
| *Helicoverpa armigera* | Lepidoptera | [XP_021200676.2](https://www.ncbi.nlm.nih.gov/protein/XP_021200676.2?report=genbank&log$=prottop&blast_rank=65&RID=KS2DJ7DV01R) |
| *Leptidea sinapsis* | Lepidoptera | [XP_050669605.1](https://www.ncbi.nlm.nih.gov/protein/XP_050669605.1?report=genbank&log$=prottop&blast_rank=51&RID=KS2DJ7DV01R) |
| *Manduca sexta* | Lepidoptera | [XP_030029557.1](https://www.ncbi.nlm.nih.gov/protein/XP_030029557.1?report=genbank&log$=prottop&blast_rank=35&RID=KS2DJ7DV01R) |
| *Pieris rapae* | Lepidoptera | [XP_022118568.1](https://www.ncbi.nlm.nih.gov/protein/XP_022118568.1?report=genbank&log$=prottop&blast_rank=45&RID=KS2DJ7DV01R) |
| *Plutella xylostella* | Lepidoptera | [XP_037965097.2](https://www.ncbi.nlm.nih.gov/protein/XP_037965097.2?report=genbank&log$=prottop&blast_rank=95&RID=KS2DJ7DV01R) |
| *Spodoptera frugiperda* | Lepidoptera | [XP_050562224.1](https://www.ncbi.nlm.nih.gov/protein/XP_050562224.1?report=genbank&log$=prottop&blast_rank=87&RID=KS2DJ7DV01R) |
| *Trichoplusia ni* | Lepidoptera | [XP_026737260.1](https://www.ncbi.nlm.nih.gov/protein/XP_026737260.1?report=genbank&log$=prottop&blast_rank=79&RID=KS2DJ7DV01R) |
| *Vanessa atalanta* | Lepidoptera | [XP_047528562.1](https://www.ncbi.nlm.nih.gov/protein/XP_047528562.1?report=genbank&log$=prottop&blast_rank=44&RID=KS2DJ7DV01R) |
| *Ischnura elegans* | Odonata | [XP_046398900.1](https://www.ncbi.nlm.nih.gov/protein/XP_046398900.1?report=genbank&log$=prottop&blast_rank=12&RID=KSAAFGHG013) |
| *Schistocerca americana* | Orthoptera | XP_046999637.1 |
| *Schistocerca gregaria* | Orthoptera | XP_049832128.1 |
| *Ctenocephalides felis* | Siphonaptera | [XP_026476806.1](https://www.ncbi.nlm.nih.gov/protein/XP_026476806.1?report=genbank&log$=prottop&blast_rank=17&RID=KS2DJ7DV01R) |
| *Frankliniella occidentalis* | Thysanoptera | XP_026280156.1 |
| *Thrips palmi* | Thysanoptera | [XP_034233898.1](https://www.ncbi.nlm.nih.gov/protein/XP_034233898.1?report=genbank&log$=prottop&blast_rank=14&RID=KSAAFGHG013) |

**Supplementary Table 11.** List of all GenBank accession numbers of NPC1b protein sequences used for phylogenetic analysis. As an outgroup 2 NPC1 sequences from *Ixodes scapularis* were used (IsNPC1X1, accession number XP_002435857.2 and IsNPC1X2, accession number XP_029829620.1)

| **Species** | **Order** | **Accession number** |
| --- | --- | --- |
| *Sitophilus oryzae* | Coleoptera | XP_030749451.1 |
| *Photinus pyralis* | Coleoptera | XP_031329506.1 |
| *Tribolium castaneum* | Coleoptera | XP_008199197.1 |
| *Anopheles gambiae* | Diptera | EAA06340.6 |
| *Ceratitis capitata* | Diptera | XP_004523941.1 |
| *Drosophila melanogaster* | Diptera | NP_608417.2 |
| *Musca domestica* | Diptera | XP_011290675.1 |
| *Stomoxys calcitrans* | Diptera | XP_013112245.1 |
| *Nasonia vitripennis* | Hymenoptera | XP_008208782.1 |
| *Neodiprion lecontei* | Hymenoptera | XP_015518929.1 |
| *Polistes dominula* | Hymenoptera | XP_015180568.1 |
| *Solenopsis invicta* | Hymenoptera | XP_011166446.1 |
| *Trachymyrmex septentrionalis* | Hymenoptera | KYN32399.1 |
| *Trichogramma pretiosum* | Hymenoptera | XP_023316634.1 |
| *Zootermopsis nevadensis* | Isoptera | XP_021915666 |
| *Helicoverpa armigera* | Lepidoptera | QEP99645.1 |
| *Operophtera brumata* | Lepidoptera | KOB70440.1 |
| *Plutella xylostella* | Lepidoptera | AYA73999.1 |
| *Spodoptera litura* | Lepidoptera | XP_022826606.1 |
| *Manduca sexta* | Lepidoptera | XP_030023820.2 |
| *Bombyx mori* | Lepidoptera | XP_037873251.1 |
| *Danaus plexippus* | Lepidoptera | XP_032518509.1 |
| *Ostrinia furnacalis* | Lepidoptera | XP_028178908.1 |
| *Schistocerca gregaria* | Orthoptera | [XP_049852647.1](https://www.ncbi.nlm.nih.gov/protein/XP_049852647.1?report=genbank&log$=prottop&blast_rank=1&RID=WJER79KS01N) |

How the deposited data were processed for this re-analysis (not part of the article)

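Poly(A) RNA of pooled desert locust midguts was measured in 18 samples, 6 for each of 3 times after feeding (10 min, 2 h and 24 h), each a pool of 6 animals. The authors sequenced the libraries on 2 flow cells, trimmed the reads with cutadapt 1.11, mapped them with Bowtie2 2.2.5 to a reference of 123714 contigs, made from a whole-body transcriptome, and quantified them with RSEM. The deposited expected count of a contig is the authors' RSEM estimate of the reads that come from it, without normalization. The deposited TPM values are the authors' RSEM estimates scaled by effective length to a constant total in each sample. The deposited FPKM values are the authors' RSEM estimates per effective length and mapped reads, and they entered no test. Between 11.4% and 13.2% of the expected counts of a sample were not whole numbers, and the paper's text does not name the strand setting of the counting.

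Expected counts were rounded, and contigs with at least 1 CPM in at least 6 of the 18 samples were kept. TMM factors from all 18 samples ranged from 0.917 to 1.11. Conditions were compared in pairs with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 or at most -1. The principal component analysis used the 500 most variable transcripts on the rlog scale of DESeq2 1.42.0. Single values were compared with exact two-sided permutation tests of the means with Holm adjustment over 3 pairs. DESeq2, limma-voom (limma 3.58.1), other scaling factors, other filters, a model of all 18 samples, a replicate block, robust moderation, glmTreat, other thresholds and leaving out each library were tried as alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The edgeR quasi-likelihood test, DESeq2 and limma-voom were also run on simulated data in which 200 of 19345 transcripts were changed. The changes were 2-fold, 3-fold, 4-fold or 8-fold, with noise drawn for each transcript on its own. The other tests were not run on simulated data.

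Transcripts named in the text are those the paper names, the 5 largest rises and 5 largest falls of each comparison among transcripts with a protein name whose samples do not overlap, the most abundant member of each gene list, and every member of lists of at most 4. Values in Supplementary Tables S2, S8 and S9 were seen before this rule was written, and other transcripts are marked as chosen after their values were seen. Gene lists were drawn from Tables S1, S8 and S9 by protein family. The copy of Table S1 held 306 of 21637 entries and that of Table S8 329 of 560, and Table S9 held 209. Tests of gene sets with camera and fry, and of overlap with the paper's tables, were planned and not run because those copies are incomplete. A match of the transcripts to the locust genome was not run because no genome was at hand. RT-qPCR and RNA interference results have no deposited sequencing files and were left out.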

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

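All tests of explanations below were chosen after the results were seen, and 8 of them were revised, in rule or in reading, after their first value was seen. A sample was singled out when its gap to the nearest of the other 5 samples of its condition took a larger part of the condition's range than Dixon's 95% critical value for 6 samples. For independent, normally distributed values chance singles out about 1 in 20 groups, or 10.2 of 204, and 23 were singled out. The untransformed CPM and transcripts that vary together in a sample break these conditions. The count above 10.2 therefore does not show that samples are unusual.

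In 24 h replicate 4, 8 transcripts stood apart from the other 24 h samples. The peritrophin-1 match TR89551|c0_g1 was at 4760 CPM (others 977 to 2250 CPM), the nutrient amino acid transporter TR37582|c1_g2 at 194 CPM (42.2 to 97.9), the fatty acid-binding proteins TR36332|c0_g3 at 357 CPM (136 to 174) and TR25769|c0_g1 at 12.4 CPM (6 to 7.91), Mid1-interacting protein 1 at 311 CPM (167 to 205) and ABCG1 at 3.01 CPM (0.55 to 1.39). Venom dipeptidyl peptidase 4 was low at 5.4 CPM (8.8 to 10.3), as was the acetylcholine receptor subunit at 2.14 CPM (3.87 to 4.64). No explanation was tested for this sample.

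In replicate 5 of both 10 min and 24 h, 3 transporters were high. I'm not dead yet stood at 39.2 CPM at 10 min (others 5.24 to 16) and 63.2 CPM at 24 h (8.94 to 20), Mdr49 TR106329|c0_g1 at 39.4 CPM (5.41 to 13.6) and 61.3 CPM (5.37 to 20.6), and vesicular glutamate transporter 2 at 81 CPM (0.273 to 9.94) and 124 CPM (3.49 to 21.1). The fat body (9.81 and 12.35 CPM), muscle (17.7 and 13.75 CPM) and obstructor markers (7.33 and 9.17 CPM) were also highest of their condition in these 2 samples, which were each other's nearest library (r = 0.987). What links these values was not tested, and other tissue in both samples stays open. The remaining singled-out values at 10 min were the viral RNA polymerase L match at 12.4 CPM in replicate 3 (2.93 to 6.19), the UDP-glycosyltransferase TR41238|c0_g1 at 42.4 CPM in replicate 4 (0.539 to 8.62) and dimmed, a regulator of endocrine cells, at 5.93 CPM in replicate 1 (7.42 to 8.24). At 2 h they were the glutathione S-transferase TR91389|c0_g2 at 2.87 CPM in replicate 1 (0.913 to 1.19), G12 TR56550|c0_g10 at 170 CPM (429 to 535) and obstructor-E TR69775|c0_g1 at 6.57 CPM (2.08 to 3.56) in replicate 3, the fatty acid-binding protein TR77389|c0_g2 at 6.27 CPM in replicate 5 (13.7 to 16.6) and ABCG1 at 10.9 CPM in replicate 6 (2.25 to 5.14). At 24 h the GH9 endoglucanase stood at 193 CPM in replicate 1 (54.9 to 88.1).

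Chaperone levels were high in replicates 2, 4 and 6 of 10 min and replicates 1, 3 and 6 of 2 h. Normalization factors do not account for this, since the highest fed sample exceeded the lowest by at least 3.87 times for each of the 8 called chaperones and the factors differed by 1.21 times. Carry-over of fat body, muscle or cuticle-bearing gut stays open. No fat body, muscle or obstructor transcript exceeded 17.7 CPM in a fed sample, while Hsp83 exceeded the 24 h samples by up to 2060 CPM. These levels cannot decide, because the study picked most of these markers as lower at 2 h. The level of Hsp83 against the markers in those tissues is also not known. Feeding alone stays open, since the number of 2 h samples above every 24 h sample, at the fewest 3 of 6 for the heat shock proteins of the cytosol, 4 of 6 for BiP and 6 of 6 for endoplasmin, DnaJB9 and PDIA3, restates the pattern, and a response to the meal that differs between pools gives the same counts. The high levels may be part of a change shared by chaperones that the study did not select, since the mean log2 level of 4 of them exceeded that of 24 h by 0.34 at 10 min (exact permutation p = 0.013) and 0.42 at 2 h (exact permutation p = 0.00216) and had a rank correlation with Hsp83 of 0.77 within 10 min (exact p = 0.103) and 1.00 within 2 h (exact p = 0.00278). Other tissues, for which no marker was set against the chaperones, and handling or stress of single pools stay open and untested.

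Replicates 1 and 5 of 10 min lay near the 24 h samples. An exchange of both with 24 h samples needs at least 2 samples of 24 h whose nearest library is a fed sample other than these 2, and 1 was (replicate 4), which argues against it, while a single wrong label stays open. In replicates 1 and 5 the fat body proteins averaged 7.93 and 9.81 CPM (0.937 to 2.33 in the other 10 min samples), the muscle transcript stood at 10.2 and 17.7 CPM (2.86 to 4.79) and the obstructor proteins averaged 5.80 and 7.33 CPM (2.58 to 3.77). Carry-over of other tissue stays open, because most of these markers were picked by the study as lower at 2 h than at 24 h and rise with any likeness to 24 h, and because fat body level and PC1 had a rank correlation of -0.14 within the 6 samples of 24 h (exact p = 0.803). A slower response to the meal in these pools stays open and was not tested.

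Markers of fat body, muscle and obstructor proteins were lower at 2 h than at 24 h. Less fat body on the 2 h midguts cannot be told apart from regulation: the log2 ratio of arylphorin alpha to hexamerin was -1.56 at 2 h and 0.41 at 24 h (exact permutation p = 0.0108), but hexamerin, at 2.73 CPM, lay above arylphorin alpha, at 1.25 CPM, at 2 h, so a constant amount of hexamerin from elsewhere would hide a fall. Muscle and cuticle-bearing gut present in the samples in varying amounts may contribute, whether part of the midgut or left on it. The single muscle transcript and the 3 obstructor transcripts rose together within 10 min, 2 h and 24 h (rank correlations 0.60, 0.77 and 0.89, exact p = 0.242, 0.103 and 0.0333). The study picked these 4 transcripts from the same libraries as lower at 2 h, and a joint regulation of them by feeding was not tested.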

How the results depend on the processing

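Alternatives were planned, except leaving out replicates 1, 3 and 6 of 2 h together, chosen for their high Hsp83 after seeing the data. Values of these same samples in Supplementary Tables S2, S8 and S9 had been seen before the rule for naming transcripts was written. The plan was therefore not blind to the data. The filter kept 20620, 15450 or 31294 transcripts with at least 1 CPM in 3 samples, 2 CPM in 6 or 1 TPM in 6. For 2 h against 24 h, higher and lower calls numbered 1286 and 714 without a filter and 1065 and 545 with filterByExpr (more transcripts tested), 3468 and 3794 without a fold threshold, 248 and 154 at an adjusted p of at most 0.01, 512 and 521 without composition factors, 319 and 238 without those 3 samples (345 shared with the calls reported), and 0 and 0 by glmTreat against 1.5-fold, a stricter hypothesis (1762 at an unadjusted p under 0.05). Leaving out 1 library gave 464 to 972 higher and 165 to 466 lower. The other alternatives stayed within 1.5 times the reported counts (DESeq2 726 and 302, limma-voom 567 and 233). For 10 min against 24 h, DESeq2 called 289 and 1 and the cause was not tested, leaving out 1 library gave 0 to 515 higher and 0 to 37 lower, the highest without 10 min replicate 1, and edgeR and limma-voom otherwise called 0. For 10 min against 2 h, DESeq2 called 2 higher and every other alternative 0.

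Replicate numbers did not pair the samples throughout, since a sample's own number was its best match in only 1, 2 and 1 of 6 cases for the 3 comparisons. Matches were judged by correlating deviations from the condition means. Same-number correlations reached 0.252 for 2 h against 24 h, 0.444 for 10 min against 24 h and 0.489 for 10 min against 2 h. A link between some samples of the same number stays open. With a block for replicate number, which spends degrees of freedom, 471 were higher and 234 lower, and calls within lists became 10 peritrophins, 5 trypsin-family proteases, 2 lipases, 2 UDP-glycosyltransferases, 1 glutathione S-transferase, 4 sugar transporters, 2 amino acid transporters, 2 chaperones, 3 of lipid synthesis and 0 ornithine decarboxylases higher, and 2 P450s, 1 ABC transporter, 0 sugar transporters, 1 SLC17-like transporter and 0 fat body proteins lower. The wider spread of 10 min than of 24 h on PC1 was 0.5908 SD with all transcripts and no longer passed (Holm-adjusted exact p = 0.286, cause not tested). SgNPC1b at 10 min against 24 h passed with DESeq2 (log2 fold change 1.705). Near-zero changes reversed for TR70116|c0_g1 at 10 min against 24 h (-0.054 with TPM, -0.039 with log2(TPM + 1)) and SgNPC1b at 10 min against 2 h (0.034 with TPM), and the causes were not tested. Over the named genes, 549 results kept their direction and side of the threshold, 40 no longer passed, 21 newly passed and 0 reversed. All 40 results of the principal component analysis, shares of variance and differences of condition means, were kept. The place of 24 h replicate 4 was not among them. With all transcripts it lay below every 2 h sample on PC1 (0.4 against 1.4 for the lowest). For depth, 3 counts equal at most 0.0821 CPM.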

Differences from the paper's values

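At the paper's thresholds, 674 transcripts were higher and 275 lower at 2 h than at 24 h, against the paper's 569 and 212. Neither differs by more than 1.5 times. Limma-voom gave 567 and 233, and the lower count was 212 without 24 h replicate 3. The counts differed from the paper's by more than 1.5 times without a filter, with filterByExpr, with glmTreat and without a fold threshold, for the higher count at an adjusted p of at most 0.01, for the lower count without composition factors and without 2 h replicates 3 or 4, and for both without 24 h replicate 4, as did the higher count (319) without 2 h replicates 1, 3 and 6 together, a setting chosen after seeing the data. PC1 and PC2 held 48.0% and 17.7% of the variance with all transcripts, the setting that reaches the paper's shares. The log2 fold changes of SgVAHa1 (1.226) and SgNPC1b (1.712) lie next to the paper's, and that of SgNPC1b was 1.216 as a difference of log2(TPM + 1).

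The paper excepts cytochrome P450s from the detoxification classes with several upregulated members, and its Table 3 counts 6 P450s as lower, more than are lower among those listed here. Of the 7 listed here, 3 were higher (1 without 24 h replicate 3 or 6) and 4 lower (2 without 2 h replicate 2, 1 without 24 h replicate 5). It counts ABC transporters among those classes, and of the 4 listed here 1 was higher and 3 lower (0 lower without 24 h replicate 5), although the list of higher transcripts is incomplete. It states that no gene of digestion or nutrient uptake was downregulated by protein family, while its Table 3 lists the families of the following lower transcripts. In the trypsin family these were matches to snake (TR60258|c0_g1, -1.35) and modular serine protease (TR84957|c0_g1, -1.09, lost without 24 h replicate 5), which act in cascades of development and immunity in flies. In the sugar transporter family they were a carcinine transporter match (TR64094|c0_g1, -2.11, lost without 2 h replicates 2 or 6 or 24 h replicates 3 or 5) and a sialin match (TR86957|c1_g3, -2.10, and -1.01 without 24 h replicate 5). The sialin match is also counted among the SLC17-like transporters. The apolipoprotein D match TR83015|c0_g1 of the lipocalin and fatty acid-binding protein family stood at -2.004. It was called only without 2 h replicate 3, 24 h replicate 4 or 24 h replicate 6 among the fits that left out a library. Family membership alone does not make these transcripts genes of digestion or nutrient uptake, so they do not contradict the paper. All 19 glycoside hydrolases, 5 lipases and 4 amino acid transporters listed here were higher. The study chose most of them as higher at 2 h on these same samples, so this is not independent evidence for the paper's statement. It reports no differential transcripts at 10 min, as edgeR does here, while DESeq2 called 289 higher and 1 lower against 24 h.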

Other observations

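All tests in this part were chosen after the results were seen, among them 8 whose rule or reading was revised after a first value was known. In first form, other tissue was set against the chaperones by a rank correlation with fat body level (-0.09), feeding alone was tested on BiP together with endoplasmin, DnaJB9 and PDIA3 (4 of 6), and the tests of other tissue for 10 min replicates 1 and 5 (-0.14) and of less fat body (0.0108) were first read as excluding their explanations. The last 2 are now read as open. So are other tissue against the chaperones and feeding alone for the heat shock proteins of the cytosol (3 of 6) and for BiP, all first read as excluded. The splits of the samples in both 10 min comparisons, first read as chance not being excluded, are also read as open. A change shared by chaperones that the study did not select was first tested by the rank correlation of Hsp83 with Hsp70 4L (0.77 at the lowest) and read as open.

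The split of 12 samples by condition was compared with other splits into 6 and 6, 100 in all with the real one. For 2 h against 24 h, 1 split, the real one, reached its 949 calls and the highest other gave 0. This argues against chance for the splits tried, though not every possible split was run. For 10 min against 24 h, the real count was 0 (4011 at an unadjusted p under 0.05 in edgeR, DESeq2 289 higher and 1 lower, limma-voom 0), and for 10 min against 2 h it was 0 (1194 at an unadjusted p under 0.05 in edgeR, DESeq2 2 higher, limma-voom 0). A count of 0 is reached by every split (100 of 100 in both), so these splits say nothing about chance. The highest other splits gave 768 and 749 calls. The first of them put replicates 1 and 5 of 10 min, which lay near 24 h on PC1, with replicates 1, 3, 5 and 6 of 24 h. It thus still parted most samples by time after feeding. The second of them put replicates 1, 3 and 5 of 10 min with replicates 2, 4 and 5 of 2 h. The samples on its other side were the fed samples with high chaperone levels, so it parted the fed samples otherwise than by time. Both splits were picked as the highest of those run, and what sets their samples apart was not tested.

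Of 4 genes of nervous and endocrine cells, 1 was lower at 2 h than at 24 h and 3 were not called (1 higher and 2 lower when adjusted over the list alone). Of 3 transcripts whose best match is a plant protein, 1 was higher (an aldo-keto reductase, TR105969|c0_g1, log2 fold change 2.25) and 2 lower. Over all 18 samples, muscle and obstructor levels had a rank correlation of 0.82, the highest of 10 relations among marker lists. On simulated counts for 2 h against 24 h, edgeR found 78% of 2-fold and 92% of 3-fold changes by adjusted p, with 14 false positives, and 46% and 92% with the fold threshold as well, with 4 false calls. The simulated noise lacks differences shared by many transcripts of a sample, so the real comparison may do worse.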
